# NADPH-producing enzymes restrict the formation of pancreatic precancerous lesions

**DOI:** 10.1038/s42255-026-01496-x

**Published:** 2026-04-01

**Authors:** Megan D. Radyk, Barbara S. Nelson, Mariana Tannus Ruckert, Christopher J. Halbrook, Mengrou Shan, Jonathan M. Alektiar, Brooke L. Lavoie, Lucie Salvatore, Wei Yan, Matthew D. Perricone, Kathryn Buscher, Alexander Wood, Hanna S. Hong, Peter Sajjakulnukit, Li Zhang, Gabriel Corfas, Filip Bednar, Timothy L. Frankel, Marina Pasca di Magliano, Justin A. Colacino, Yatrik M. Shah, Howard C. Crawford, Costas A. Lyssiotis

## Abstract

Acinar-to-ductal metaplasia (ADM) is a reversible cell state that facilitates pancreas repair following injury. Oncogenic *KRAS* mutations can progress ADM to pancreatic intraepithelial neoplasia (PanIN) and pancreatic ductal adenocarcinoma (PDAC). However, the metabolic alterations in these precancerous lesions are understudied. Here, we identify global changes in central carbon metabolism genes and metabolites during ADM formation. In particular, NRF2-target genes are significantly induced in ADM. Among these, we focus on genes encoding NADPH-producing enzymes glucose-6-phosphate dehydrogenase (G6PD) and malic enzyme 1 (ME1), which participate in the regulation ofoxidative stress. In mouse models of pancreatic tumourigenesis, G6PD deficiency or *Me1* loss increases reactive oxygen species and lipid peroxidation, which is accompanied by accelerated formation of ADM and PanIN lesions. Notably, *Me1* loss, but not G6PD deficiency, promotes faster PDAC progression. We demonstrate that oxidative stress is required for ADM, as pharmacological antioxidant treatment attenuates ADM progression in vivo and ex vivo. Conversely, depleting the antioxidant glutathione promotes precancerous lesions in primary human acinar cells and in mice. Together, our findings shed light on metabolic reprogramming in the precancerous pancreas.

Oncogenic *KRAS* mutations are initiating events in PDAC^1^. PDAC has a low 5-year survival rate owing to few early detection methods, a paucity of effective therapies and late-stage diagnosis^2^. PDAC tumourigenesis progresses stepwise, beginning with ADM, followed by PanIN lesions. ADM is a reversible, healing response after pancreatic injury or inflammation, in which acinar cells transdifferentiate into ductal progenitor-like cells, proliferate and restore damaged tissue^3–5^. Upon healing, ADM cells redifferentiate into acinar cells; however, oncogenic *KRAS* blocks this process, leading to persistent ADM and PanIN formation. PanIN lesions are common in otherwise healthy tissue^6,7^, underscoring the need to define mechanisms that control precancer formation and progression^8^.

Pancreatic cancer cells require biosynthetic precursors and energy to sustain growth^9–11^. Although metabolic reprogramming in PDAC is well characterized, the role of metabolism in driving precancerous lesions remains underexplored. Requirements for acetyl-CoA, cholesterol metabolism and tight regulation of reactive oxygen species (ROS) have been demonstrated in precancer formation and progression^12–14^. MYC and NFE2L2 (NRF2) are key transcription factors facilitating metabolic changes during cancer initiation^15–18^.

NADPH supports biosynthesis (fatty acids, cholesterol, deoxyribonucleotides) and antioxidant systems that control ROS^19^. The primary source of NADPH is G6PD, the first and rate-limiting enzyme in the oxidative pentose phosphate pathway (PPP). G6PD deficiency is an X-linked disorder and the most common human enzyme deficiency^20^, often causing haemolytic anaemia^21^. We previously showed that oncogenic *KRAS* activates the nonoxidative branch of the PPP by enhanced glycolysis and transcriptional upregulation of *Rpia* and *Rpe*^22–24^. As such, pancreatic cancer cells rely on NADPH produced by ME1 (refs. 23,^25^). Loss of TIGAR, which supports oxidative PPP activity, delays PanIN formation but enhances metastasis^14^, highlighting complex regulation of PPP flux, NADPH production and ROS control during cancer initiation and progression.

Here, we use *Kras*^G12D^-driven mouse models to define metabolic pathways supporting precancer development. G6PD deficiency accelerates ADM and PanIN formation, while pancreas-specific *Me1* loss accelerates early lesions and promotes PDAC progression. Loss of these NADPH-generating enzymes increases ROS and lipid peroxidation; antioxidant supplementation rescues accelerated lesion formation in mice and primary cultures. Inhibition of glutathione biosynthesis similarly promotes ADM in healthy human acinar cells and mice. Integrated RNA sequencing (RNA-seq) and metabolomics analyses further define metabolic changes during cancer initiation and establish the energetic demands of pancreatic precancerous lesions.

## Metabolic changes accompany ADM

To investigate *Kras*^G12D^-driven metabolic changes during pancreatic cancer initiation, we performed RNA-seq and targeted liquid chromatography–tandem mass spectrometry (LC–MS/MS)-based metabolomics on primary, ex vivo cultured acinar cells undergoing ADM. We isolated acinar cells from LSL-*Kras*^G12D^; *Ptf1a*^CreERTM^ mice and treated them with vehicle or 4-hydroxytamoxifen (4-OHT) to induce mutant *Kras*^G12D^ (Fig. 1a). 

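Acinar cells from 3 male littermates, numbered 2, 3 and 5, were cultured with ethanol vehicle for 24 h or with 2 µM 4-OHT for 24, 48 or 72 h, which gave 12 RNA libraries, 3 per condition. In these cells 4-OHT activates the Cre recombinase made under the *Ptf1a* promoter, which removes the stop cassette in front of mutant *Kras*. A control mouse without the *Kras* allele gave 1 vehicle and 1 day 1 library. Vehicle cells were collected only after 24 h, so at days 2 and 3 the time in culture and the induction of mutant *Kras* changed together. Their effects cannot be told apart. Polyadenylated RNA was sequenced and reads were assigned to transcripts with Salmon. The authors deposited expected counts per gene, before normalization, for 12566 named genes. Each library held 16521136 to 24898187 reads. Levels of single genes are given in CPM, reads scaled to a common library total after each total was corrected by its TMM factor. Changes were tested in 12547 genes with edgeR's quasi-likelihood test after scaling by TMM, and p-values were adjusted by the Benjamini-Hochberg method. Values are log2 fold changes against vehicle with their standard errors, n = 3 mice per condition. A gene was called at an adjusted p under 0.05. Scaling mattered, because *Amy2a5* alone, the gene of pancreatic amylase, held 11.6 ± 1.58% of the reads in vehicle (SD, n = 3) and 1.04 ± 0.371% at day 3. Scaling by library size alone raised the median of all genes by 0.50 at day 2 and 0.42 at day 3, so directions given here are relative to the typical gene. Gene lists were compared with all other genes by camera of limma at a preset correlation between genes of 0.01, adjusted over 168 tests of 42 lists in 4 comparisons. With the correlation estimated from the data, no list reached an adjusted p under 0.05, and the lowest value was 0.233. In simulated data with this design the test called 22% of genes changed 1.5-fold, 76% of those changed 2-fold and 98% of those changed 4-fold. Only 200 genes were changed there, which makes the adjusted threshold stricter than with the larger numbers called at days 2 and 3. The shares therefore do not give the recovery at those days.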

Cells were collected 1 day after vehicle treatment and 1, 2 and 3 days after 4-OHT treatment (days 1, 2 and 3). 

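Vehicle and day 1 cells shared a profile led by digestive enzymes: *Amy2a5* held 12.6 ± 1.11% of the reads at day 1 and 2.67 ± 0.755% at day 2 (SD, n = 3). The 20 other acinar enzyme genes that the paper plots fell less as a share. They held 22.9 ± 1.68% in vehicle, 12.4 ± 0.613% at day 2 and 12.5 ± 1.12% at day 3. Matrix transcripts rose as these fell. *Col15a1*, a basement membrane collagen, was at 2.71 ± 0.759 CPM in vehicle and 38.1 ± 6.14 CPM at day 3 (SD, n = 3). *Ugt1a6a*, a glucuronidation enzyme that shares exons with other *Ugt1a* genes, went from 0.768 ± 0.293 to 154 ± 38.8 CPM. In a scaling of the 500 most variable genes per pair of libraries, the first dimension held 53.7% of the variance. The vehicle libraries lay at -1.13 ± 0.18 on it and the day 1 libraries at -1.24 ± 0.03 (SD, n = 3). Those of day 2 lay at 0.62 ± 0.20 and those of day 3 at 1.75 ± 0.05. Vehicle and day 1 overlapped, from -1.28 to -0.93 and from -1.27 to -1.21. Days 2 and 3 each stood apart by more than the spread between mice. The second dimension held 7.63% and set apart day 1 of mouse 5, at 1.15 against -0.35 and -0.17 for the other day 1 libraries. No test was made on these coordinates.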

Multidimensional scaling of RNA-seq data demonstrated temporal transcriptional changes (Extended Data Fig. 1a). 

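Transcripts of *Kras* itself, wild type and mutant together, were at 32.3 ± 3.75 CPM in vehicle and 32.2 ± 4.27 at day 1 (SD, n = 3). They rose at day 2 to a log2 fold change of 0.52 (standard error 0.13, adjusted p = 0.0107) and stayed at 0.60 (adjusted p = 0.00201) at day 3. The day 2 call was lost without vehicle replicate 5 (adjusted p = 0.0611) or day 2 replicate 2 (adjusted p = 0.0717). Among the steepest rises at day 2 was that of *Acox2*, a peroxisomal oxidase of branched fatty and bile acids, from 0.806 ± 0.171 to 9.05 ± 3.65 CPM (SD, n = 3). Others were those of the matrix proteins *Tnc* and *Postn* and the protease inhibitor *Timp1*. The lipase genes *Pnlip* and *Cel* had fallen at day 2 to -2.56 (standard error 0.24, adjusted p = 8.79e-06) and -2.56 (adjusted p = 7.22e-06). Beside them fell *Derl3* and *Pdia2*, which serve protein folding and export in secretory cells. At day 1 edgeR's quasi-likelihood test called 0 genes higher and 0 lower. There, 171 genes were higher and 156 lower at an unadjusted p under 0.05, and DESeq2 called 0 higher and 1 lower. At day 2, 1780 genes were higher and 1552 lower, and at day 3, 3223 and 3118. These counts use no fold cut-off. Fig. 1b also asks for a log2 fold change above 0.5 in size. With it, 1474 genes were higher and 1027 lower at day 2, and 2822 and 2402 at day 3. Day 3 compared directly with day 2 gave 1092 higher and 989 lower. Of the genes higher at day 2, 1626 were also higher at day 3, and of those lower, 1373 were lower again. Independent lists would share 457 and 386, but both days use the same vehicle libraries, and part of the excess may come from them. In 10 simulations with shared vehicle libraries and no effect, at most 0 genes were called at both days, a value that leaves out the effects and cannot show how large that part is. Single libraries moved some counts. At day 2, 1071 genes were higher and 995 lower without day 2 replicate 2. Without vehicle replicate 5 these were 1079 and 907, and 970 were lower without day 2 replicate 3. Between days 2 and 3, 580 were higher and 437 lower without day 2 replicate 5, and 613 and 447 without day 3 replicate 2. There, 631 were lower without day 3 replicate 5 and 1638 without day 1 replicate 5, which stood apart. A single gene was higher at day 1 without vehicle replicate 2. Scaling by library size alone called 6126 higher and 284 lower at day 2.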

No differential gene expression was observed at day 1 of 4-OHT treatment compared to vehicle (Extended Data Fig. 1b), but a significant increase in upregulated and downregulated genes were observed on days 2 and 3 (Fig. 1b). 

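Digestive enzyme transcripts were lower than in vehicle as a list at days 2 and 3. Pancreatic lipase, *Pnlip*, ended at -6.28 (standard error 0.28, adjusted p = 2.66e-09). The elastase *Cela1* fell from -2.51 to -4.61 (standard error 0.26, adjusted p = 1.8e-08), and the trypsinogens *Try4* and *Prss3* fell to -4.86 (adjusted p = 5.38e-08) and -4.15 (adjusted p = 9.02e-08). Among duct genes *Spp1*, a secreted phosphoprotein of ducts, reached 1.92 (standard error 0.32, adjusted p = 0.000167) at day 3. The mucin *Muc1* reached 0.76 (adjusted p = 8.5e-05), the keratin *Krt7* 0.75 (adjusted p = 0.000668) and the transcription factor *Creb3l1* 1.34 (adjusted p = 2.47e-06). The chloride channel *Cftr* reached 1.30 (adjusted p = 0.00698), at only 1.97 ± 0.6 CPM. Of 20 acinar enzyme genes that the paper plots, day 2 had 0 higher, 20 lower and 0 not called (0 higher and 20 lower when adjusted over the list alone), and day 3 0 higher, 17 lower and 3 not called (0 higher and 18 lower when adjusted over the list alone). *Prss2*, *Pnliprp2* and *Try5* were not called at day 3, and *Prss2* and *Pnliprp2* had climbed again from day 2. The list median was -1.55 at day 2 and -1.89 at day 3 (camera, adjusted p = 2.42e-17 and 2.51e-09). With an estimated correlation these became 0.370 and 0.432. From day 2 to day 3 the list had 3 higher, 6 lower and 11 not called and was not called (median -0.17, adjusted p = 0.143). It was called by fgsea (adjusted p = 0.0396) and without day 3 replicate 2 (adjusted p = 0.0371). The *Prss*, *Try*, *Cela* and *Amy* genes share reads, so single members are uncertain. *Amy2a4* rose to 2.29 while its neighbour *Amy2a5* fell to -3.87 (standard error 0.31, adjusted p = 3.06e-07). The 7 duct genes the paper plots had 2 higher, 0 lower and 5 not called at day 2 (3 higher and 0 lower when adjusted over the list alone) and 6 higher, 0 lower and 1 not called at day 3 (6 higher and 0 lower when adjusted over the list alone). The exception was *Spink1*, a trypsin inhibitor that acinar cells also make, at 0.32 (adjusted p = 0.176). The median went from 0.52 to 0.76 (adjusted p = 0.00981 and 0.00527 by camera). It was 0.43 and 0.39 with an estimated correlation, and 0.0625 and 0.0501 by fgsea. With mouse as a block, *Foxa2* and *Spp1* were already called at day 2 (log2 fold change 0.54 and 0.84, adjusted p = 0.0196 and 0.000374). A separate list of 18 duct and metaplasia genes was mixed, with 9 higher, 5 lower and 4 not called at day 3 (10 higher and 6 lower when adjusted over the list alone) and a median of 0.61 (adjusted p = 0.559). The tetraspanin *Tspan8* rose to 2.73 (adjusted p = 5.8e-06). The keratin gene *Krt8* fell to -1.20 (adjusted p = 2.84e-06), *Krt18* to -0.92 (adjusted p = 4.02e-05) and *Krt19* to -1.03 (adjusted p = 0.000281). Among acinar transcription factors *Bhlha15*, which drives the secretory programme, rose to 2.51 (standard error 0.23, adjusted p = 1.14e-06). *Nr5a2* rose to 0.69 (adjusted p = 0.00412) and *Ptf1a* to 0.47 (adjusted p = 0.0226). The call of *Ptf1a* was lost without vehicle replicate 3 or 5 or day 3 replicate 2 (adjusted p = 0.0759, 0.0580 and 0.106). Taken as a list, 6 such factors were not called against vehicle (median 0.27, adjusted p = 0.298).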

Across the time course, a decrease in acinar genes with a concurrent increase in ductal genes was detected (Extended Data Fig. 1c). Principal component analysis of intracellular metabolites paralleled the transcriptomics changes (Extended Data Fig. 2a). Notably, the abundance ofeight metabolites was significantly different at day 1 (Extended Data Fig. 2b), with a larger set of metabolites altered at days 2 and 3 (Fig. 1c). Metabolomics on culture media during the time course revealed complementary findings, with pronounced metabolic changes at days 2 and 3 (Extended Data Fig. 2c–f).

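At day 3 the acinar cultures carried more transcripts for the respiratory chain, ribosomes, proton pumps and matrix, and fewer for protein folding in the endoplasmic reticulum. *Rpl7a* and *Rps2*, of the large and small ribosomal subunits, rose to 1.40 (standard error 0.13, adjusted p = 1.39e-06) and 1.40 (adjusted p = 1.93e-06). Of the matrix genes, *Bgn*, a small proteoglycan, rose to 3.90 (standard error 0.18, adjusted p = 4.3e-09). The fibrillar collagen genes *Col1a1* and *Col1a2* reached 3.46 (adjusted p = 9.02e-08) and 3.58 (adjusted p = 2.61e-08). The chaperone *Hspa5* and the stress factor *Atf3* fell to -1.72 (standard error 0.20, adjusted p = 6.46e-06) and -2.21 (adjusted p = 2.28e-06). Of 30 matrix genes, day 3 had 26 higher, 0 lower and 4 not called (26 higher and 0 lower when adjusted over the list alone), with a median of 2.67. Camera gave adjusted p = 4.03e-13, and adjusted p = 0.37 with an estimated correlation. Fibroblast and stellate cell markers moved with them, among them the growth factor receptor *Pdgfrb* at 1.99 (adjusted p = 2.97e-07). The 50 ribosomal protein genes had 49 higher, 0 lower and 1 not called at day 3 (49 higher and 0 lower when adjusted over the list alone), with a median of 1.12 (adjusted p = 2.09e-15). The estimated correlation raised this to adjusted p = 0.486, and other transcripts matched in length and GC content had a median of 0.45. The 18 subunit genes of the vacuolar proton pump had 13 higher, 0 lower and 5 not called and a median of 0.61 (adjusted p = 0.000442). Here an estimated correlation gave adjusted p = 0.432. The 25 genes of the unfolded protein response had 2 higher, 18 lower and 5 not called at day 3 (2 higher and 18 lower when adjusted over the list alone), with a median of -0.72 (adjusted p = 0.000156). That call too was lost with an estimated correlation (adjusted p = 0.486). Against this trend *Sel1l*, which helps clear misfolded proteins, and the co-chaperone *Dnajb11* rose to 0.41 (adjusted p = 0.0418) and 0.40 (adjusted p = 0.01). The call of *Sel1l* was lost without vehicle replicate 2 or 3 or day 3 replicate 3 or 5 (adjusted p = 0.0980, 0.159, 0.172 and 0.0574).

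**Figure D1:**
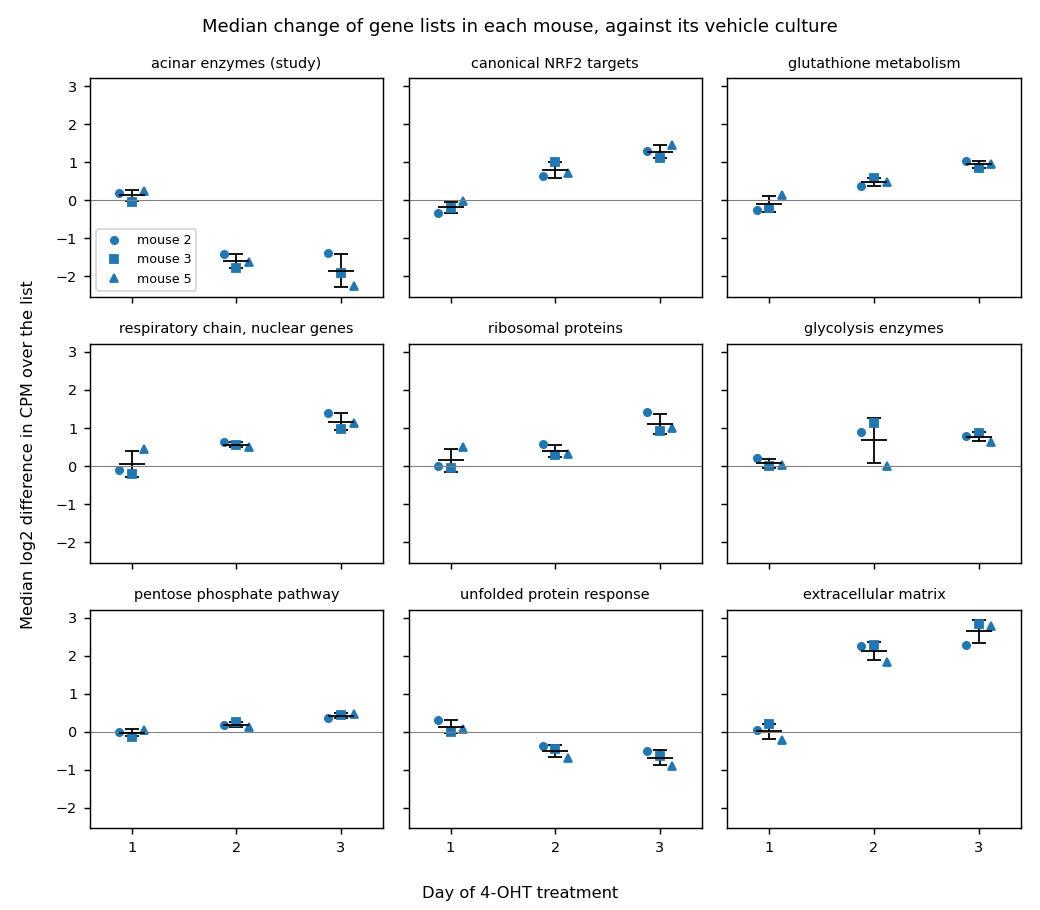
Median log2 difference in CPM between 4-OHT and vehicle cultures of the same mouse, over the genes of 9 lists, by day of treatment; symbols are mice 2, 3 and 5, bars the mean and SD (n = 3). At day 3 the extracellular matrix medians lay at 2.28, 2.84 and 2.79 and those of the acinar enzymes at -1.39, -1.91 and -2.25, while glycolysis enzymes in mouse 5 were at 0.01 on day 2.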

To better understand transcriptional changes during ADM, we performed gene set enrichment analysis (Fig. 1d and Supplementary Figs. 1 and 2). Integration of RNA-seq and metabolomics data identified dynamic metabolic reprogramming during ADM. A decrease in tricarboxylic acid (TCA) cycle metabolites was observed at day 1 (Fig. 1e), consistent with a shift away from oxidative phosphorylation at the onset of ADM^18^. A sharp increase in alpha-ketoglutarate and succinate abundance was detected at day 2, remaining high at day 3 (Fig. 1e). 

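The citrate cycle genes and the nuclear genes of the respiratory chain, each as a list, were higher than vehicle at day 2 and higher at day 3 than at day 2. *Idh3b* and *Idh3a*, subunits of the NAD-dependent isocitrate dehydrogenase, went from 0.64 and 0.67 at day 2 to 1.31 (standard error 0.12, adjusted p = 1.21e-06) and 1.26 (adjusted p = 4.07e-06) at day 3. Citrate synthase, *Cs*, went from 0.64 to 0.90 (adjusted p = 8.14e-06). *Ndufb8* of complex I rose from 0.63 to 1.56 (standard error 0.15, adjusted p = 1.21e-06), and *Atp5po* of the ATP synthase from 0.58 to 1.40 (adjusted p = 1.04e-06). *Idh2*, the NADP-dependent mitochondrial isocitrate dehydrogenase, went the other way, at -1.06 (adjusted p = 0.000827) and -0.65 (adjusted p = 0.00747). A list of 77 nuclear genes of the respiratory chain had 54 higher, 0 lower and 23 not called at day 2 (66 higher and 0 lower when adjusted over the list alone) and 76 higher, 0 lower and 1 not called at day 3 (77 higher and 0 lower when adjusted over the list alone). The median moved from 0.58 to 1.21 (camera, adjusted p = 3.34e-14 and 1.16e-19). Those values were 0.495 and 0.432 with an estimated correlation. Day 3 was above day 2 by a median of 0.56, with 51 genes higher and 0 lower (adjusted p = 9.01e-19, or 0.446 with an estimated correlation). The 28 citrate cycle genes had 10 higher, 1 lower and 17 not called at day 2 (13 higher and 1 lower when adjusted over the list alone) and 20 higher, 1 lower and 7 not called at day 3 (20 higher and 1 lower when adjusted over the list alone). Their medians were 0.28 and 0.47 (adjusted p = 0.00789 and 0.000231). Under an estimated correlation the adjusted p was 0.54 and 0.432. From day 2 to day 3 this list had 9 higher, 0 lower and 19 not called and a median gain of 0.26 (adjusted p = 0.000169, or adjusted p = 0.432 with an estimated correlation). Of the 13 respiratory genes on mitochondrial DNA, day 2 had 0 higher, 0 lower and 13 not called and day 3 7 higher, 1 lower and 5 not called. Medians were -0.06 and 0.51 (adjusted p = 0.919 and 0.0388). At day 3 the adjusted p was 0.554 with an estimated correlation, 0.0752 with library sizes alone and 0.0962 by fgsea. *mt-Nd3* rose to 1.43 (adjusted p = 0.000101), and *mt-Atp8*, of the ATP synthase, fell to -0.67 (adjusted p = 0.03). That fall lost its call without vehicle replicate 2 or 5 or day 3 replicate 2 or 3 (adjusted p = 0.0992, 0.0640, 0.0958 and 0.0796). The leading-edge genes that the study chose on these samples are not independent evidence. Of 79 for oxidative phosphorylation, 61 were higher at day 2 and 79 at day 3. Of 20 for the citrate cycle, 10 and 19 were higher, and no gene of either list was lower. Their medians at day 3 were 1.21 and 0.69 (adjusted p = 1.88e-20 and 3.19e-06, or 0.432 for both with an estimated correlation).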

Concurrently, at days 2 and 3, we saw a stepwise increase in expression of leading-edge genes included in the KEGG TCA cycle and oxidative phosphorylation gene sets (Fig. 1f,g and Extended Data Fig. 3a–d). 

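Glycolysis enzymes rose as a list at days 2 and 3. *Hkdc1*, a hexokinase relative, rose to 1.97 (standard error 0.20, adjusted p = 1.67e-05) at day 2 and 2.85 (standard error 0.20, adjusted p = 1.12e-07) at day 3. Glucokinase, *Gck*, rose to 1.74 (adjusted p = 1.36e-05) at day 3, glucose-6-phosphate isomerase, *Gpi1*, to 1.20 (adjusted p = 9.85e-06), and the pyruvate kinase gene *Pklr* to 2.23 (adjusted p = 2.89e-05). The housekeeping hexokinase *Hk1* fell to -0.62 (adjusted p = 0.00663). In the pentose phosphate pathway *Rbks*, which phosphorylates ribose, rose to 1.75 (standard error 0.22, adjusted p = 1.61e-05), and transketolase, *Tkt*, to 0.66 (adjusted p = 0.000905). The first oxidative enzyme, glucose-6-phosphate dehydrogenase, *G6pdx*, was called higher at days 2 and 3, at 0.95 and 1.27. The later oxidative step of *Pgd* at 0.32 (adjusted p = 0.116) and transaldolase, *Taldo1*, at -0.23 (adjusted p = 0.14) were not called at day 3. *Prps1* and *Prps1l3*, which pass ribose phosphate on to nucleotides, fell to -0.86 (adjusted p = 8.65e-05) and -0.53 (adjusted p = 0.0029). So did the phosphopentomutase *Pgm2*, to -0.85 (adjusted p = 4.68e-06), and the lactonase *Rgn*, to -1.71 (adjusted p = 4.43e-05). A list of 20 glycolysis enzymes had 12 higher, 0 lower and 8 not called at day 2 (13 higher and 0 lower when adjusted over the list alone) and 12 higher, 1 lower and 7 not called at day 3 (13 higher and 1 lower when adjusted over the list alone). The medians of 0.78 and 0.68 had adjusted p = 5.49e-05 and 0.000575 by camera, and 0.491 and 0.554 with an estimated correlation. Mice differed at day 2, where the medians of mice 2, 3 and 5 were 0.90, 1.12 and 0.01. Between days 2 and 3 the list was not called (adjusted p = 0.21), but without day 2 replicate 2 or 3 it was higher at day 3 (adjusted p = 0.0418 and 0.0402). A list of 17 pentose phosphate genes had 5 higher, 2 lower and 10 not called at day 2 (5 higher and 3 lower when adjusted over the list alone) and 9 higher, 4 lower and 4 not called at day 3 (9 higher and 4 lower when adjusted over the list alone). The list as a whole was not called, at medians of 0.21 and 0.42 (adjusted p = 0.392 and 0.279).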

Glycolysis and the PPP were broadly upregulated during ADM. However, ribose 5-phosphate, arabinose-5-phosphate and uridine diphosphate *N*-acetylglucosamine (UDP-GlcNAc) levels decreased in days 1–3 compared to vehicle (Fig. 1h). RNA-seq showed a stepwise increase in leading-edge genes from the PPP and glycolysis (Fig. 1i,j and Extended Data Fig. 3e–h). 

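Most of the leading-edge genes rose. *Fbp2*, a fructose bisphosphatase that runs against glycolytic flow, went from 1.34 at day 2 to 3.14 (standard error 0.27, adjusted p = 6.55e-07) at day 3. The aldehyde dehydrogenases *Aldh1a7* and *Aldh2* went from 2.25 and 0.65 to 4.18 (standard error 0.34, adjusted p = 3.23e-07) and 1.54 (adjusted p = 5.96e-07). The steps from day 2 to day 3 for these were 1.80 (adjusted p = 0.000424), 1.94 (adjusted p = 0.000741) and 0.89 (adjusted p = 0.000663). Of the 30 glycolysis leading-edge genes in the table, 23 were higher at day 2 and 27 at day 3, none lower. Medians of 0.83 and 1.10 had adjusted p = 4.75e-09 and 4.72e-09 by camera, or 0.43 at both days with an estimated correlation. For the 11 pentose phosphate leading-edge genes the counts were 9 and 10 higher, none lower, and the medians 0.95 and 1.20. These had adjusted p = 4.86e-05 and 9.09e-05, or 0.432 at both days with an estimated correlation. Mouse 5 moved least at day 2, with medians of 0.31 and 0.46 against at least 0.96 and 1.07 in mice 2 and 3. Tested directly, day 3 exceeded day 2 by a median of 0.35 for glycolysis, with 10 genes higher (adjusted p = 6.97e-05, or 0.486 with an estimated correlation). The gain was 0.27 for the pentose phosphate genes, with 2 higher (adjusted p = 0.0408, or 0.601 with an estimated correlation). That call was lost by fgsea (adjusted p = 0.0599), with the filter of 10 reads in each library (adjusted p = 0.153) and in a fit of the compared groups alone (adjusted p = 0.104). It was lost as well without day 2 replicate 5 (adjusted p = 0.444) and, at adjusted p from 0.0510 to 0.0560, without vehicle replicate 2, day 3 replicate 2 or any 1 of the day 1 libraries. As both lists were chosen on these samples, the counts are not independent evidence. Several members, *Aldoc*, *Fbp2*, *Gpi1* and *Pfkm* among them, belong to both lists.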

Extracellular metabolite profiling supported these findings, with a significant increase in lactate detected in the media (Extended Data Fig. 2f), suggesting increased glycolysis. Glutathione metabolism exhibited distinct temporal dynamics. We noted that reduced glutathione (GSH) peaked at day 1 with a reduction at days 2 and 3, whereas oxidized glutathione and other metabolites involved in glutathione synthesis increased by day 3 (Fig. 1k). 

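Glutathione genes rose as a list at days 2 and 3. The transferase gene *Gstm2* went from 2.23 (standard error 0.22, adjusted p = 1.71e-05) at day 2 to 3.74 (standard error 0.24, adjusted p = 5.38e-08) at day 3. The microsomal transferase *Mgst1* went from 1.79 to 2.91 (adjusted p = 6.84e-08), the mitochondrial and peroxisomal *Gstk1* from 1.55 to 2.79 (adjusted p = 2.16e-07), and the peroxidase *Gpx2* reached 2.60 (adjusted p = 2.8e-06). Of the enzyme that limits glutathione synthesis, the modifier subunit *Gclm* rose to 1.04 (standard error 0.18, adjusted p = 0.000198) and the catalytic subunit *Gclc* was not called, at -0.11 (adjusted p = 0.803). The *Gstm* and *Gsta* genes are close paralogs that share reads, so the group is better measured than its members. A list of 54 glutathione genes had 20 higher, 5 lower and 29 not called at day 2 (21 higher and 6 lower when adjusted over the list alone) and 33 higher, 7 lower and 14 not called at day 3 (34 higher and 7 lower when adjusted over the list alone). With medians of 0.41 and 1.03, camera gave adjusted p = 0.000723 and 1.99e-05, or 0.495 and 0.432 with an estimated correlation. Day 3 exceeded day 2 by a median of 0.44 (adjusted p = 5.94e-06, or 0.432 with an estimated correlation). *Odc1* and *Srm*, which act in polyamine synthesis, had fallen at day 3 to -1.24 (adjusted p = 2.22e-06) and -0.90 (adjusted p = 0.00171). So had *Chac1* and *Anpep*, of glutathione breakdown, at -0.80 (adjusted p = 0.000668) and -1.03 (adjusted p = 8.73e-05), and *Rrm2*, *Idh2* and *Gstcd*. The 18 leading-edge genes were all called higher at day 3 and 14 at day 2, with medians of 2.26 and 1.53 (adjusted p = 2.47e-09 and 8.46e-10, or 0.39 for both with an estimated correlation). They were chosen on these samples and are not independent evidence. At day 1 their median was -0.30, lower than vehicle as a list (adjusted p = 0.0155, or 0.6 with an estimated correlation). That call was lost without vehicle replicate 2 or day 1 replicate 2 or 3 (at most adjusted p = 0.345), and no single gene was called there.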

There was a complementary, stepwise increase in leading-edge genes for glutathione metabolism during the time course (Fig. 1l and Extended Data Fig. 3i,j). Additionally, we observed a general upregulation of purine metabolism gene expression but an overall decrease in purine metabolites across timepoints (Extended Data Fig. 4a–d). 

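Adenosine kinase, *Adk*, which returns adenosine to AMP, rose from 0.87 at day 2 to 2.03 (standard error 0.13, adjusted p = 4.55e-08) at day 3. *Nudt5*, which hydrolyses ADP-ribose, rose from 0.84 to 1.00 (adjusted p = 1.61e-05), and *Impdh2*, the first step to guanine nucleotides, from 0.45 to 0.82 (adjusted p = 1.64e-05). The adenylate kinase gene *Ak7* rose to 4.29 (adjusted p = 2.32e-06) from very few transcripts, 0.278 ± 0.0945 CPM in vehicle (SD, n = 3). Of 40 leading-edge genes, chosen on these samples and so not independent evidence, 25 were higher at day 2 and 32 at day 3, with none lower. The medians were 0.76 and 0.98 (camera, adjusted p = 1.21e-10 and 4.75e-09, or 0.233 and 0.254 with an estimated correlation). The 13 genes of de novo purine synthesis did not move as a list. They had 3 higher, 0 lower and 10 not called at day 2 and 4 higher, 3 lower and 6 not called at day 3, the same numbers as when adjusted over the list alone. Medians were -0.08 and -0.13 (adjusted p = 0.921 and 0.972), and at both days the test leaned upward although the median was negative. *Paics* and *Adss1*, which act in the synthesis of AMP, rose to 0.74 (adjusted p = 2.3e-05) and 2.19 (adjusted p = 1.73e-05), and *Atic*, which closes the purine ring, and *Impdh1* fell to -0.39 (adjusted p = 0.00663) and -0.41 (adjusted p = 0.00505).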

There was variability in the levels of metabolites and expression of genes related to pyrimidine metabolism, and we observed a progressive increase in uracil, uridine and cytidine, with a decrease in uridine diphosphate, cytidine monophosphate and deoxycytidine monophosphate (Extended Data Fig. 4e,f). 

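The multifunctional first enzyme of pyrimidine synthesis, *Cad*, fell to -0.35 (adjusted p = 0.0354) at day 2 and -0.77 (standard error 0.12, adjusted p = 8.03e-05) at day 3. *Umps*, which completes uridine monophosphate, fell to -0.68 (adjusted p = 0.00149), and the uridine kinase *Uck2* to -0.43 (adjusted p = 0.00631). The nucleoside diphosphate kinases *Nme3* and *Nme4* rose to 2.18 (standard error 0.30, adjusted p = 3.62e-05) and 1.61 (adjusted p = 0.00176), and the mitochondrial step of synthesis, *Dhodh*, rose to 0.63 (adjusted p = 0.0215). Over the 12 genes that the paper plots, day 2 had 1 higher, 3 lower and 8 not called (2 higher and 4 lower when adjusted over the list alone) and day 3 5 higher, 3 lower and 4 not called (6 higher and 3 lower when adjusted over the list alone). The list was not called in either comparison, with medians of 0.18 and 0.13 (camera, adjusted p = 0.998 and 0.802), nor between days 2 and 3 (adjusted p = 0.568).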

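Genes of fatty acid oxidation rose as a list at day 2 and further at day 3. *Decr1*, which handles unsaturated acyl chains, went from 1.58 (standard error 0.15, adjusted p = 1.37e-05) to 2.31 (standard error 0.16, adjusted p = 9.01e-08). The long-chain dehydrogenase *Acadvl* went from 1.01 to 1.69 (adjusted p = 2.7e-07), the isomerase *Eci2* from 0.91 to 1.88 (adjusted p = 3e-07), and the thiolase *Acat1* from 0.93 to 1.72 (adjusted p = 3.55e-07). Outside the mitochondria the acyl-CoA thioesterase *Acot1* rose to 4.04 (adjusted p = 1.9e-09) at day 3, whereas *Acox3*, a peroxisomal oxidase, fell to -0.61 (adjusted p = 0.00157). Of 33 genes of fatty acid oxidation, day 2 had 20 higher, 1 lower and 12 not called (23 higher and 2 lower when adjusted over the list alone) and day 3 26 higher, 1 lower and 6 not called (27 higher and 1 lower when adjusted over the list alone). Camera gave medians of 0.62 and 1.07 an adjusted p = 3.25e-06 and 1.01e-08, or 0.432 and 0.39 with an estimated correlation. Compared with day 2, day 3 had 17 genes higher and 0 lower and a median gain of 0.55 (adjusted p = 4.75e-09, or 0.39 with an estimated correlation). The day 3 medians of mice 2, 3 and 5 were 1.09, 1.04 and 1.13.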

There was a cumulative increase in genes involved in fatty acid degradation (Extended Data Fig. 4g). Amino acid abundance exhibited a biphasic trend, generally low at days 1 and 3 but higher at day 2 (Extended Data Fig. 4h). Many genes involved in branched-chain amino acid metabolism were upregulated as ADM progressed (Extended Data Fig. 4i).

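*Mccc2*, a carboxylase of leucine breakdown, rose to 1.49 (standard error 0.19, adjusted p = 2e-05) at day 3. The acyl-CoA dehydrogenase *Acadm* rose to 1.13 (adjusted p = 3.31e-06), *Dbt*, a core subunit of the branched-chain ketoacid dehydrogenase, to 0.75 (adjusted p = 0.000103), and the propionyl-CoA carboxylase *Pccb* to 0.75 (adjusted p = 0.000154). The transaminase *Bcat2*, which starts the pathway, fell to -0.75 (standard error 0.20, adjusted p = 0.00601), and the isobutyryl-CoA dehydrogenase *Acad8* to -0.66 (adjusted p = 0.0114). Without vehicle replicate 5 the adjusted p of *Acad8* was 0.0580. The inhibitory kinase of the ketoacid dehydrogenase, *Bckdk*, fell to -0.35 (adjusted p = 0.0418), which library sizes alone turned to 0.04, still below the median of all genes. Its call was lost with the filter of 10 reads in each library (adjusted p = 0.0817). It was lost too without vehicle replicate 3 or 5 (adjusted p = 0.0984 and 0.119) or day 3 replicate 3 or 5 (adjusted p = 0.132 and 0.119). The 19 genes that the paper plots had 3 higher, 4 lower and 12 not called at day 2 and 11 higher, 3 lower and 5 not called at day 3, the same numbers as when adjusted over the list alone. The list was not called at day 2, with a median of 0.11 (camera, adjusted p = 0.989), and was higher at day 3, with a median of 0.69 (adjusted p = 0.0207, or 0.432 with an estimated correlation). From day 2 to day 3, 8 members rose and 0 fell, a median gain of 0.53 (adjusted p = 4.37e-06, or 0.299 with an estimated correlation).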

## An NRF2 pathway signature is present in mutant *Kras*-driven ADM

We performed transcription factor enrichment analysis using the Enrichr web tool^26–28^ (Fig. 1m and Extended Data Fig. 5). 

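Genes that NRF2 switches on in stressed cells were frequent among the transcripts that rose most surely at day 2. They included the quinone reductase *Nqo1*, the ferritin chain *Fth1*, the peroxiredoxin *Prdx1*, the biliverdin reductase *Blvrb*, the epoxide hydrolase *Ephx1*, the prostaglandin reductase *Ptgr1* and the transferases *Gsta3*, *Gstm1*, *Gstm2*, *Gstm3* and *Mgst1*. *Nqo1* rose to 1.24 (standard error 0.22, adjusted p = 0.00124) and *Fth1* to 0.81 (standard error 0.15, adjusted p = 0.00138) at day 2. Of 43 canonical NRF2 targets in the table, 15 lay among the 500 genes with positive log2 fold changes and the smallest p at day 2, where 1.71 were expected. The odds ratio was 13.3, with a 95% interval of 6.54 to 25.9 (two-sided Fisher's exact test, p = 4.46e-11, all tested genes as background). Among the 500 lower genes there were 0 targets (Fisher's exact test, p = 0.418). Picked by log2 fold change instead, the 500 higher genes held 10 targets (Fisher's exact test, p = 5.41e-06). This list of targets replaced the binding-site libraries of Enrichr, which the files do not hold. Genes are not independent replicates, and the *Gst* paralogs count several times. Of the 15 targets found by p, *Fth1*, *G6pdx*, *Gclm*, *Gpx2*, *Gsta3*, *Gstm1*, *Gstm2*, *Gstm3*, *Me1* and *Nqo1* also stand in Fig. 1n. The study chose the genes of that figure for their change in these samples, so the overlap is partly not independent evidence.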

Consensus sites for NRF2 transcription factor binding were significantly enriched among the top 500 upregulated genes at day 2 (Fig. 1m and Extended Data Fig. 5a). NRF2 is known to have a key role in pancreatic tumourigenesis, progression and metastasis, in which it regulates expression of genes involved in ROS detoxification, cell metabolism, proliferation, invasion and migration^12,14,15,29,30^. 

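NRF2 targets rose as a list at days 2 and 3, but some well-known targets fell. At day 3 the cytosolic isocitrate dehydrogenase *Idh1*, which makes NADPH, was at 1.55 (standard error 0.19, adjusted p = 1.54e-05). The malic enzyme *Me1* was at 1.30 (standard error 0.18, adjusted p = 3.46e-05) and glucose-6-phosphate dehydrogenase, *G6pdx*, at 1.27 (standard error 0.19, adjusted p = 6.45e-05). *Fth1* reached 1.62 (adjusted p = 1.25e-06), and the superoxide dismutase *Sod1* 1.36 (adjusted p = 7.48e-06). The autophagy receptor *Sqstm1* fell to -1.05 (standard error 0.12, adjusted p = 7.95e-06), sulfiredoxin, *Srxn1*, to -0.89 (adjusted p = 0.00649) and the amino acid stress factor *Atf4* to -1.07 (adjusted p = 1.12e-05). *Aldh1l1*, a folate enzyme that makes NADPH, rose only at day 3, to 0.99 (adjusted p = 0.000133), and mitochondrial *Mthfd2* was not called. Of the 19 genes in Fig. 1n, day 2 had 15 higher, 2 lower and 2 not called and day 3 15 higher, 3 lower and 1 not called, the same numbers as when adjusted over the list alone, and medians of 0.85 and 1.30. The study chose these genes for their change in these samples, so they are not independent evidence and no test of this list is given. The 43 canonical targets had 27 higher, 1 lower and 15 not called at day 2 (28 higher and 1 lower when adjusted over the list alone) and 31 higher, 2 lower and 10 not called at day 3 (31 higher and 3 lower when adjusted over the list alone). The medians were 0.85 and 1.27 (adjusted p = 4.17e-09 and 1.05e-07, or 0.451 and 0.491 with an estimated correlation). Many targets, such as *Gclm*, *Gpx2*, *Gstm1* and *Gstm2*, are also in the glutathione list, and *G6pdx*, *Me1* and *Idh1* are among the NADPH-producing enzymes. All genes of Fig. 1n except *Sod1*, *Mthfd2* and *Atf4* are canonical targets too. Results of these lists are therefore not separate evidence, and the canonical list is not fully independent of the study's choice. The 13 NADPH-producing enzymes as a list had 4 higher, 1 lower and 8 not called at day 2 and 6 higher, 1 lower and 6 not called at day 3, as when adjusted over the list alone. They were not called against vehicle, at medians of 0.20 and 0.57 (adjusted p = 0.386 and 0.0669). With mouse as a block the day 3 value was 0.0494, and in a fit of the compared groups alone 0.0435. Without day 2 replicate 3 or 5 or day 3 replicate 5 it was 0.0444, 0.0478 and 0.0467. From day 2 to day 3 the list rose by a median of 0.32 (adjusted p = 0.0357, or 0.432 with an estimated correlation, 0.0505 with library sizes alone, 0.0534 in a fit of the compared groups alone and 0.180 by fgsea). This call was lost as well, at adjusted p up to 0.0808, without day 1 replicate 5, day 2 replicate 2 or 5, or day 3 replicate 2 or 3. Against vehicle *Idh2* was the lower member at both days. At day 1 the canonical targets lay below vehicle as a list, at a median of -0.24 (adjusted p = 3.19e-06, or 0.536 with an estimated correlation), and they were lower in the control mouse too. Mice 2, 3 and 5 were at -0.34, -0.20 and -0.03, and without vehicle replicate 2 the median was -0.08 (camera, adjusted p = 0.0228).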

We assayed our dataset for NRF2-target genes and found that several genes coding for NADPH-producing enzymes, such as *G6pdx* and *Me1*, increased during ADM formation (Fig. 1n and Supplementary Fig. 3a). We also observed protein expression from NRF2 targets G6PD, ME1 and NQO1 in mouse pancreas (Supplementary Fig. 3b–e).

To assess whether 4-OHT treatment was nonspecifically affecting acinar cells, we cultured wild-type cells for 3 days with transforming growth factor-α (TGFα) to induce ADM, and administered 4-OHT or vehicle (Extended Data Fig. 6a). We observed that 4-OHT treatment alongside TGFα still reduced expression of *Amy* (acinar gene coding for amylase) and increased expression of *Spink1* (ductal gene coding for a trypsin inhibitor) (Extended Data Fig. 6b,c). We then checked whether an alternative ADM culture system yielded the same candidate genes. In this culture model, acinar cells from LSL-*Kras*^G12D^ mice were isolated and treated with adenovirus expressing green fluorescent protein (GFP) for 1 day or adenovirus expressing Cre recombinase for 1, 2 and 3 days (Extended Data Fig. 6d), after which cells were collected for RNA-seq^31^. We observed a concurrent decrease in acinar gene expression and an increase in ductal gene expression over the 3 days (Extended Data Fig. 6e), supporting the formation of ADM. We then assayed for the NRF2-target genes from Fig. 1n and observed the same patterns reproduced in this additional dataset (Extended Data Fig. 6f). Specifically, we saw a stepwise increase in *G6pdx* and *Me1* (Extended Data Fig. 6g,h), encoding NADPH-generating enzymes from the two major NADPH pathways in the cell. Collectively, data on ADM metabolism from these ex vivo profiling methods suggested an important role for NADPH regulatory enzymes G6PD and ME1.

## G6PD deficiency decreases oxidative PPP flux in *Kras*^G12D^-expressing acinar cells

The PPP branches from glycolysis and consists of two arms: oxidative and nonoxidative (Fig. 2a). Flux through the oxidative arm, where G6PD resides, yields NADPH and ribose for nucleotides. Given the significant increase of *G6pdx* in ADM (Fig. 1n, Extended Data Fig. 6f,g and Supplementary Fig. 3a) and its contrast with activation ofthe nonoxidative PPP in PDAC, we sought to determine the role of oxidative PPP metabolism in ADM. A mouse model of human G6PD deficiency demonstrates enzyme activity of 15–20% in hemizygous mice (male *G6pd*^mut/y^), 50–60% in heterozygous mice (female *G6pd*^mut/+^) and 15–20% in homozygous mutant mice (female *G6pd*^mut/mut^)^32,33^. To determine how G6PD deficiency and decreased oxidative PPP flux alters pancreatic tumourigenesis, we generated LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *G6pd*^mut^ mice (KC;G6pd^mut^) (breeding scheme in Extended Data Fig. 7a).

To determine whether oxidative PPP activity was decreased in G6pd^mut^ pancreas, we traced radioactive carbon incorporation into carbon dioxide (CO_2_) produced from oxidative decarboxylation in the PPP and TCA cycle. [1-^14^C]glucose labels CO2 derived from both oxidative PPP and the TCA cycle, while [6-^14^C]glucose specifically traces TCA-derived CO_2_. By following the tracers in tandem, we can determine oxidative PPP activity (Extended Data Fig. 7b). As expected, KC;G6pd^mut^ acinar cells have decreased oxidative PPP flux, as measured by [1-^14^C]O_2_, compared to G6pd^wt^ cells (Extended Data Fig. 7c). TCA cycle flux was not affected by *G6pd* status, as measured by [6-^14^C]O_2_ (Extended Data Fig. 7c). These data suggest that G6pd^mut^ acinar cells have less oxidative PPP activity, establishing a physiologically relevant model to study how G6PD deficiency affects pancreatic tumourigenesis.

## G6PD deficiency accelerates ADM and PanIN lesions in mouse models

ROS generated during pancreatic tumourigenesis is countered by flux into the PPP to provide NADPH^13,14,22^. We reasoned that decreasing oxidative PPP activity through G6PD deficiency would promote *Kras*^G12D^-driven ADM and tumourigenesis owing to increased oxidative stress. To test this hypothesis, we aged KC;G6pd^mut^ and KC;G6pd^wt^ mice to 8 weeks, when ADM is present within the pancreas of KC mice. We observed ADM in KC;G6pd^wt^ mice as noted by haematoxylin and eosin (H&E)-stained tissue sections, decreased amylase (AMY), increased cytokeratin 19 (CK19) and increased proliferation (Ki67) within ADM lesions (Extended Data Fig. 7d). In KC;G6pd^mut^ mice, there was a trend for less acinar cell area and significantly increased proliferation (Extended Data Fig. 7e–h). At 16 weeks, when ADM and early PanIN lesions are present in KC mice, KC;G6pd^mut^ mice showed more ADM and PanIN lesions, indicated by a significant decrease in AMY and significantly more proliferation compared to KC;G6pd^wt^ mice (Fig. 2b–e and Extended Data Fig. 7h). We did not find a difference in pancreas weight to body weight ratios in KC;G6pd^mut^ mice, an indirect measure of tissue transformation (Extended Data Fig. 7i).

To determine the impact of G6PD deficiency on PanIN formation, we aged mice to 26 weeks, when low-grade PanINs are present in KC models (Fig. 2f). There was no difference in pancreas weight to body weight ratios in 26-week-old mice (Extended Data Fig. 7i). We observed PanINs present in pancreata from both KC;G6pd^wt^ and KC;G6pd^mut^ mice, as assessed by CK19 expression and Alcian Blue stain for PanIN-specific mucins (Fig. 2f and Extended Data Fig. 7h). Pathological grading of H&E-stained tissues demonstrated more transformed area in KC;G6pd^mut^ mice (Fig. 2g and Extended Data Fig. 7j). Additionally, tissues from KC;G6pd^mut^ mice contained more low-grade PanIN lesions (PanIN 1A, 1B, 2) (Fig. 2g and Extended Data Fig. 7j). Interestingly, two KC;G6pd^mut^ mice displayed high-grade lesions (PanIN 3), which were absent in KC;G6pd^wt^ mice. Pancreata from KC;G6pd^mut^ mice also exhibited less acinar cell area and more ADM. We aged mice to 1 year to determine whether the high-grade PanIN lesions present in KC;G6pd^mut^ mice progress to PDAC (Fig. 2h,i and Extended Data Fig. 7k). However, we saw no significant difference in pancreata between KC;G6pd^wt^ and KC;G6pd^mut^ mice after pathological grading of H&E-stained tissues (Fig. 2i and Extended Data Fig. 7k).

Overall, these data illustrate that G6PD deficiency in *Kras*^G12D^-driven mouse models increased the number and rate of precancerous lesion formation in 16-week-old and 26-week-old animals. However, after 1 year, our results suggest that G6PD deficiency does not affect PanIN to PDAC progression.

## G6PD deficiency does not affect survival in the PDAC mouse model

We next assessed the impact on pancreatic cancer progression and survival using the more rapid KPC mouse model (LSL-*Kras*^G12D^; LSL-*Trp53*^R172H^; *Ptf1a*^Cre^)^34^. KPC mice were crossed to G6PD-deficient mice to determine whether accelerated ADM and PanIN lesions enhanced invasive PDAC and decreased survival (breeding scheme in Supplementary Fig. 4a). There was no significant difference in overall survival between KPC;G6pd^mut^ and KPC;G6pd^wt^ mice (Supplementary Fig. 4b). We assessed histology from pancreas of 90-day-old mice and observed that both genotypes had neoplasia, with significantly increased proliferation in pancreata from KPC;G6pd^mut^ mice (Supplementary Fig. 4c–e). We did not see evidence of metastasis to the liver (Supplementary Fig. 4f), and there was no difference in pancreas weight to body weight ratios (Supplementary Fig. 4g). There was also no significant difference in pathological tissue grading of pancreas from 90-day-old KPC;G6pd^mut^ and KPC;G6pd^wt^ mice (Supplementary Fig. 4h). Although G6PD deficiency promotes precancerous lesions in KC mice, these data indicate that G6PD deficiency does not affect progression to cancer or survival in KPC mice, highlighting a difference in the metabolic pathways that underlie precancer and established cancer.

## *Me1* loss accelerates ADM, PanIN and PDAC in mouse models

We next sought to determine the role of ME1 in *Kras*-driven pancreatic carcinogenesis. ME1 is a cytoplasmic enzyme that catalyses the reversible oxidative decarboxylation of malate to pyruvate, generating NADPH (schematic in Fig. 3a). Similar to *G6pdx*, *Me1* was increased in a temporal manner in the primary acinar cultures (Fig. 1n and Extended Data Fig. 6f–h). To assess the necessity of *Me1* in pancreatic tumourigenesis, we crossed *Me1*^flox/flox^ mice^35^ into the KC model, generating KC;Me1^flox/flox^ mice, in which oncogenic *Kras*^G12D^ and *Me1* loss are induced in the pancreas by *Ptf1a*^Cre^ (breeding scheme in Extended Data Fig. 8a). ME1 protein expression was reduced in pancreata from KC;Me1^flox/flox^ mice (Extended Data Fig. 8b), demonstrating knockout efficiency in the pancreas.

At 8-weeks-old, there was no significant difference in ADM lesions present in KC;Me1^flox/flox^ mice compared to KC;Me1^+/+^ controls (Extended Data Fig. 8c–g). However, at 16 weeks, more ADM and PanIN lesions were present in KC;Me1^flox/flox^ mice, as indicated by significantly decreased AMY, increased CK19 and increased Ki67 (Fig. 3b–e). No significant difference in pancreas weight to body weight ratios were observed at 8 weeks and 16 weeks (Extended Data Fig. 8h). Precancerous lesions are found in pancreata of 26-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice, as observed by H&E, Alcian blue and CK19 staining (Fig. 3f and Extended Data Fig. 8g). Yet there was no significant difference in pathological grading (Fig. 3g and Extended Data Fig. 8i). We also did not find significant differences in pancreas weight to body weight ratios (Extended Data Fig. 8h). To determine whether *Me1* loss influences progression to PDAC, we aged mice to 1 year and assessed pancreas histology by H&E staining and pathological grading (Fig. 3h,i). Surprisingly, all KC;Me1^flox/flox^ mice developed PDAC (Fig. 3i), while none of the KC;Me1^+/+^ controls progressed past PanIN 2 lesions (Extended Data Fig. 8j). Additionally, KC;Me1^flox/flox^ pancreata had a smaller acinar cell area (Fig. 3i).

Overall, ADM and PanIN lesions are more abundant and occur sooner (at 16 weeks) in pancreata of KC;Me1^flox/flox^ mice than in KC;Me1^+/+^ controls. These data suggest that *Me1* loss, consistent with G6PD deficiency, promotes precancerous lesions in *Kras*^G12D^-driven mouse models. However, we also observe no significant effect of *Me1* loss at 26 weeks but a unique promotion of PDAC at 1 year. Together, these results reveal common and diverging roles of NADPH-generating enzymes at distinct stages of tumourigenesis and progression.

## G6PD deficiency and *Me1* loss do not alter pancreatic endocrine and exocrine function

We sought to determine whether impaired function of NADPH-producing enzymes disrupts normal pancreas physiology, which could predispose to precancerous lesion formation^36,37^. We performed glucose tolerance tests on *Me1*^+/+^, *Me1*^−/−^, wild-type, KC;G6pd^wt^ and KC;G6pd^mut^ mice after an overnight fast (Supplementary Fig. 5a–h). There were no significant differences in glucose tolerance across genotypes, although previous studies show that hemizygous G6PD-deficient male mice have smaller islets and impaired glucose tolerance^38^. The only significant change we detected was a reduction in fasted body weight in *Me1*^−/−^ mice compared to *Me1*^+/+^ controls (Supplementary Fig. 5c). We also tested exocrine pancreas function through serum amylase activity tests, using cerulein treatment as a positive control (Supplementary Fig. 5i). We did not observe significant differences in serum amylase activity across groups compared to wild-type mice. Finally, we checked for premature carboxypeptidase A1 (CPA1) enzyme activation (Supplementary Fig. 5j). Cerulein-treated positive controls showed cleavage of the CPA1 pro-peptide^39^, but this was not observed in the other mice.

## Increased ROS is present with G6PD deficiency and *Me1* loss

We used mass spectrometry to assess NADPH, NADP^+^ and glutathione levels in 16-week-old pancreas tissue. The NADPH/NADP^+^ ratios trended toward less cellular reducing capacity in pancreata of KC;G6pd^mut^ and KC;Me1^flox/flox^ mice relative to controls but did not reach statistical significance, and there were no significant differences in glutathione levels (Supplementary Fig. 6a–l). These results demonstrate the critical requirement for tissues to maintain NADPH and antioxidants, and sufficient compensation by other metabolic pathways.

We next asked whether reduced NADPH-producing enzyme function led to increased oxidative stress in the pancreas. To assess lipid peroxidation, we performed immunoblotting on pancreas lysates for hyperoxidized peroxiredoxin 3 (HO-PRDX3), malondialdehyde (MDA) and 4-hydroxynonenal (4-HNE) (Fig. 4a,b). Pancreata from KC;G6pd^mut^ and KC;Me1^flox/flox^ mice exhibited increased lipid peroxidation compared with their littermate controls (Fig. 4a and Extended Data Fig. 9a). There was trend toward increased MDA immunostaining in KC;G6pd^mut^ pancreas (compared to KC;G6pd^wt^) and significantly more MDA in KC;Me1^flox/flox^ pancreas (compared to KC;Me1^+/+^) (Extended Data Fig. 9b–d). Pancreata from KC;G6pd^mut^ mice also had higher levels of 4-HNE than KC;G6pd^wt^ controls (Extended Data Fig. 9e,f).

## Antioxidant treatment rescues accelerated ADM formation in primary acinar cultures

Given the established role of ROS in ADM formation^13^, we hypothesized that accelerated ADM could be rescued by antioxidant treatment. Acinar cells from KC;G6pd^mut^ and KC;G6pd^wt^ mice were treated with vehicle or the cell-permeable glutathione analogue glutathione ethyl ester (GSHee). Consistent with our in vivo findings, KC;G6pd^mut^ acinar cells underwent ADM more rapidly in ex vivo culture compared with KC;G6pd^wt^ cells, which was restored by GSHee treatment (Extended Data Fig. 9g–k). We performed similar experiments using acinar cells isolated from *Me1*^+/+^ and *Me1*^−/−^ mice (Supplementary Fig. 7a–c). Acinar cells were 3D-embedded in Matrigel and cultured for 3 days with TGFα to induce ADM. Cells were treated with vehicle, GSHee or *N*-acetylcysteine (NAC) antioxidants. We observed a significant increase in ADM formation in *Me1*^−/−^ cells compared to controls, which could be rescued with NAC treatment (Supplementary Fig. 7a–c). As with G6PD deficiency, the persistence of enhanced ADM in isolated *Me1*^−/−^ acinar cells indicates that this phenotype is redox regulated. Finally, we wanted to determine how ADM formation rates compared between *G6pd*-mutant, *Me1*-null and *Nrf2*-null acinar cells. In collagen cultures, both KC;G6pd^mut^ and *Me1*^−/−^ cells had significantly higher ADM formation rates than the respective controls (Supplementary Fig. 7d–g). Surprisingly, *Nrf2*^−/−^ cells failed to form ADM in both collagen cultures and Matrigel cultures (Supplementary Fig. 7f–h). Taken together, our experiments suggest that ROS induce NRF2-signalling to promote ADM.

## Antioxidant treatment rescues accelerated lesion formation in KC;G6pd^mut^ mice

To test whether antioxidants can rescue lesion formation in vivo, we provided KC;G6pd^wt^ and KC;G6pd^mut^ mice drinking water with or without NAC. No significant differences in pancreas to body weight ratios were observed between mice given control and NAC water (Extended Data Fig. 9l). H&E staining and histological grading showed that pancreas from KC;G6pd^mut^ mice had significantly more ADM and PanIN lesions, coincident with a decrease in per cent acinar area, compared to pancreas from KC;G6pd^wt^ mice (Fig. 4b–c and Extended Data Fig. 9m). NAC treatment in KC;G6pd^mut^ mice reduced lesions back to levels found in KC;G6pd^wt^ mice and increased per cent acinar area (Fig. 4b,c). This finding was also supported by a significant increase in the percentage of CK19^+^ cells in pancreas from KC;G6pd^mut^ mice compared to KC;G6pd^wt^ controls, which could be rescued by NAC treatment (Fig. 4d,e).

## Inhibiting glutathione biosynthesis promotes ADM in human acinar cells and PanIN formation in KC mice

We analysed a previously published human ADM RNA-seq dataset^40^ and observed a significant upregulation of both *G6PD* and *ME1* at day 6 following TGFα treatment (Extended Data Fig. 10a). We obtained human donor pancreas through a research partnership with the Gift of Life Michigan organ and tissue donation programme^6^. Human acinar cells from four independent donors were isolated and 3D-cultured in Matrigel for 6 days (Extended Data Fig. 10b,c). To induce ADM, cells were treated with TGFα (positive control)^41^. To decrease antioxidant capacity, we depleted cellular GSH pools with buthionine sulfoximine (BSO), an inhibitor ofde novo glutathione synthesis (schematic in Fig. 4f). Compared to vehicle, TGFα and BSO treatment significantly increased ADM formation (Fig. 4g,h) and significantly increased the diameter of ADM spheres (Extended Data Fig. 10d). We also saw elevated G6PD and ME1 protein expression in human ADM by immunostaining (Fig. 4i).

Based on the experiments in human cultures, we reasoned that decreasing glutathione would be sufficient to drive more metaplastic and neoplastic lesions in vivo. We provided KC mice control drinking water or water that was supplemented with BSO for 5 weeks. BSO treatment significantly reduced glutathione levels in the pancreas (Extended Data Fig. 10e–g) and did not significantly change pancreas weight to body weight ratios (Extended Data Fig. 10h). Histological grading of H&E-stained pancreas tissue showed that BSO treatment significantly increased ADM and PanIN lesions, concurrent with a decrease in acinar cell area (Fig. 4j,k and Extended Data Fig. 10i). This finding was also supported by a significant increase of CK19^+^ cells in BSO-treated KC mice (Extended Data Fig. 10j,k). These data suggest that inhibiting glutathione synthesis is sufficient to accelerate lesion formation in KC mice, overall pointing to redox regulation as a key factor in pancreatic precancer formation.

## Discussion

Metabolic dependencies in advanced cancers have been extensively studied and targeted therapeutically, but metabolic alterations in precancer are not well characterized. Previous work has demonstrated that *Kras*^G12D^ drives ROS production and antioxidant pathways during ADM and pancreatic tumourigenesis^12–14,42–44^. Yet the function of ROS in tumourigenesis is complex, with studies showing pro-tumour and anti-tumour roles. This duality stems, in part, from ROS-dependent cell toxicity versus mitogenic signalling. Our study and others show that antioxidant treatment dampens ADM formation ex vivo and tumourigenesis in vivo by lowering ROS levels^13,45^. By contrast, abrogating antioxidant defences through genetic deletion of *Nrf2*, a primary antioxidant regulator, results in high levels of ROS that drive cellular senescence and reduce PanIN formation^12^. NRF2-target genes also have dynamic roles in tumourigenesis, as seen in the lung, where *Gsr* loss impairs lung tumour initiation, while *Txnrd1* loss impairs tumour progression^17^. Our work complements these studies and shows that NRF2-target genes have distinct roles during each step in cancer initiation and progression, as demonstrated by the promotion of early lesions with G6PD deficiency or *Me1* loss, but the promotion of PDAC only with *Me1* loss.

We interrogated the role of NADPH-producing enzymes G6PD and ME1 in pancreatic precancer formation. G6PD deficiency accelerated the rate of *Kras*^G12D^-driven ADM in primary, ex vivo acinar cultures and increased the rate and number of ADM and PanIN lesions in KC mice. Similarly, *Me1* loss accelerated ADM in cultures and increased the rate and number of ADM and PanIN lesions in KC mice. Our data suggest that this acceleration is a result of increased oxidative stress from decreased NADPH production, as antioxidant treatment can rescue metaplasia and neoplasia acceleration in cultures and in vivo. Additionally, depleting antioxidant levels by glutathione synthesis inhibition promotes ADM and PanIN formation in KC mice. These findings are consistent with a recent study showing increased precancerous lesions with the loss of *Aldh1l2*, a gene that encodes a mitochondrial NADPH-producing enzyme^46^. Together, this highlights the interconnection of NADPH metabolism and how it functions to maintain cellular reducing potential as a barrier against precancer formation.

Although both G6PD deficiency and *Me1* loss promote early tissue transformation, *Me1* loss uniquely accelerates malignant progression to PDAC. This highlights clear differences in the necessity of these metabolic enzymes in precancer and advanced disease. Outside of their shared roles in NADPH production, G6PD and ME1 appear to impose distinct metabolic constraints on evolving lesions, which may only become limiting as cells have more demands in malignant progression. Our data suggest a conserved function of NADPH regulation during early tissue transformation, but NADPH-independent metabolic activities for PanIN to PDAC transformation.

Recent studies show a surprisingly high frequency of precancerous lesions present in the healthy human pancreas^6,7^. These findings raise several questions on how lesions form, which lesions progress to cancer and what pathways underlie formation and progression. Changes in cell and systemic metabolism during lesion development and progression pose attractive targets for biomarkers and dietary interventions. Indeed, new research suggests that circulating formate levels may serve as a biomarker for PDAC progression^46^. Furthermore, this supports a role of oxidative stress in regulating cancer initiation in the pancreas^12–14,18,29^. However, a careful and comprehensive understanding of precancer metabolic changes, especially in antioxidant pathways, is required before translation to humans. As a cautionary example, clinical trials ofantioxidant supplementation in individuals who were at high risk for lung cancer increased cancer incidence and mortality^47,48^. Therefore, additional studies in precancer across tissues and in diverse patient populations are necessary to improve human health outcomes.

## Methods

### Animal use

Mouse experiments were conducted under the guidelines of the Office of Laboratory Animal Welfare and approved by the Institutional Animal Care and Use Committees at the University of Michigan under protocol PRO00010606. Animal experiments complied with all relevant ethical regulations. Mice were housed in ventilated racks in a pathogen-free animal facility with a 12 h light, 12 h dark cycle, 30–70% humidity and 20–23 °C temperatures maintained in the animal facility at Rogel Cancer, University of Michigan. Mice were overseen by the Unit for Laboratory Animal Medicine. Mice were fed ad libitum (5L0D, PicoLab Laboratory Rodent Diet). Both male and female mice were used in experiments unless specifically indicated. Tumour monitoring was performed to ensure that the maximal tumour size and burden was not exceeded. In line with ethical guidelines, a tumour diameter of 2 cm in any single dimension required that the mice be killed. All mice in this study were killed at the experimental endpoint, and the maximum tumour size was never exceeded.

### Mouse strains

LSL-*Kras*^G12D^ mice (Jackson Laboratory, strain no. 008179) were crossed with *Ptf1a*^CreERTM^ mice^49^ to generate LSL-*Kras*^G12D^; *Ptf1a*^CreERTM^ mice and maintained on a C57BL/6J background. G6PD-deficient mice^32,33,50^ were originally generated in the C3H strain. They have been crossed to other strains, including C57BL/6J. G6PD-deficient mice were maintained on a mixed background and compared to age-matched littermate controls. LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *G6pd*^mut^ or *G6pd*^wt^ mice were maintained on a mixed background and were confirmed *Nnt* wild-type by genotyping. LSL-*Kras*^G12D^; *Ptf1a*^Cre^ mice^51^ were crossed to *Me1*^flox/flox^ mice^35^ to generate LSL-*Kras*^G12D^; *Ptf1a*^Cre/+^; *Me1*^flox/flox^ mice and maintained on a C57BL/6J background. All the LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *Me1*^flox/flox^ mice presented in these studies were *Nnt*-null. LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *Me1*^flox/flox^ mice in these studies were compared to LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *Me1*^+/+^ littermates and LSL-*Kras*^G12D^; *Ptf1a*^Cre^ age-matched, historic controls. Germline, whole-body *Me1*-null mice (*Me1*^−/−^)^35^ were maintained on a C57BL/6J background and compared to wild-type littermates for experiments. *Nrf2*^−/−^ mice^52^ (*Nfe2l2^tm1Ywk^*; Jackson Laboratory, strain no. 017009) were maintained on a C57BL/6J background.

### Genotyping

Genotyping was performed through a commercial vendor (Transnetyx) or in house. Genotyping performed by Transnetyx used real-time PCR with specific probes designed for each target. In-house genotyping was performed using DNA extracted from tail or ear tissue using DirectPCR Lysis Reagent (Viagen Biotech). Genotyping primer sequences are included in Supplementary Table 1. Thermal cycling was performed using GoTaq Green Master Mix (Promega). Gel electrophoresis was performed on 2% agarose gel with 10,000X SYBR Safe DNA gel stain (Invitrogen). DNA Ladders (1 kb and 100 bp) (New England Biolabs) were used to measure amplicon size. Gels were run at 140 V for 50 min and imaged using the ChemiDoc Imaging System (Bio-Rad). G6pd mouse PCR primers were made between exon 1 and intron 1, around the reported mutation site. The PCR product was digested using the DdeI restriction enzyme and run on a 3% agarose gel. *G6pd* wild-type mice have two bands (214 and 55 bp), *G6pd*-mutant homozygotes have one band (269 bp) and *G6pd*-mutant heterozygotes have three bands (269, 214 and 55 bp).

### Treatment procedures in mice

#### NAC.

NAC (*N*-acetyl-L-cysteine; Cayman Chemical, 20261) was added to drinking water at a concentration of 30 mM with pH adjusted to 7, matching control water. Water was changed weekly. Male and female LSL-*Kras*^G12D^; *Ptf1a*^Cre^; *G6pd*^mut^ or *G6pd*^wt^ mice aged 5–6 weeks were randomly selected to receive NAC water or normal water for 5–6 weeks.

#### BSO.

BSO (L-Buthionine-(S,R)-sulfoximine; Cayman Chemical, 14484) was added to drinking water at a concentration of 20 mM^53^ and changed weekly. Male and female LSL-*Kras*^G12D^; *Ptf1a*^CreERTM^ mice aged 5–6 weeks were randomly selected to receive BSO water or normal water for 5 weeks.

#### Cerulein.

Serum and pancreas from cerulein-treated wild-type mice (C57BL/6J) were used as positive controls for serum amylase tests and anti-CPA1 western blots, respectively. Two male and two female mice were administered 75 μg kg^−1^ cerulein (dissolved in sterile PBS) by intraperitoneal injection once every hour for 8 h, then administered two additional hourly injections the following day before blood and tissue collection.

### Acinar cell isolation from mice

Pancreata from 8–10 week-old mice were dissected and rinsed twice in 5 ml cold Hanks’ Balanced Salt Solution (HBSS; Gibco). Tissue was minced with sterile scissors into 1–5 mm-sized pieces, then centrifuged for 2 min at 300*g* and 4 °C. Media was aspirated, and minced tissue was digested with 5 mg of Collagenase P (Roche, Sigma, 11213857001) dissolved in 5 ml cold HBSS. Tissue was digested at 37 °C for 15–20 min with gentle agitation on an orbital shaker. Collagenase P was inhibited by the addition of5 ml cold 5% FBS (Corning, 35-010-CV) in HBSS. Cells were centrifuged for 2 min at 300*g* and 4 °C, then washed with 5 ml cold 5% FBS in HBSS. This process was repeated twice. Cells were passed through a 500 μm strainer (Pluriselect, Fisher, NC0822591), followed by a 100 μm strainer (Fisherbrand, 22363549) and then pelleted through 10 ml of 30% FBS gradient. Cells were resuspended in media and incubated at 37 °C for at least 4 h before plating. Cells were cultured in 1× Waymouth’s media (Gibco, 11220035) supplemented with 0.4 mg ml^−1^ soybean trypsin inhibitor (Gibco, 17075-029), 1 μg ml^−1^ dexamethasone (Sigma-Aldrich, D4902) and 0.5% gentamicin (Lonza, 17-519L). All media was sterilized through a 0.22 μm PVDF membrane (Millipore, Stericup Filter Unit, SCGVU01RE; Steriflip Filter Unit, SE1M179M6).

### 3D acinar cell culture

For measuring transdifferentiation rates, acinar cells were embedded in Matrigel (Corning, 354234) domes or Collagen gel (Gibco, A1048301; as described in previous work^54^) and plated in 48-well plates. Culture media was added on top of the solidified matrix and changed on day 2 after plating. Cells were treated with vehicle (water), 1 mM GSHee (Cayman Chemical, 14953) or 500 μM NAC (Cayman Chemical, 20261; pH adjusted to 7) dissolved in water. Cells were imaged using the EVOS FL Auto Imaging System (ThermoFisher Scientific). Isolated acinar cells were seeded in triplicate, and per cent ADM quantifications were counted from 4× optical fields per well. The diameter of ADM spheres was measured using the line tool in ImageJ (v.1.51n) from imported 4× images. Statistics for per cent ADM and diameter were calculated using GraphPad Prism 10 and analysed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test.

For *Kras*^G12D^ induction in acinar cell cultures, acinar cells were isolated from three independent male LSL-*Kras*^G12D^; *Ptf1a*^CreERTM^ littermates at 11 weeks old. Cells were treated with either vehicle (ethanol) or 2 μM 4-OHT (Cayman Chemical, 19519) to induce expression of mutant *Kras*^G12D^. RNA and metabolites were isolated 24 h after plating vehicle-treated acinar cells (vehicle) and 24, 48 and 72 h after plating 4-OHT-treated cells (days 1, 2 and 3, respectively).

### RNA isolation and RNA-seq from acinar cell cultures

Acinar cells were grown free-floating in non-tissue culture-treated six-well plates for RNA isolation. Primary acinar cell cultures were collected by centrifugation for 2 min at 300*g*. Half of the cell pellet was lysed in RLT buffer containing 1% β-mercaptoethanol (Sigma-Aldrich, M6250), flash-frozen in liquid nitrogen and stored at −80 °C for brief storage. Samples were quickly thawed and passed through a Qiashredder column (Qiagen, 79654). RNA was purified using a RNeasy Plus Mini Kit (Qiagen, 74136) and analysed on a Nanodrop 2000c (Thermo Scientific) spectrophotometer for quantification. RNA was further assessed with a Qubit Assay to determine concentration and quality assessment with an Agilent TapeStation through the University of Michigan Advanced Genomics Core. All samples for sequencing had an RNA integrity number greater than 7.9 and a DV200 greater than 90. Samples were submitted to GENEWIZ from Azenta Life Sciences for standard RNA-seq using Illumina NovaSeq X Plus with 20 million reads per sample and ribosomal RNA removal using PolyA selection for messenger RNA (mRNA) species. ERCC RNA Spike-In Mix (ThermoFisher Scientific, 4456740) was added to normalized total RNA before library preparation using the manufacturer’s protocol. RNA-seq libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB). In brief, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 min at 94 °C. cDNA fragments were end-repaired and adenylated at 3′ ends, and universal adaptors were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies) and quantified by a Qubit 3.0 Fluorometer (Invitrogen) and qPCR (KAPA Biosystems). Data are publicly available from NCBI’s Gene Expression Omnibus (GEO) database (GSE313699).

### RNA-seq data analysis

RNA-seq fastq reads were transferred to the University of Michigan Great Lakes computational cluster for pseudoalignment to the mouse genome (Gencode version M35) using Salmon (v.1.9.0)^55^ to generate a counts per sample matrix. RNA-seq count matrices were analysed in edgeR to identify differentially expressed genes between experimental conditions. The expression data were filtered to remove genes with low counts using the edgeR filterByExpr() function with default settings. Normalization factors and dispersion parameters were then calculated before generating a log_2_-transformed counts per million matrix for analysis. Overall gene expression patterns per sample were first visualized with a multidimensional scaling plot. Differential gene expression between each timepoint (days 1, 2 and 3) and vehicle control was estimated using the quasi-likelihood negative binomial generalized log-linear approach in edgeR. Genes were considered differentially expressed between a treatment and control at a false discovery rate-adjusted *P* value of <0.05. Enriched differentially expressed genes per treatment were identified using gene set enrichment analysis in FGSEA^56^. To identify enriched transcription factor binding, the top 500 overexpressed or underexpressed genes within a condition were uploaded to the Enrichr web tool^26–28^ to quantify enrichment for ENCODE and ChEA consensus transcription factor targets. We visualized gene expression patterns using pheatmap() in R or using GraphPad Prism. Analyses were conducted using R software (v.4.2.2).

### ^14^C glucose incorporation into CO_2_

Cells were treated with 1 μCi 1-^14^C (Perkin Elmer, NEC043X050UC) or 6-^14^C glucose (Perkin Elmer, NEC045X050UC) and incubated at 37 °C for 4 h. To release ^14^CO_2_, 150 μl of 3 M perchloric acid (Sigma-Aldrich, 244252) was added to each well and immediately covered with Whatman paper saturated with phenylethylamine (Sigma-Aldrich, P6513) and then incubated at room temperature (25 °C) overnight. The Whatman paper was then analysed by scintillation counting (Beckman, LS6500) and normalized to surrogate protein quantification.

### Real-time qPCR

RNA was extracted from acinar cell cultures using the RNeasy Mini Kit (Qiagen, 74104) according to the manufacturer’s instructions. RQ1 RNase-Free DNase (Promega, M6101) was added to samples, and then cDNA was generated using iScript Reverse Transcription Supermix (Bio-Rad, 1708840). Quantitative PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems, 4385612) on a QuantStudio 5 PCR System (Applied Biosystems). Gene expression levels were normalized to the expression of the endogenous control *Mrpl*. Relative expression was calculated using the 2^−ΔΔCT^ method^57^. Experiments were performed in technical triplicates. Primer sequences are included in Supplementary Table 2.

### Sample processing for histology

Mice were killed by CO_2_ asphyxiation or isoflurane overdose, followed by cervical dislocation. Tissue was quickly dissected and fixed overnight at room temperature with zinc formalin fixative (Z-Fix; Anatech). Fixed tissues were transferred to 70% ethanol and embedded in paraffin. Primary acinar cells cultured in Matrigel were rinsed in cold PBS, pelleted and fixed in 10% formalin at 4 °C for 1 h. Cells were rinsed in PBS, moved to 70% ethanol, pelleted, mounted in 2% agar (Fisher, BP1423) and embedded in paraffin. Samples were processed using a Leica ASP300S Tissue Processor (Leica Microsystems) and cut into 5 μm-thick sections.

### Immunohistochemistry

Tissue sections were deparaffinized with Histo-Clear (National Diagnostics) and rehydrated with graded ethanol and water. Samples were quenched with 1.5% hydrogen peroxide in 100% methanol for 15 min at room temperature. Antigen retrieval was performed in sodium citrate buffer (2.94 g sodium citrate, 500 μl Tween 20, pH 6.0) using a pressure cooker on high or by maintaining slides at a rolling boil for 20 min. Slides were blocked in PBS containing 2.5% BSA (Sigma-Aldrich) and 0.2% Triton X-100 for 45 min to 1 h at room temperature. The slides were then incubated overnight at 4 °C in primary antibodies, with the exception of the anti-malondialdehyde primary antibody, which was incubated for 1 h at room temperature. After rinsing with PBS, slides were incubated with secondary antibodies for 1 h at room temperature. Blocking of endogenous biotin, biotin receptors and avidin binding sites was performed using the Avidin/Biotin Blocking Kit (Vector Laboratories) per the manufacturer’s protocol. Substrate reaction and detection was performed using DAB Peroxidase (HRP) Substrate Kit (With Nickel), 3,3′-diaminobenzidine (Vector Laboratories, SK4100) as detailed per the manufacturer’s protocol. Slides were counterstained, mounted in Permount Mounting Medium (Fisher Scientific), coverslipped and allowed to dry overnight before imaging. Antibody information is included in Supplementary Table 3.

### Counterstains and special stains

H&E staining was performed using Mayer’s haematoxylin solution and Eosin Y (Thermo Fisher Scientific). Blue and Nuclear Fast Red staining was performed using the Alcian Blue (pH 2.5) Stain Kit (Vector Laboratories, H-3501) per the manufacturer’s protocol.

### Imaging and quantification of immunostaining

Imaging was performed automatically using a whole-slide scanner (Vectra Polaris, Akoya Biosciences) or manually using an Olympus BX53F microscope. Whole-slide scanning was performed by the University of Michigan Tissue and Molecular Pathology Shared Resource. To quantify staining from slide scans, three to five regions of interest at ×10 magnification were randomly selected using QuPath^58^ (v.0.6.0) and the positive DAB signal was quantified. Manual imaging was performed on an Olympus BX53F microscope fitted with an Olympus DP80 digital camera (Olympus Life Science), using CellSens Standard software. To quantify staining from manual images, three to five images were taken per slide at ×10 magnification. Images were anonymized and randomized, and a positive DAB signal was quantified using QuPath^58^ (v.0.6.0). For tissue grading, at least three ×20 fields were reviewed by a pathologist and graded in a blinded manner.

### Polar metabolite isolation

#### From primary ex vivo acinar cell cultures.

Floating cells from primary cultures were collected by centrifugation for 2 min at 300*g*. Half of the cell pellet was used to isolate intracellular metabolites by lysis in dry ice-cold 80% methanol with repeated vortexing for 10 min. Media from cultures was used to isolate extracellular metabolites by adding 0.2 ml of media to 0.8 ml dry ice-cold 100% methanol. The solution was repeatedly vortexed and incubated on dry ice for 10 min. Both intracellular and extracellular samples were centrifuged at 15,000*g* for 10 min at 4 °C to pellet insoluble material. The metabolite supernatant was transferred to a fresh tube and dried by vacuum centrifugation. The dried pellet was resuspended in a 50:50 methanol:water mixture for metabolomics.

#### From pancreas tissue.

Upon collection, pancreas tissue was flash-frozen in liquid nitrogen and stored at −80 °C until metabolite isolation. Frozen tissue samples were weighed and added to 2 ml Eppendorf tubes with 1 ml ofice-cold 80% methanol (diluted in 20% ultrapure water). Then, samples were immediately disrupted on a Qiagen TissueLyser II with metallic beads (Qiagen, 69989) at 30 s intervals until fully homogenized. Samples were centrifuged at 15,000*g* for 10 min at 4 °C to pellet insoluble material. Metabolite supernatant volume was normalized by pancreas tissue weight, transferred to a fresh tube and dried by nitrogen purging or vacuum centrifugation. The dried pellet was resuspended in a 50:50 methanol:water mixture. To detect reduced glutathione in samples, pancreas tissue was dissociated in ice-cold 80% methanol (diluted in 20% ultrapure water) containing 25 mM *N*-ethylmaleimide (Cayman Chemical, 19938, CAS 128-53-0). After homogenization, samples were incubated at room temperature for 30 min, allowing for derivatization of thiols. The remainder of sample preparation followed the same procedure described above.

### Metabolomics methods

General LC–MS-grade chemicals and solutions used included acetonitrile (Fisher, A955-4), methanol (Sigma-Aldrich, A456-4), isopropanol (Fisher, A461-4), ammonia acetate (Sigma-Aldrich, 73594-25G-F), ammonia solution (Sigma-Aldrich, 5438300100) and formic acid (Fisher, A117-50). The water was purified to 18 MΩ·cm using a Millipore filtration system.

#### Targeted metabolomics from primary acinar cell cultures.

Steady state LC–MS/MS-based targeted metabolomics was performed according to published methods^59,60^ and described here. Samples were run on an Agilent 1290 Infinity II LC system coupled to a 6470 Triple Quadrupole (QqQ) mass spectrometer. The LC–MS/MS platform comprised a 1290 Infinity II LC Flexible Pump (Quaternary Pump), a 1290 Infinity II Multisampler, a 1290 Infinity II Multicolumn Thermostat with six-port valves and the 6470 triple quad mass spectrometer. Compound optimization, calibration and data acquisition were performed using the Agilent MassHunter Workstation Software LC–MS Data Acquisition for 6400 Series Triple Quadrupole MS (software version 10). A total of 145 metabolites were detected in the samples from a 242-metabolite reference library.

The QqQ data were pre-processed with Agilent MassHunter Workstation QqQ Quantitative Analysis Software (B0700). Raw metabolite abundance levels from day 1, day 2 and day 3 samples were divided by the median of raw metabolite abundance levels in vehicle samples to allow for metabolite comparison across days, dependent on their change compared to vehicle. Values were then log_2_ transformed for visualization in volcano plots and heatmaps. Median normalized values were analysed by a two-tailed *t*-test to determine statistical significance, with a *P* < 0.1 cutoff to indicate metabolites of interest. Heatmaps and volcano plots were generated using GraphPad Prism 10. Principal component analysis plots were generated using MetaboAnalyst (https://www.metaboanalyst.ca). Metabolomics source data for this experiment are included in Supplementary Tables 4–6 (intracellular metabolites) and Supplementary Tables 7–9 (extracellular metabolites).

#### NADP^+^ and NADPH detection in pancreas tissue.

Samples were analysed on an Agilent 1290 Infinity II LC system coupled to an Agilent 6470 triple quadrupole (QqQ) mass spectrometer, according to previously published methods^59,60^ and described here. An additional method for the quantification of NAD, NADH, NADP and NADPH was performed on the same hardware with the following parameters.

Solvent A comprised 97% water and 3% methanol, with 15 mM acetic acid and 10 mM tributylamine at a pH of 5. Solvent C consisted of 15 mM acetic acid and 10 mM tributylamine in methanol. Solvent D (acetonitrile) was used as the wash solvent. The LC system seal wash consisted of 90% water and 10% isopropanol, and the needle wash solvent was 75% methanol and 25% water. Tributylamine (GC-grade, 99%; ACROS Organics), acetic acid (LC–MS-grade Optima; Fisher Chemical), InfinityLab Deactivator additive and ESI–L Low Concentration Tuning mix (Agilent Technologies) and LC–MS-grade water, acetonitrile, methanol (Millipore) and isopropanol (Fisher Chemical) were used.

An Agilent ZORBAX RRHD Eclipse Plus C18 column (2.1 × 50 mm, 1.8 μm particle size) was used. The gradient profile was 90% solvent A, 10% solvent B for 0–0.8 min; 80% solvent A, 20% solvent B for 0.8–2.5 min; 1% solvent A, 99% solvent B for 2.5–6.5 min; 1% solvent A, 99% solvent B for 6.5–7.5 min; 90% solvent A, 10% solvent B for 7.5–7.6 min; and 90% solvent A, 10% solvent B for 7.6–8.5 min. The flow rate was set at 0.5 ml min^−1^ with an injection volume of 3 μl at a temperature of 35 °C.

Analytical standards were used to optimize compounds, and a dynamic multiple reaction monitoring (dMRM) strategy was used. Samples were also run alongside standards for NADPH (Cayman Chemical, 9000743, CAS 2646-71-1) and NADP^+^ (Cayman Chemical, 10004675, CAS 698999-85-8) dissolved in 50% methanol. Data were pre-processed in Agilent MassHunter Quantitative Analysis Software (B0700). Metabolomics source data for this experiment are included in Supplementary Table 10.

#### Glutathione detection in pancreas tissue.

The Thermo Scientific Orbitrap IQ-X LC–MS system was used to detect glutathione. The system consisted of two Vanquish Horizon UHPLC binary pumps, a dual Vanquish autosampler, two Vanquish column compartments with a switch valve for a two-column setup configuration, a Thermo Multi-wavelength Detector (CG) and an Orbitrap IQ-X high-resolution mass spectrometer. Data acquisition, instrument tuning, calibration and optimization were performed using the Thermo Scientific Xcalibur data system (v.4.6.67.17) on a Dell Opex-EX3 computer running Windows 10 Professional.

For targeted and untargeted applications, the Waters Acquity UPLC BEH amide column (2.1 × 100 mm, 1.7 μm particle size) with a Waters UPLC BEH Amide VanGuard pre-column (1.7 μm) was used for high-throughput acquisition. Solvent A consisted of 10 mM ammonium acetate in water with 10 mM ammonia (pH 8.0). Solvent B consisted of acetonitrile. The pump seal wash and autosampler wash comprised 50% isopropanol and 50% water with 0.1% formic acid, and the needle wash solvent consisted of 80% acetonitrile and 20% water. The LC profile was a 0.2 ml per minute flow rate of of 85% B for 0–0.5 min, 15% B for 0.5–15 min, 15% B for 15–17 min, 85% B for 17.1 min and 85% B for 22 min. The column compartment temperature was maintained at 30 °C, and the autosampler was held at 5 °C; the injection volume was 3 μl.

The Thermo Scientific Orbitrap IQ-X mass spectrometer was calibrated weekly using Pierce FlexMix Calibration Solution (A39329), delivered by infusion into the micro-ESI probe at 5 μl per minute, with 2 ppm accuracy for all calibrations. Source parameters included H-ESI positive static voltage 4,000 V; negative static voltage, 3,500 V; sheath gas, 40 arbitrary units (a.u.); auxiliary gas, 5 a.u.; sweep gas, 1 a.u.; ion transfer tube temperature, 300 °C and vapourizer temperature, 350 °C. Orbitrap resolution was 60 K, and the mass scanning range was 50–1,000 Da. The data type was centroid, using polarity-switching data acquisition mode.

Data processing was performed by Skyline (v.12.1) and Thermo Compound Discoverer (v.3.4).

MS/MS analysis was performed using the Thermo AcqX acquisition method, applying the same LC method on both the MS1 scan and MS/MS, with collision energies of 20, 30 and 50 eV in positive and negative modes separately. One blank, one scan and five MS/MS injections were used from the pooled quality control samples. All MS1 and MS2 datasets were combined to build a data workflow, using Compound Discoverer (v.3.4) for the final output.

Metabolomics source data for this experiment are included in Supplementary Table 11.

### Donor sample procurement and processing

The process of acquiring donor pancreas tissue for research purposes through the Gift of Life Michigan has been previously published^6^ and is described in brief here. Donor pancreata that were ineligible for transplant or for which there were no eligible recipients were collected at the Gift of Life Michigan Donor Care Center and transported to the University of Michigan. Written consent from family members for the use of tissues for research was obtained by the Gift of Life Michigan. Upon arrival, the pancreas was dissected into head, body and tail regions by a pancreatobiliary surgeon. Tissue was used for primary, ex vivo acinar cultures. An adjacent region was fixed overnight in Z-fix (Anatech), rinsed with PBS and 70% ethanol and then paraffin-embedded for histology. Acquisition and use of donor pancreas for research purposes was approved by the Gift of Life Michigan research review group and the University of Michigan Institutional Review Board (HUM00025339). We obtained informed consent, and the studies complied with all relevant ethical regulations.

### Primary acinar cell culture from donor pancreas

Donor mouse pancreata were prepared for primary, ex vivo acinar culture using a similar procedure as described above. In brief, tissue was minced with sterile scissors in cold HBSS (Gibco) into 1–5 mm-sized pieces, centrifuged, rinsed and then digested with Collagenase P (Roche, Sigma, 11213857001) dissolved in HBSS. Tissue was digested at 37 °C for 20–30 min with gentle agitation on an orbital shaker. HBSS containing 5% FBS (Corning, 35-010-CV) was added, and cells were centrifuged and rinsed with 5 ml cold 5% FBS in HBSS three times. Cells were passed through a 500 μm strainer (Pluriselect, Fisher, NC0822591), then through a 100 μm strainer (Fisherbrand, 22363549) and then pelleted through a 30% FBS gradient. Cells were resuspended in 1× Waymouth’s media (Gibco, 11220035) supplemented with 0.4 mg ml^−1^ soybean trypsin inhibitor (Gibco, 17075-029), 1 μg ml^−1^ dexamethasone (Sigma-Aldrich, D4902) and 0.5% gentamicin (Lonza, 17-519 L). Cells were cultured at 37 °C overnight in a non-tissue culture-treated six-well plate. The following day, floating cells were pelleted, embedded in Matrigel (Corning, 354234) and plated in 24-well plates for measuring ADM transdifferentiation rates. Culture media was added on top of the solidified matrix and changed on days 1, 3 and 5 after plating. Cells were with vehicle (PBS), 50 ng ml^−1^ TGFα (R&D Systems, 239A100) or BSO (Cayman Chemical, 14484; dissolved in PBS). Cells were imaged daily using the EVOS FL Auto Imaging System (ThermoFisher Scientific). Isolated acinar cells were seeded in triplicates, and per cent ADM quantifications were counted from 4× optical fields per well. The diameter of ADM spheres was measured using the line tool in ImageJ (v.1.51n) from imported 4× images.

### Protein detection by western blot

Pancreas tissue was flash-frozen in liquid nitrogen upon collection and stored at −80 °C. Frozen pancreas tissue was added to RIPA buffer (Sigma-Aldrich, R0278) containing protease (Roche, 04693132001) and phosphatase (Sigma-Aldrich, P5726) inhibitors. Then, samples were immediately homogenized on a Retsch TissueLyser II (129251128) with metallic beads at intervals of 30 s. Samples were centrifuged at 4 °C, and the supernatant was collected to measure protein concentration using the Pierce BCA Protein Assay Kit (ThermoFisher, 23227), according to the manufacturer’s protocol. Equal amounts of protein (10–20 μg) were subjected to separation at 135 V for 85 min on SDS–PAGE and then transferred to a methanol-activated PVDF membrane at 20 V for 60 min. Membranes were blocked with 5% milk in TBST (Tris-buffered saline containing 0.1% Tween 20) followed by incubation with primary antibodies diluted in 5% milk at 4 °C overnight. Following incubation, the membranes were washed three times with TBST and incubated with the species-appropriate secondary antibody conjugated to horseradish peroxidase for 1 h at room temperature. Membranes were then washed three times for 5 min each with TBST. Chemiluminescence was detected using Clarity ECL substrate (Bio-Rad, 170-5060), and the signal was captured with a Bio-Rad ChemiDoc Imaging System (Image Lab Touch Software v.2.4.0.03). Densitometric analysis of western blot bands was carried out using ImageJ (v.1.51n). The resulting values were normalized to the intensity of the loading control from the same membrane. Additional proteins of interest were probed on the same membrane after incubation in stripping buffer (ThermoFisher, 46430) and re-blocking.

### Glucose tolerance tests

Female mice aged 12–15 weeks were fasted for 15 h, and fasting blood glucose was measured using a Contour Next EZ Glucometer (Ascensia Diabetes Care, 90007941) with Contour Next Test strips (Ascensia Diabetes Care, 85701231). Afterwards, animals were given an intraperitoneal injection of 1.5 g kg^−1^ glucose (Sigma-Aldrich, G7021-100G) in sterile saline solution (Braun, R5201-01). Blood glucose was measured 30, 60, 90 and 120 min after injection by tail vein bleeding. Animals were restrained for less than 1 min each time blood was collected. Basal blood glucose measurements were taken from the same mice 10 days after glucose tolerance tests were performed.

### Serum amylase activity

Blood was collected from 16–18-week-old mice, and serum was separated using BD Diagnostic Solutions Serum Separator Tubes (Fisher Scientific, 02-675-185). Serum was frozen and stored until testing. Quantitative kinetic determination of α-amylase activity in serum was measured using Pointe Scientific Amylase Reagent (Fisher 23-666-111) following the manufacturer’s instructions. In brief, 10 μl of serum was added to 400 μl of reagent and read on a plate reader at 409 nm three times over 2 min. To calculate amylase activity in U l^−1^ , the average absorbance per minute was multiplied by the assay volume, then by 1,000. This product was divided by the millimolar absorptivity of 2-chloro-*p*-nitrophenol times the sample volume times the light path.

### Statistics and reproducibility

Statistics were calculated using GraphPad Prism 10. A two-tailed Student’s *t*-test was used when comparing two groups; an unpaired test was used for independent groups and a paired test was performed for matched or repeated measurements. An ordinary one-way ANOVA was used to compare the means of groups with more than 2 single-variable and unpaired or unmatched measurements. A repeated measures one-way ANOVA was used to compare the means of more than 2 groups with matched or paired measurements. A two-way ANOVA was used to compare groups with more than two variables. Tukey’s multiple comparisons test was performed to compare every mean with every other mean. Dunnett’s multiple comparison test was performed to compare every mean to a control mean. Data distribution was assumed to be normal, but this was not formally tested. Survival analysis was performed using the log-rank (Mantel–Cox) test. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^12–14^. Sample sizes were selected based on standard experimental group sizes to achieve acceptable power, taking into account the increased variability of animal models (three to four replicates for ex vivo experiments; four to 12 replicates for in vivo experiments). No animals were excluded from analyses. No datapoints were excluded from analyses, except in Extended Data Fig. 10d, in which two outlier datapoints were removed. Outliers were identified by analysing the raw dataset in GraphPad Prism using the ROUT (Robust Regression and Outlier Removal) method, with *Q* = 1%. Experiments were repeated at least once and results were replicated, except for the RNA-seq and metabolomics experiments, which were performed once with independent biological replicates. Samples from animals were collected on several different days, from different litters and handled by multiple investigators. Staining was performed by at least two independent investigators and replicated on separate days. RNA-seq and metabolomics experiments were performed once using samples prepared from three biological replicates. Where applicable, the sample size (*n*) of biological replicates and technical replicates is indicated in the figure legends. Animals with the relevant genotypes were randomly placed into groups to collect tissue at each timepoint, with representation from approximately equal numbers of each sex. Staining, analysis and quantification were performed on samples from each group at random. For staining from mouse tissues, an investigator imaged samples and the genotypes were known. The images were then de-identified and randomized, and the positive signal was quantified using QuPath software by a separate investigator in a blinded manner. For tissue grading, slides were de-identified, imaged and graded by a pathologist in a blinded manner.

### Availability of biological materials

All unique materials used will be promptly available from companies/suppliers or from the authors upon reasonable request, without undue qualifications. Antibodies can be purchased from corresponding suppliers (Developmental Studies Hybridoma Bank, Abcam, Sigma-Aldrich and Vector Laboratories). Mouse strains can be purchased from Jackson Laboratories (where applicable) or provided by the authors.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Extended Data

**Extended Data Fig. 1 |:**
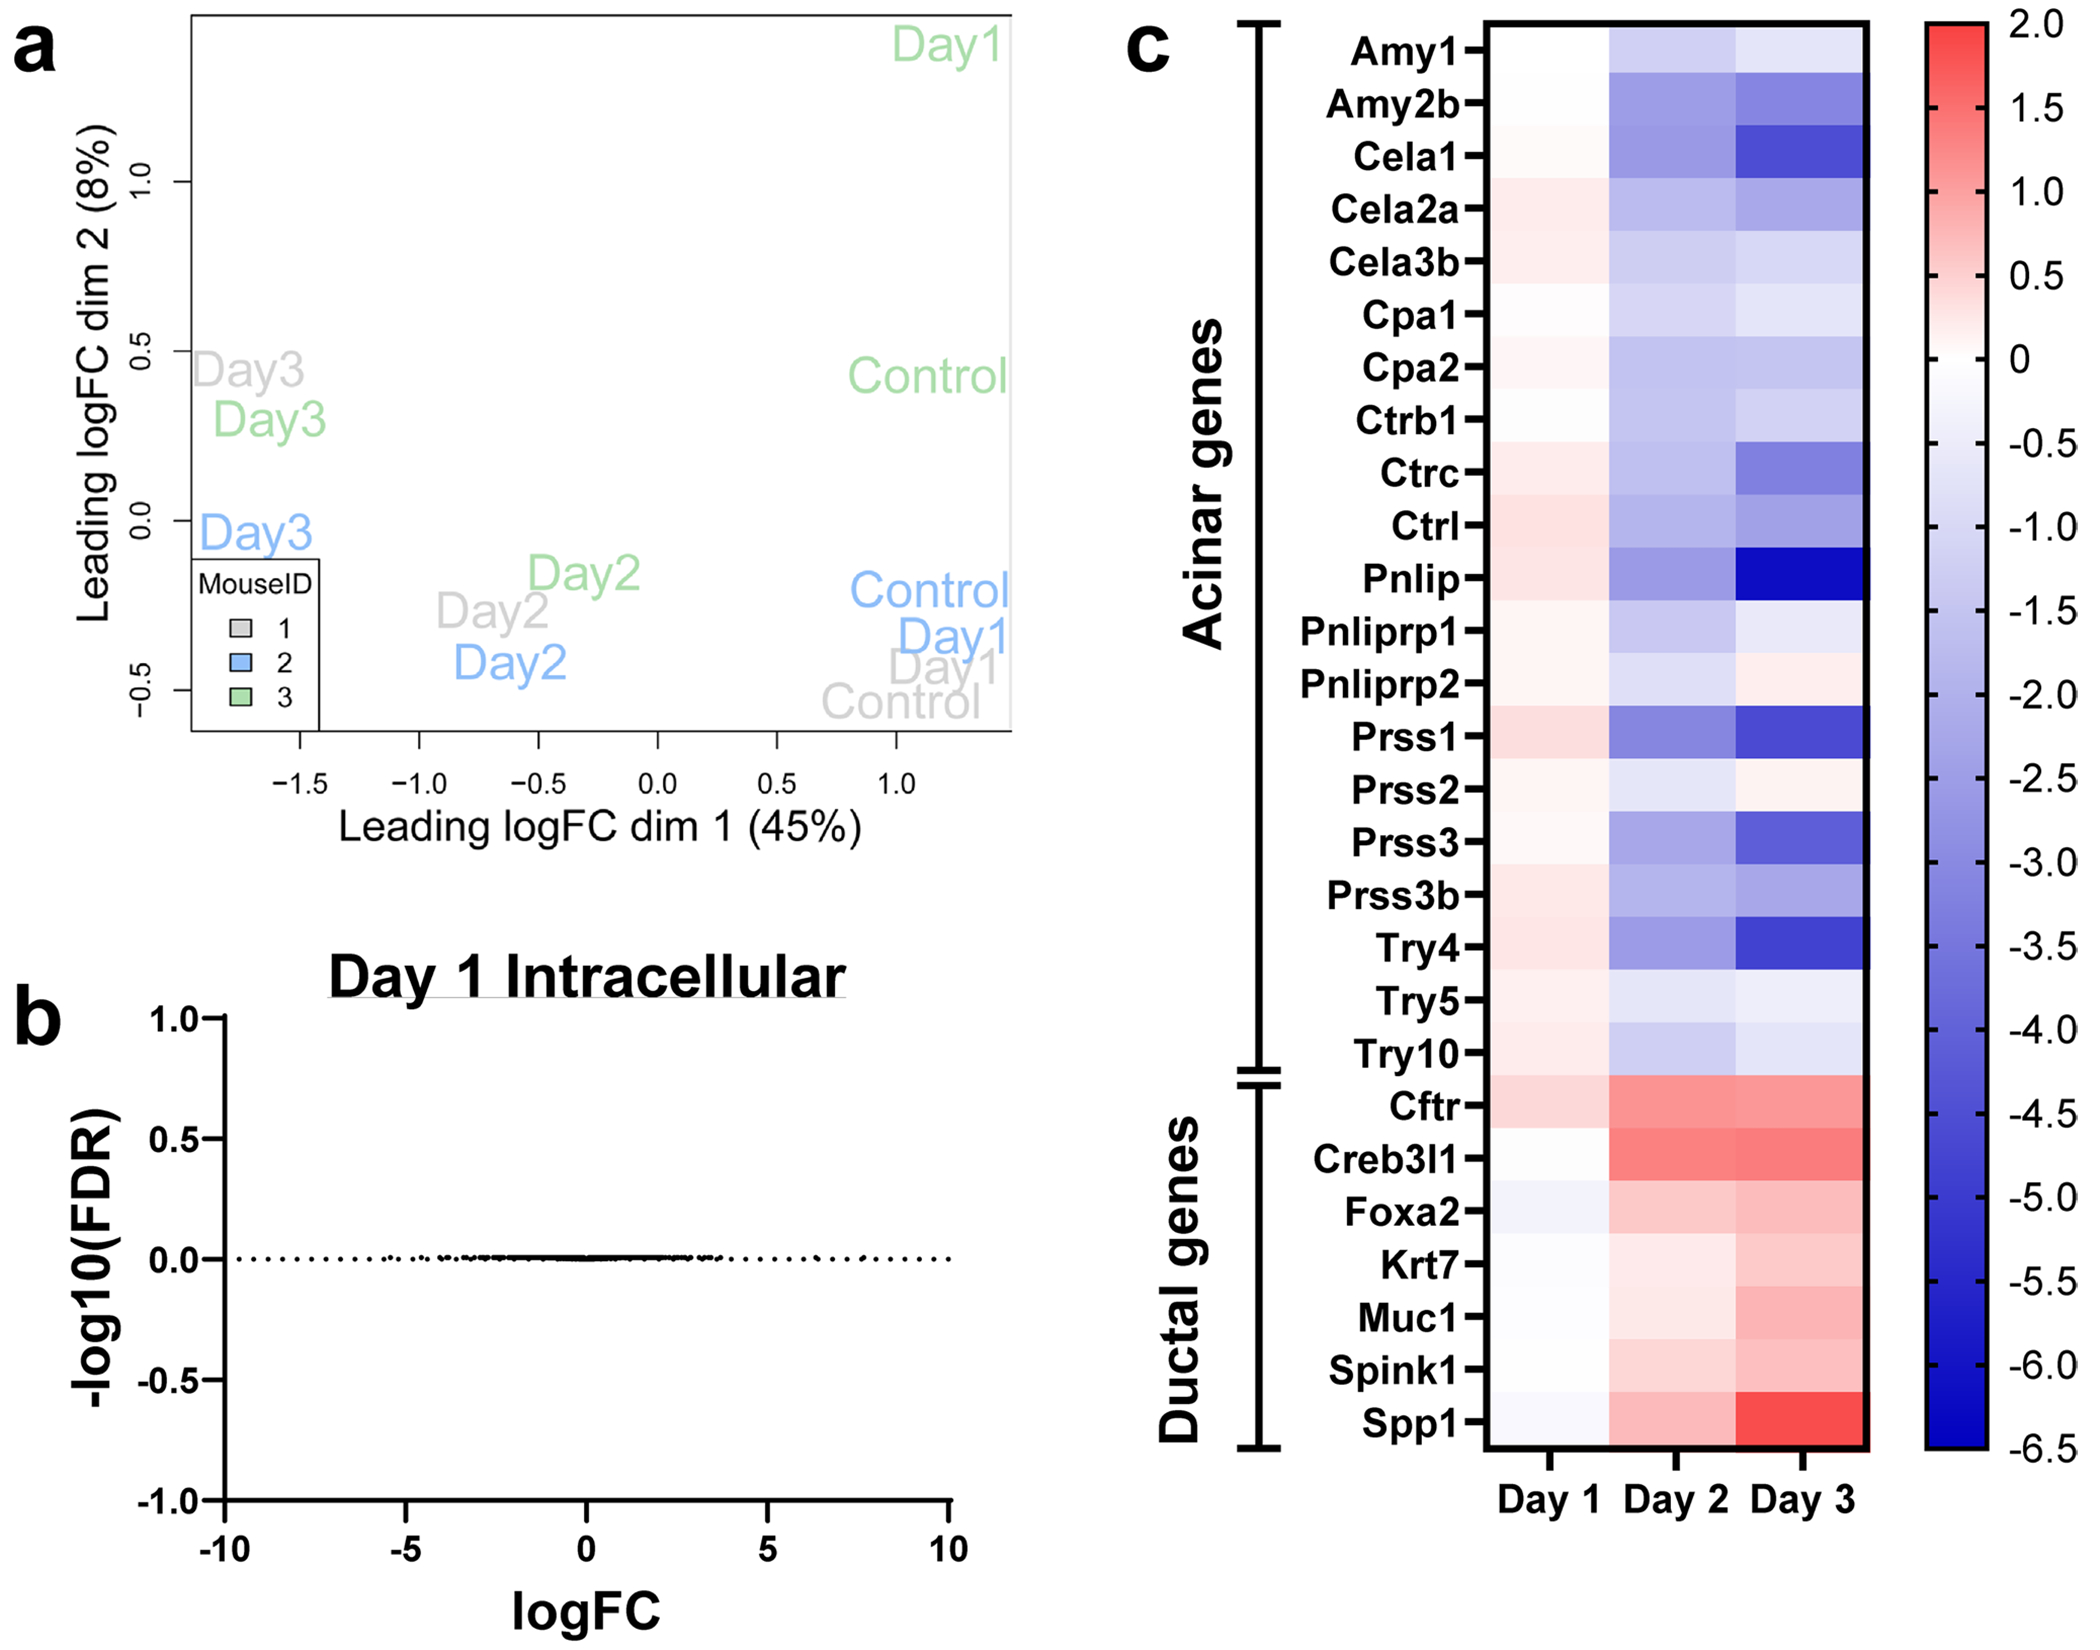
Continued summary of RNA-sequencing data. **a**. Multidimensional scaling plot of RNA-sequencing data from Vehicle (Control), Day 1, Day 2, and Day 3 cells treated with 4-OHT. Cells from each mouse are identified by color. **b**. Volcano plot of genes expressed in 4-OHT-treated Day 1 cells compared to Vehicle. There are no significantly differentially expressed genes. **c**. Heatmap of acinar and ductal gene expression. Scale represents log2FC in expression relative to Vehicle.

**Extended Data Fig. 2 |:**
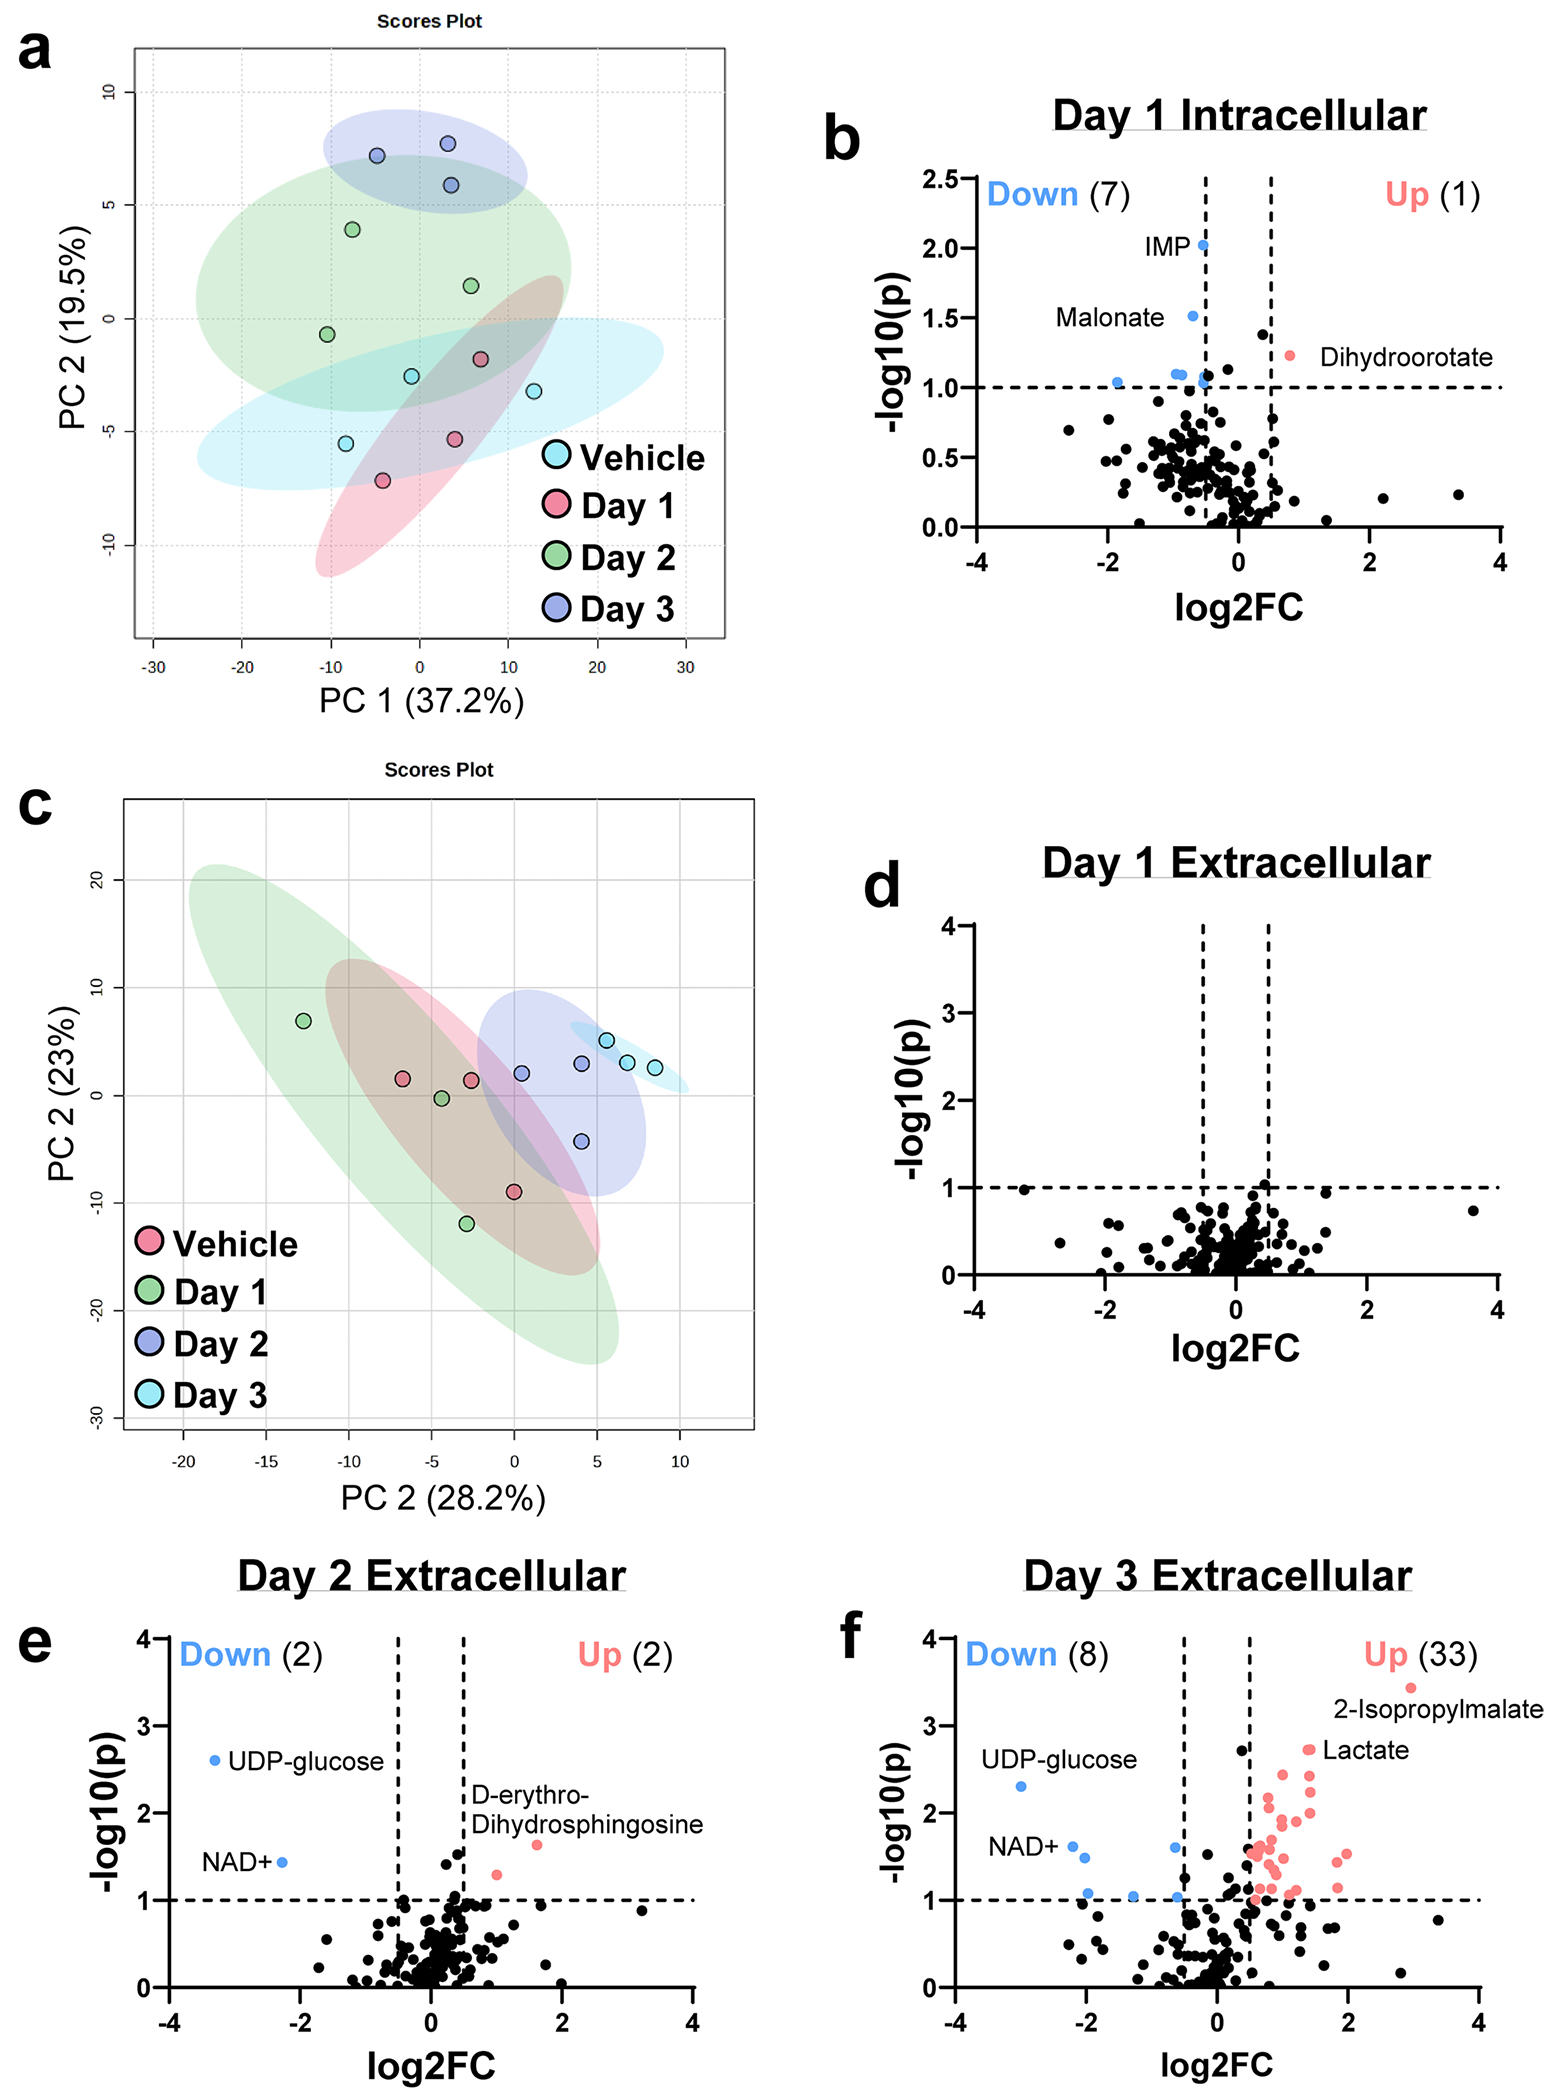
Continued summary of metabolomics data. **a**. Principal component analysis (PCA) plot of intracellular metabolites collected from Vehicle, or 4-OHT-treated Day 1, Day 2, and Day 3 cells generated using MetaboAnalyst. Cells from each mouse are identified by color. **b**. Volcano plots of differentially abundant intracellular metabolites when comparing Day 1 (4-OHT treated) to Vehicle. **c**. PCA plot of extracellular metabolites collected from Vehicle, Day 1, Day 2, or Day 3 4-OHT-treated cells generated using MetaboAnalyst. Cells from each mouse are identified by color. **d**. Volcano plots of differentially abundant extracellular metabolites when comparing Day 1 (4-OHT treated) to Vehicle. **e**. Volcano plots of differentially abundant extracellular metabolites when comparing Day 2 (4-OHT treated) to Vehicle. **f**. Volcano plots of differentially abundant extracellular metabolites when comparing Day 3 (4-OHT treated) to Vehicle. P-values for **b**, **d**, **e**, and **f** were calculated using a Student’s t-test (unpaired, two-tailed). P-value < 0.1 was considered significant, log2FC > 0.5 was considered increased, and log2FC < −0.5 was considered decreased. Significantly increased metabolites are labeled in red; decreased metabolites are labeled in blue.

**Extended Data Fig. 3 |:**
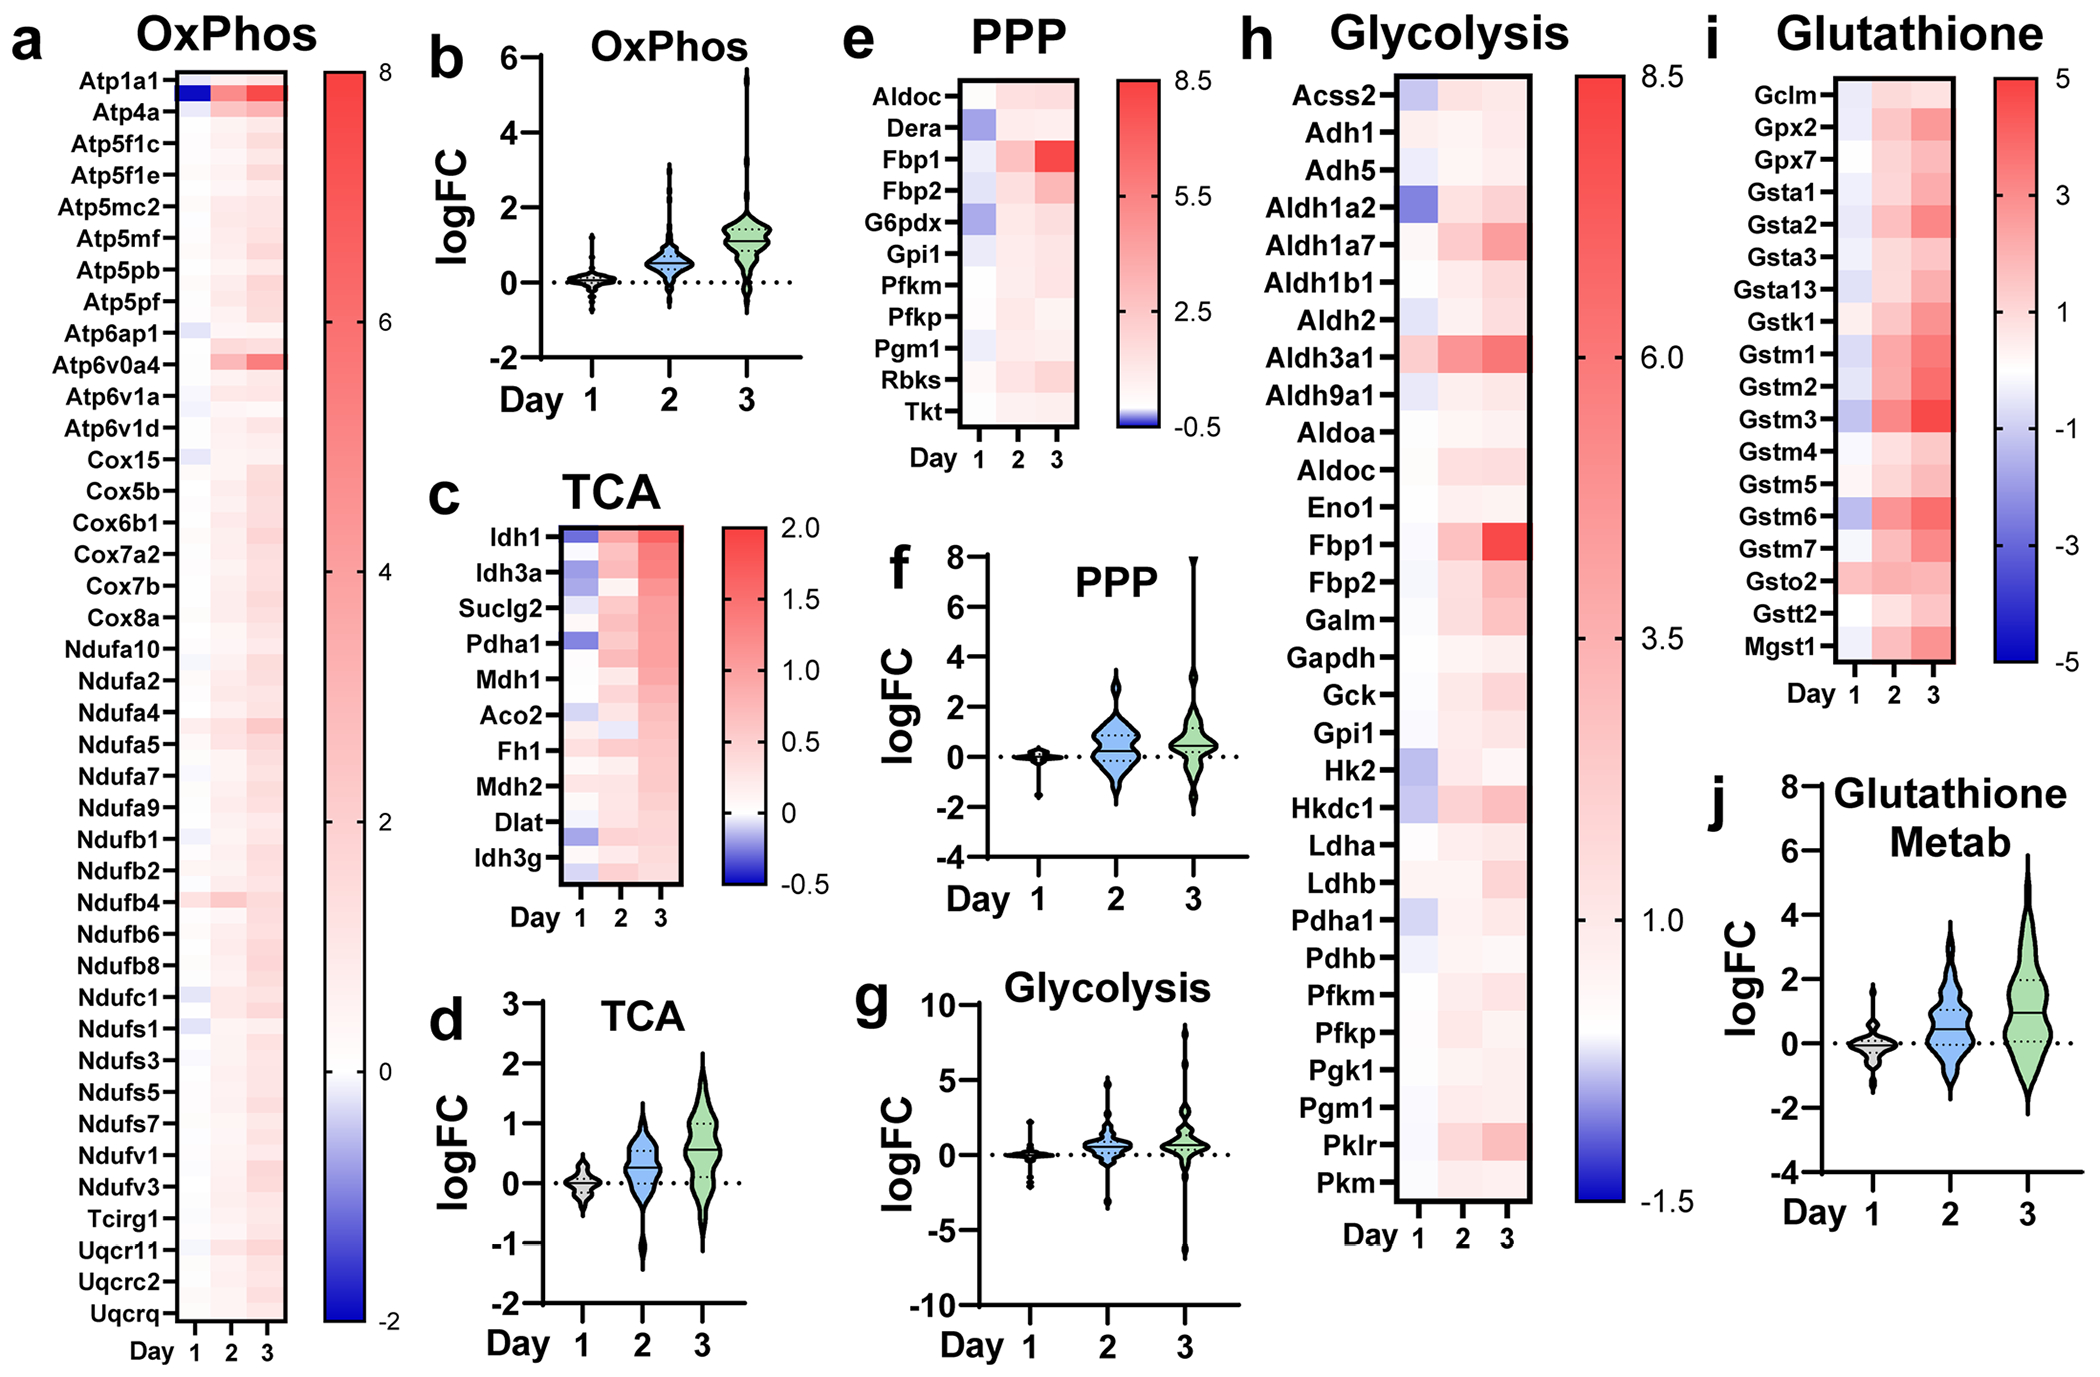
Heatmaps of leading edge genes and volcano plots of all the genes detected in respective pathways. **a**. Heatmap of the leading edge genes in the Oxidative Phosphorylation (OxPhos) KEGG pathway. Scale represents log2FC relative to Vehicle. **b**. Violin plot of the 106 detected genes in the OxPhos KEGG pathway. Y-axis represents log2FC relative to Vehicle. **c**. Heatmap of the leading edge genes in the tricarboxylic acid (TCA) cycle KEGG pathway. Scale represents log2FC relative to Vehicle. **d**. Violin plot of the 28 detected genes in the TCA cycle KEGG pathway. Y-axis represents log2FC relative to Vehicle. **e**. Heatmap of the leading edge genes in the Pentose Phosphate Pathway (PPP) KEGG pathway. Scale represents log2FC relative to Vehicle. **f**. Violin plot of the 27 detected genes in the PPP KEGG pathway. Y-axis represents log2FC relative to Vehicle. **g**. Violin plot of the 49 detected genes in the Glycolysis & Gluconeogenesis KEGG pathway. Y-axis represents log2FC relative to Vehicle. **h**. Heatmap of the edge genes in the Glycolysis & Gluconeogenesis KEGG pathway. Scale represents log2FC relative to Vehicle. **i**. Heatmap of the leading edge genes in the Glutathione Metabolism KEGG pathway. Scale represents log2FC relative to Vehicle. **j**. Violin plot of the 57 detected genes in the Glutathione Metabolism KEGG pathway. Y-axis represents log2FC relative to Vehicle.

**Extended Data Fig. 4 |:**
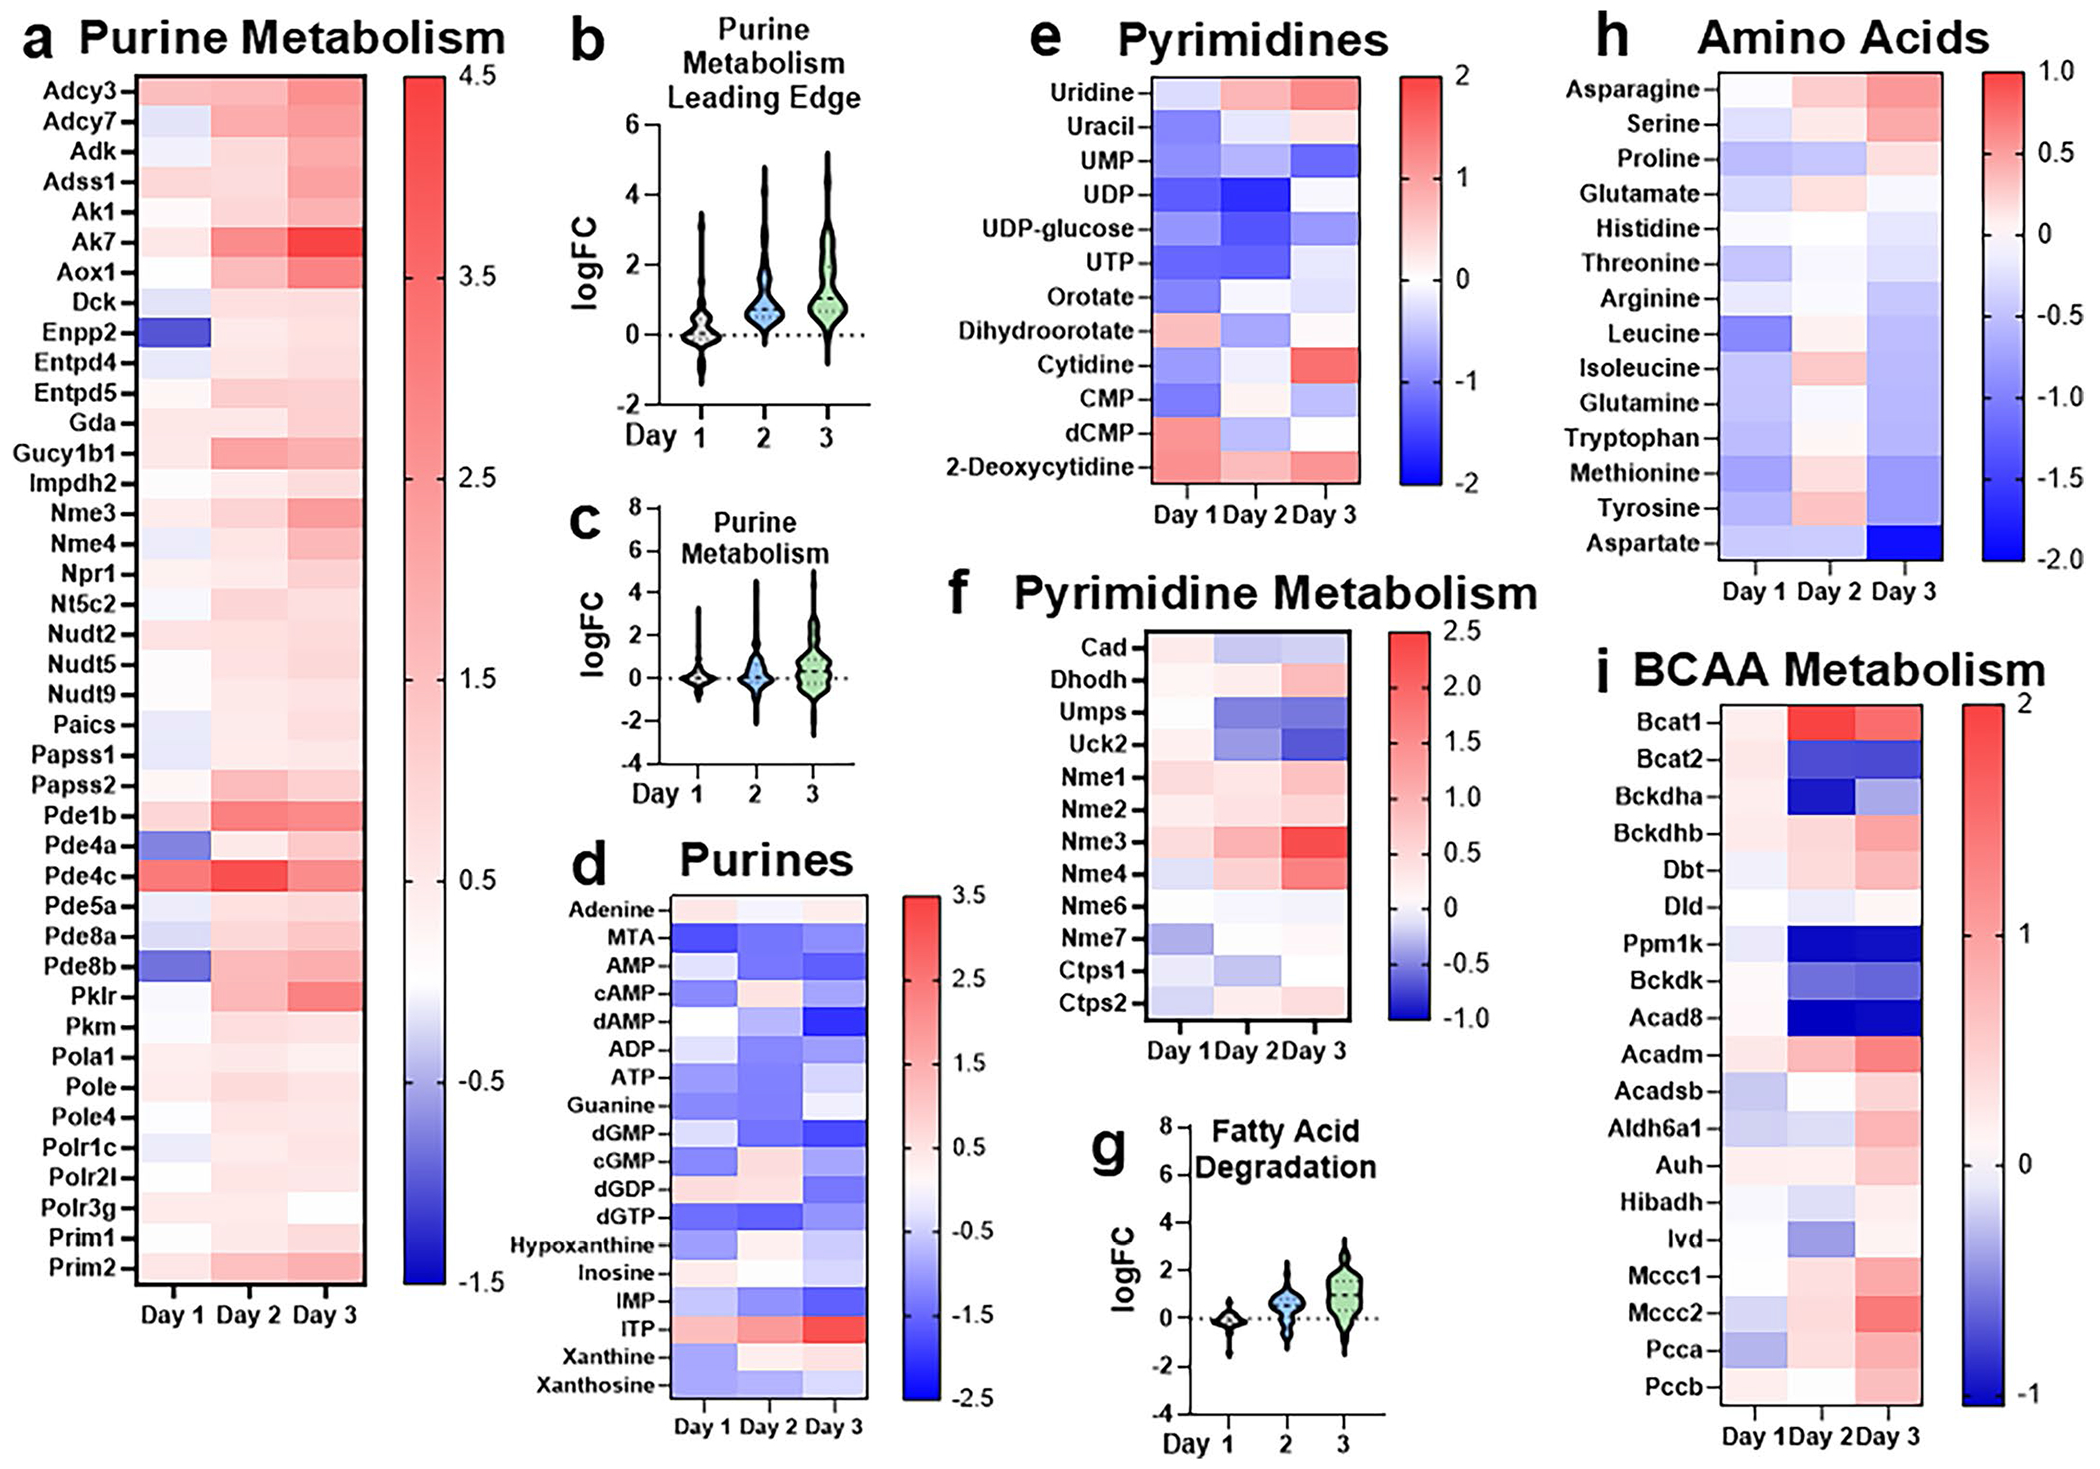
Other pathways of interest identified from RNAseq & Metabolomics. **a**. Heatmap of the leading edge genes in the Purine Metabolism KEGG pathway. Scale represents log2FC relative to Vehicle. **b**. Violin plot of the 40 leading edge genes in the Purine Metabolism KEGG pathway. Y-axis represents log2FC relative to Vehicle. **c**. Violin plot of the 93 detected genes in the Purine Metabolism KEGG pathway. Y-axis represents log2FC relative to Vehicle. **d**. Heatmap of detected purine-related metabolites. Scale represents log2FC of median normalized abundance relative to Vehicle. **e**. Heatmap of detected pyrimidine-related metabolites. Scale represents log2FC of median normalized abundance relative to Vehicle. **f**. Heatmap of genes that encode core enzymes in pyrimidine metabolism. Scale represents log2FC relative to Vehicle. **g**. Violin plot of the 38 detected genes in the Fatty Acid Degradation KEGG pathway. Y-axis represents log2FC relative to Vehicle. **h**. Heatmap of detected amino acid abundances. Scale represents log2FC of median normalized abundance relative to Vehicle. **i**. Heatmap of genes that encode core enzymes in branched-chain amino acid (BCAA) metabolism. Scale represents log2FC relative to Vehicle.

**Extended Data Fig. 5 |:**
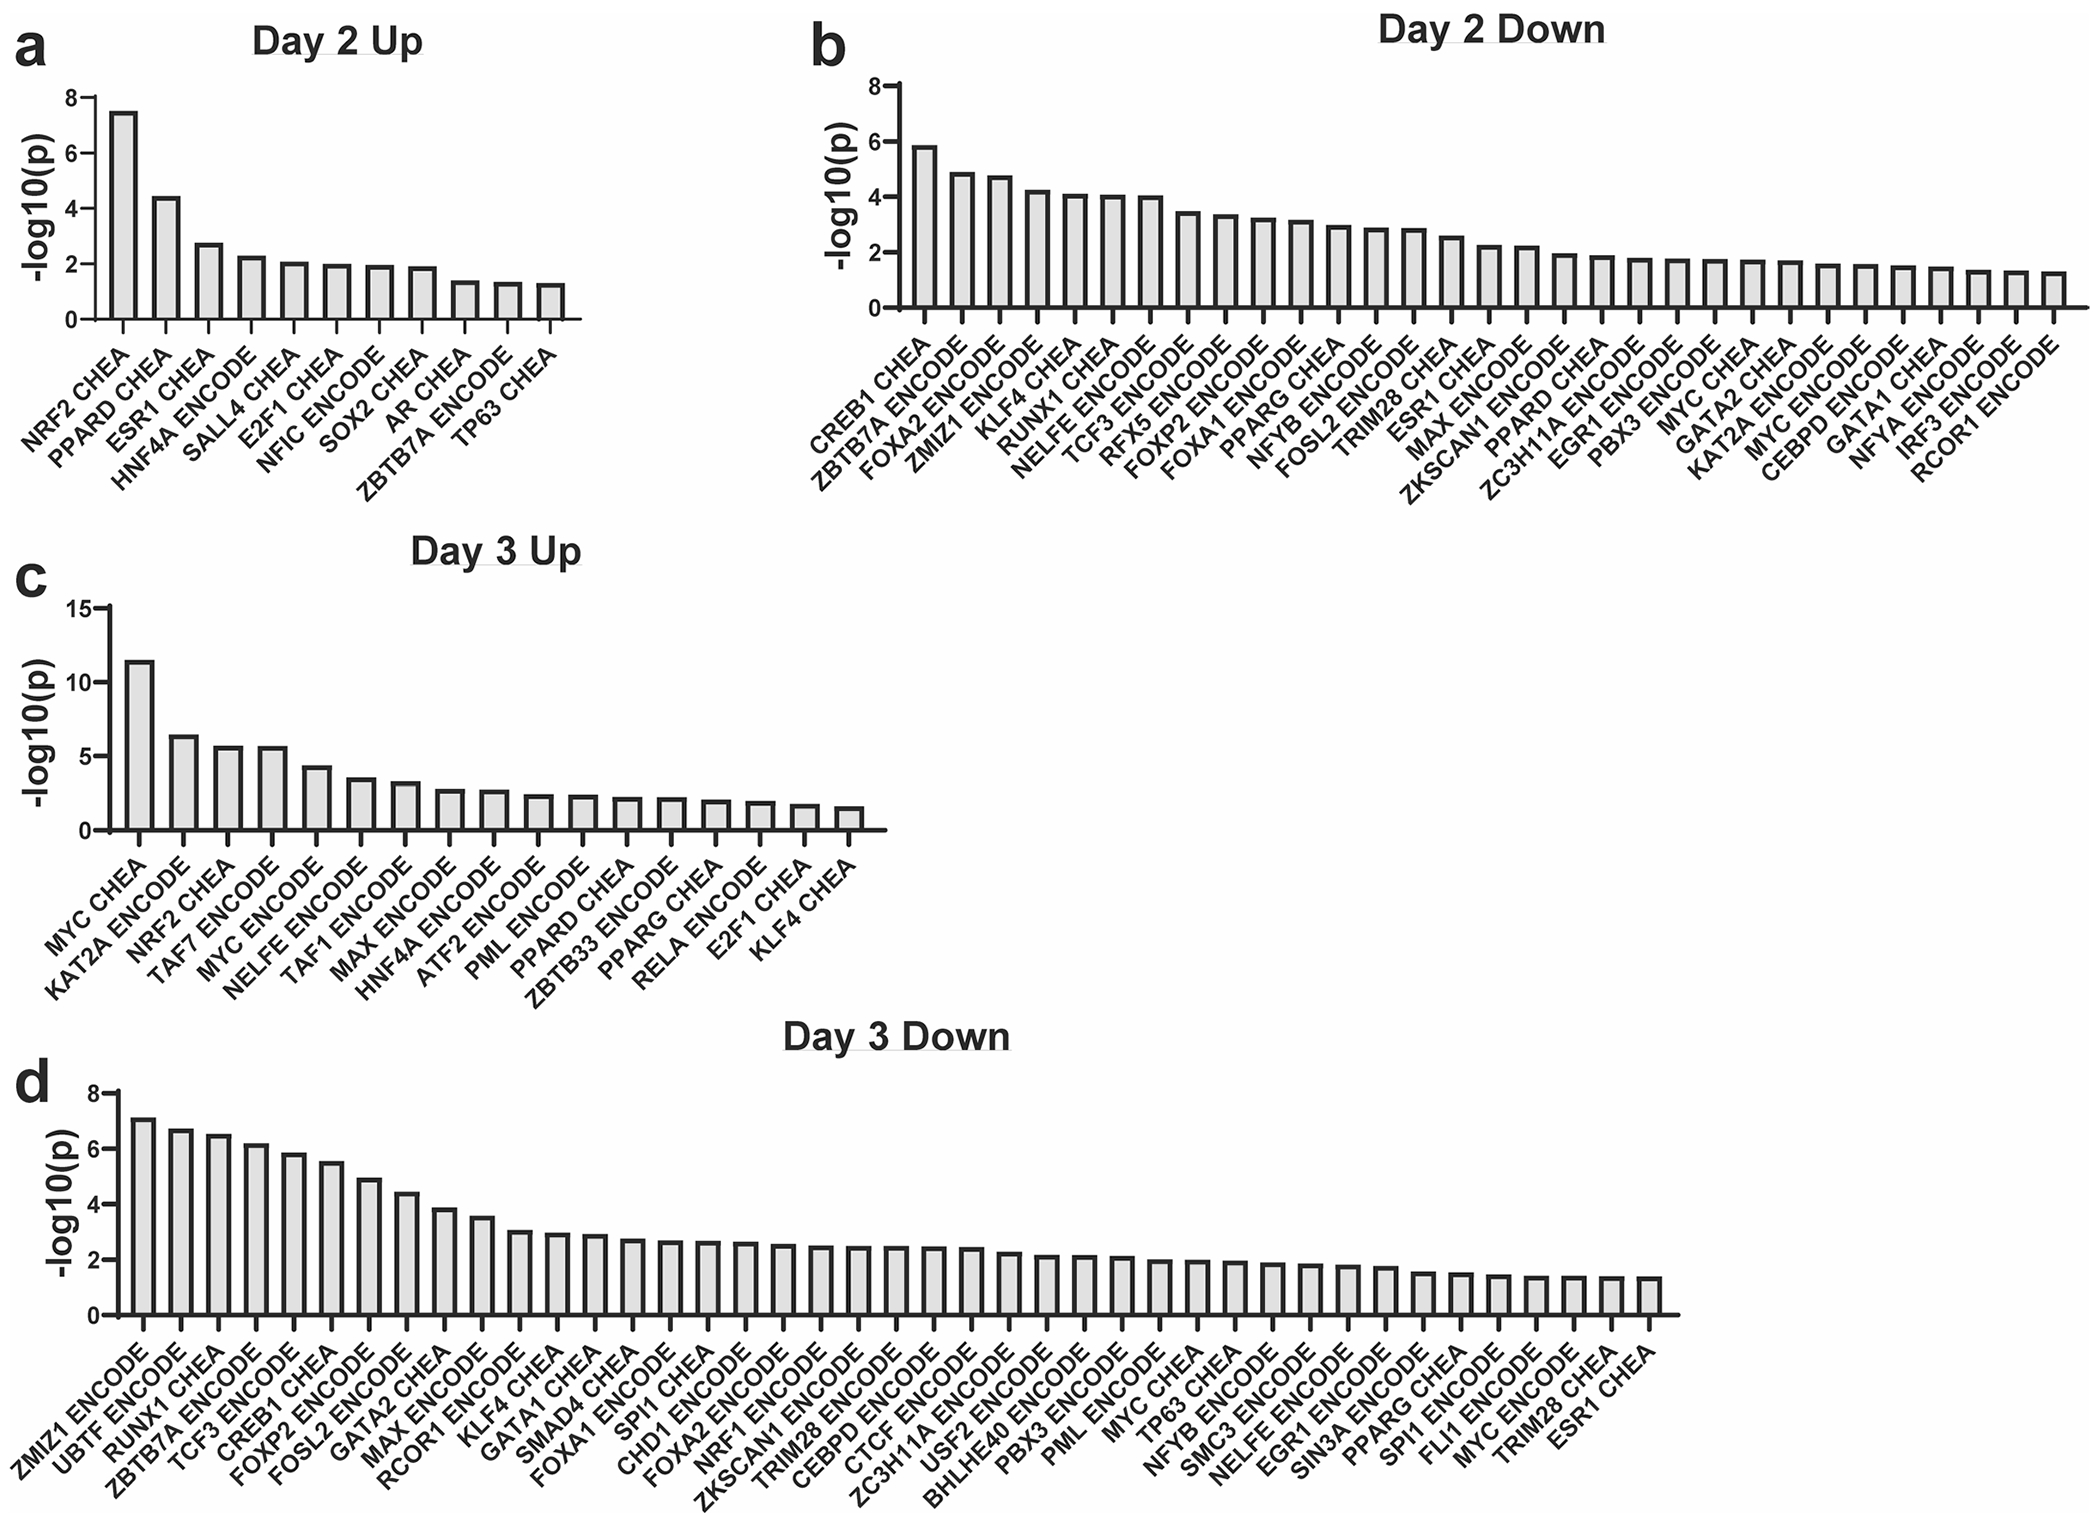
Enrichr transcription factor enrichment analysis. Transcription Factor Enrichment Analyses generated using Enrichr from ENCODE and ChEA Consensus Transcription Factors. **a**. Analysis from the top 500 upregulated genes at Day 2. **b**. Analysis from the top 500 downregulated genes at Day 2. **c**. Analysis from the top 500 upregulated genes at Day 3. **d**. Analysis from the top 500 downregulated genes at Day 3. Enrichr was used to identify differentially enriched pathways and calculate p-values with Fisher’s exact test.

**Extended Data Fig. 6 |:**
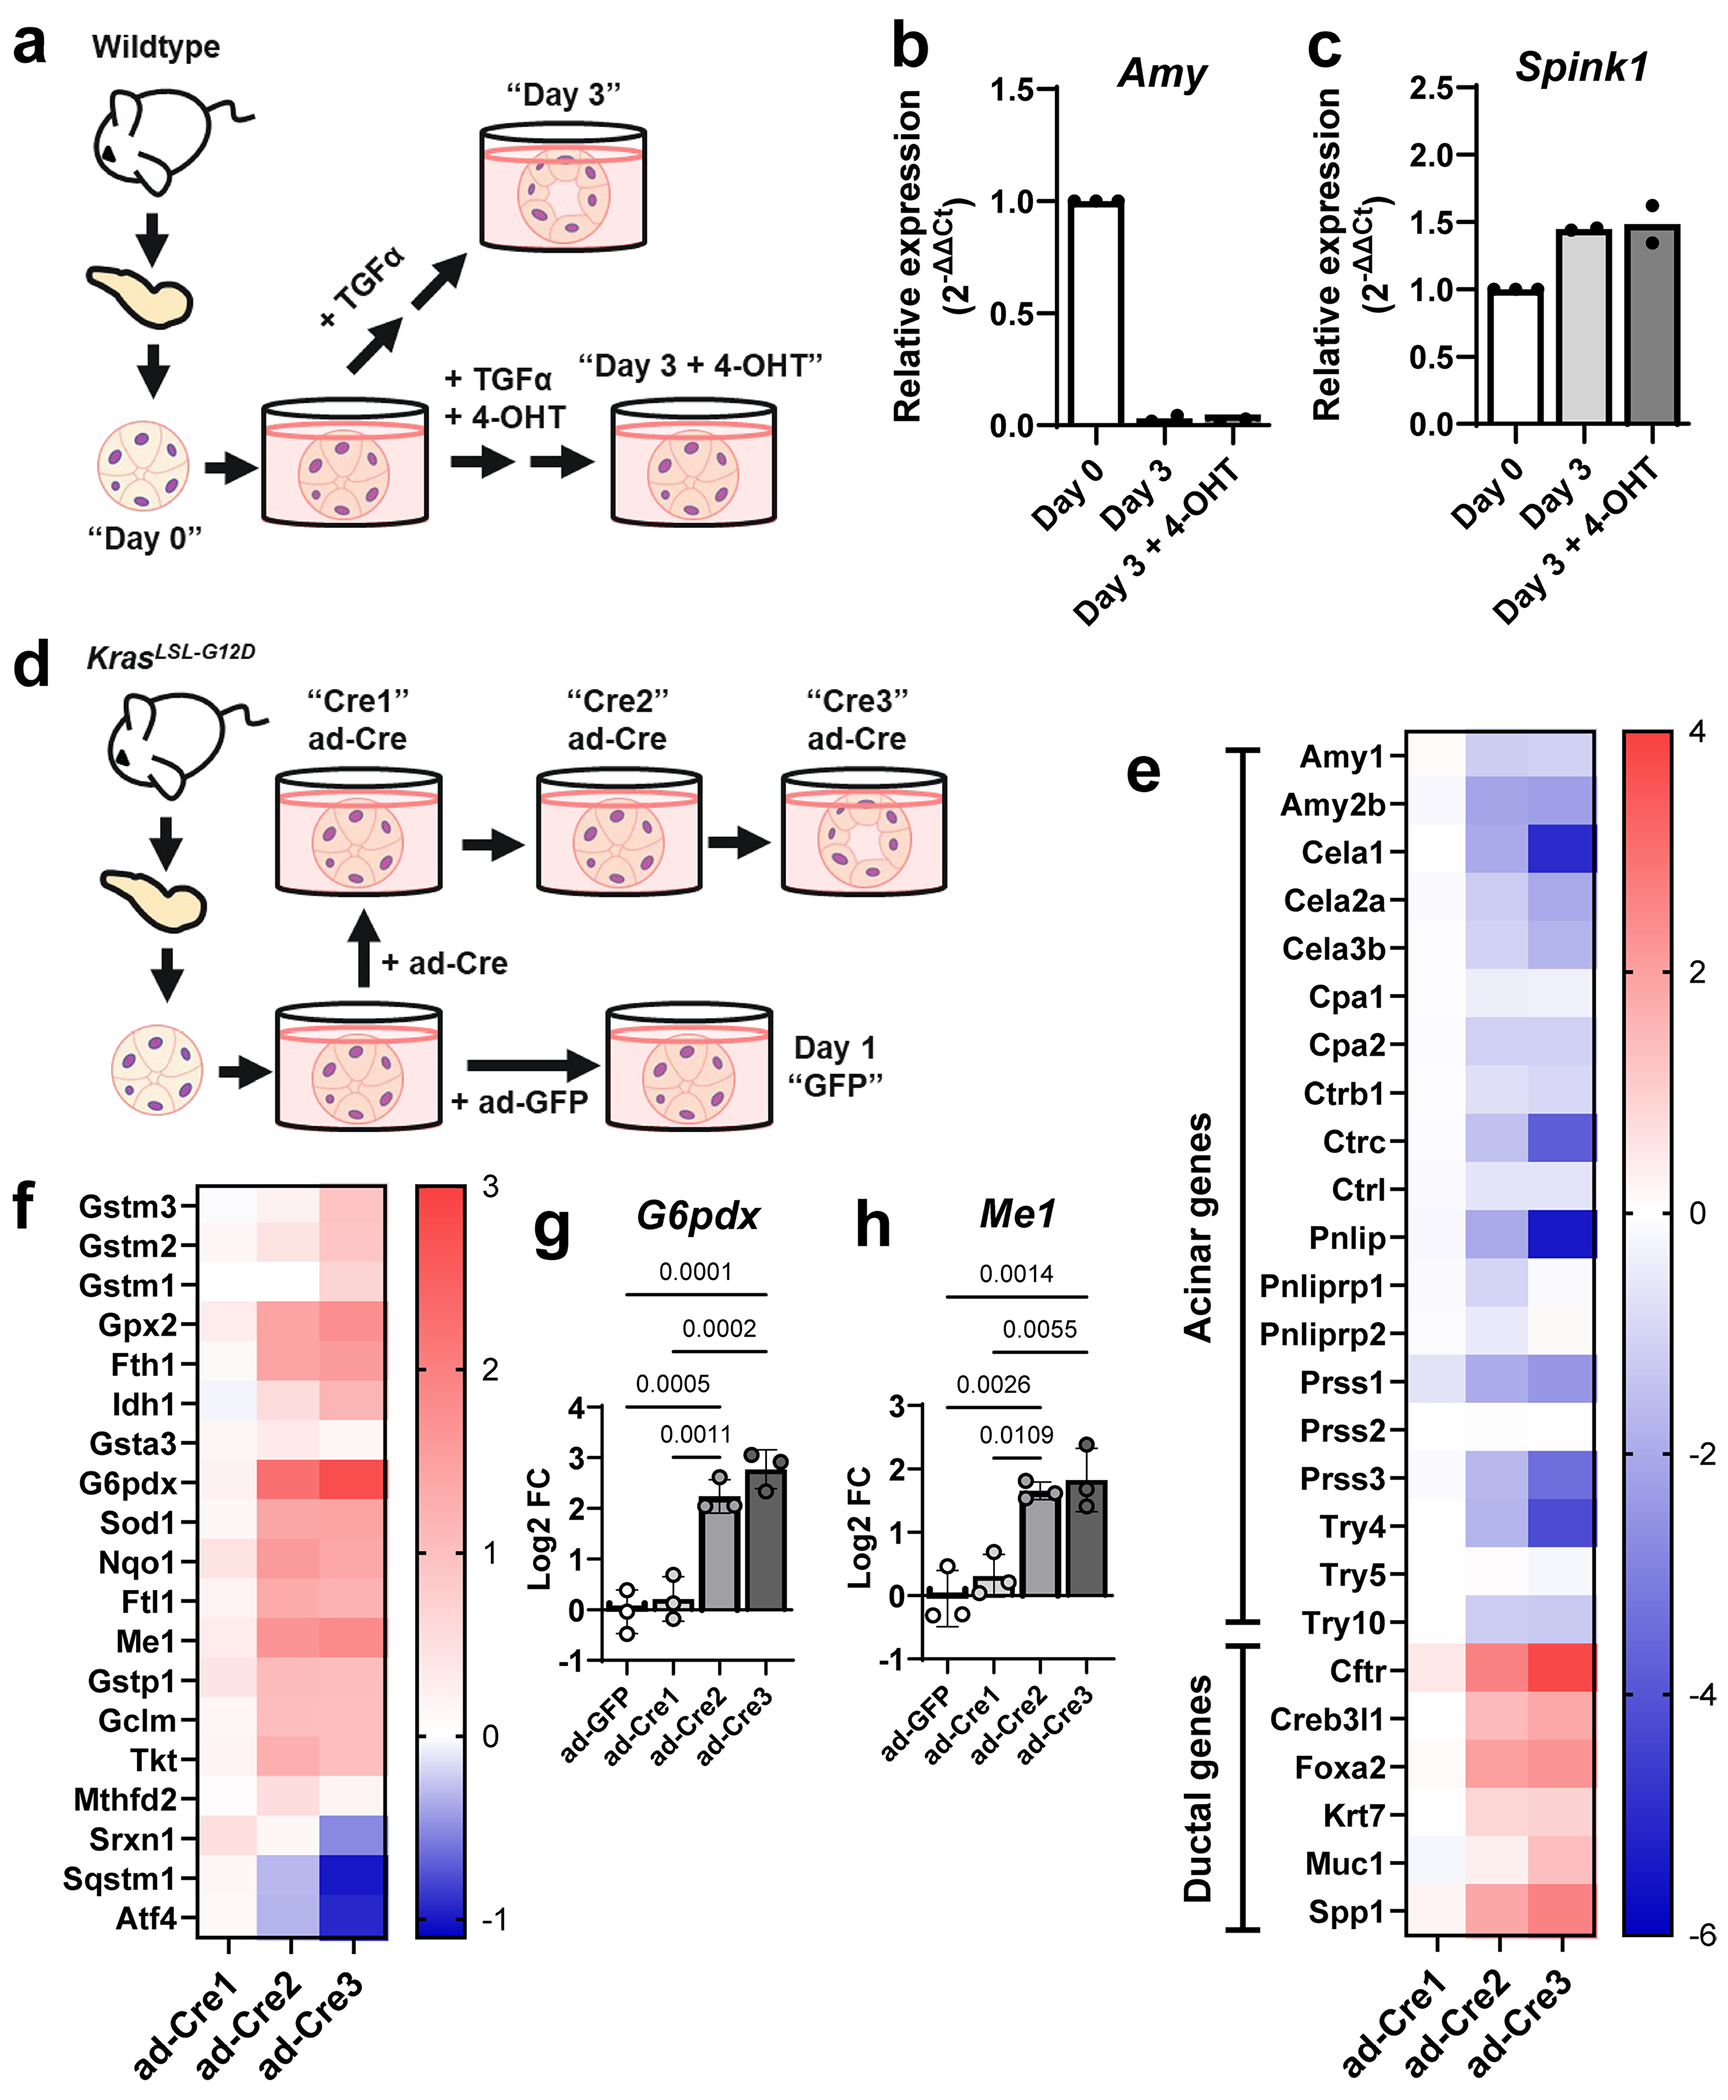
RNA analysis using additional ADM culture approaches. **a**. Scheme of the experimental model. Pancreata were dissected from Wildtype mice and acinar clusters were isolated for primary, *ex vivo* culture. Cells were collected after dissociation (Day 0) or grown free-floating in media and treated with TGFα (50 ng/mL), with or without 4-hydroxytamoxifen (4-OHT; 2 μM) for 3 days. Relative expression of acinar gene, *Amy* (**b**.) and ductal gene, *Spink1* (**c**.) using real-time quantitative PCR. Bars represent the mean of n = 3 biological replicates for Day 0, n = 2 biological replicates for Day 3 and Day 3 + 4-OHT. **d**. Scheme of the experimental model. Pancreata were dissected from LSL-Kras^G12D^ mice (n = 3) and acinar clusters were isolated for primary, *ex vivo* culture. Acinar clusters were grown free-floating in media and were treated with adenovirus expressing GFP (ad-GFP) or adenovirus expressing Cre recombinase (ad-Cre) to induce mutant *Kras*. Cells were collected after 1, 2, or 3 days in culture. **e**. Heatmap of acinar and ductal gene expression. Scale represents log2FC in expression relative to ad-GFP. **f**. Heatmap showing log2FC of key NRF2-target genes, as referenced from Fig. 1n. Individual datapoints for log2FC of gene expression of *G6pdx* (**g**.) and *Me1* (**h**.) from ADM cultures from each mouse (n = 3) after ad-Cre for 1, 2, or 3 days (relative to ad-GFP). Bars represent the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Tukey’s multiple comparisons test.

**Extended Data Fig. 7 |:**
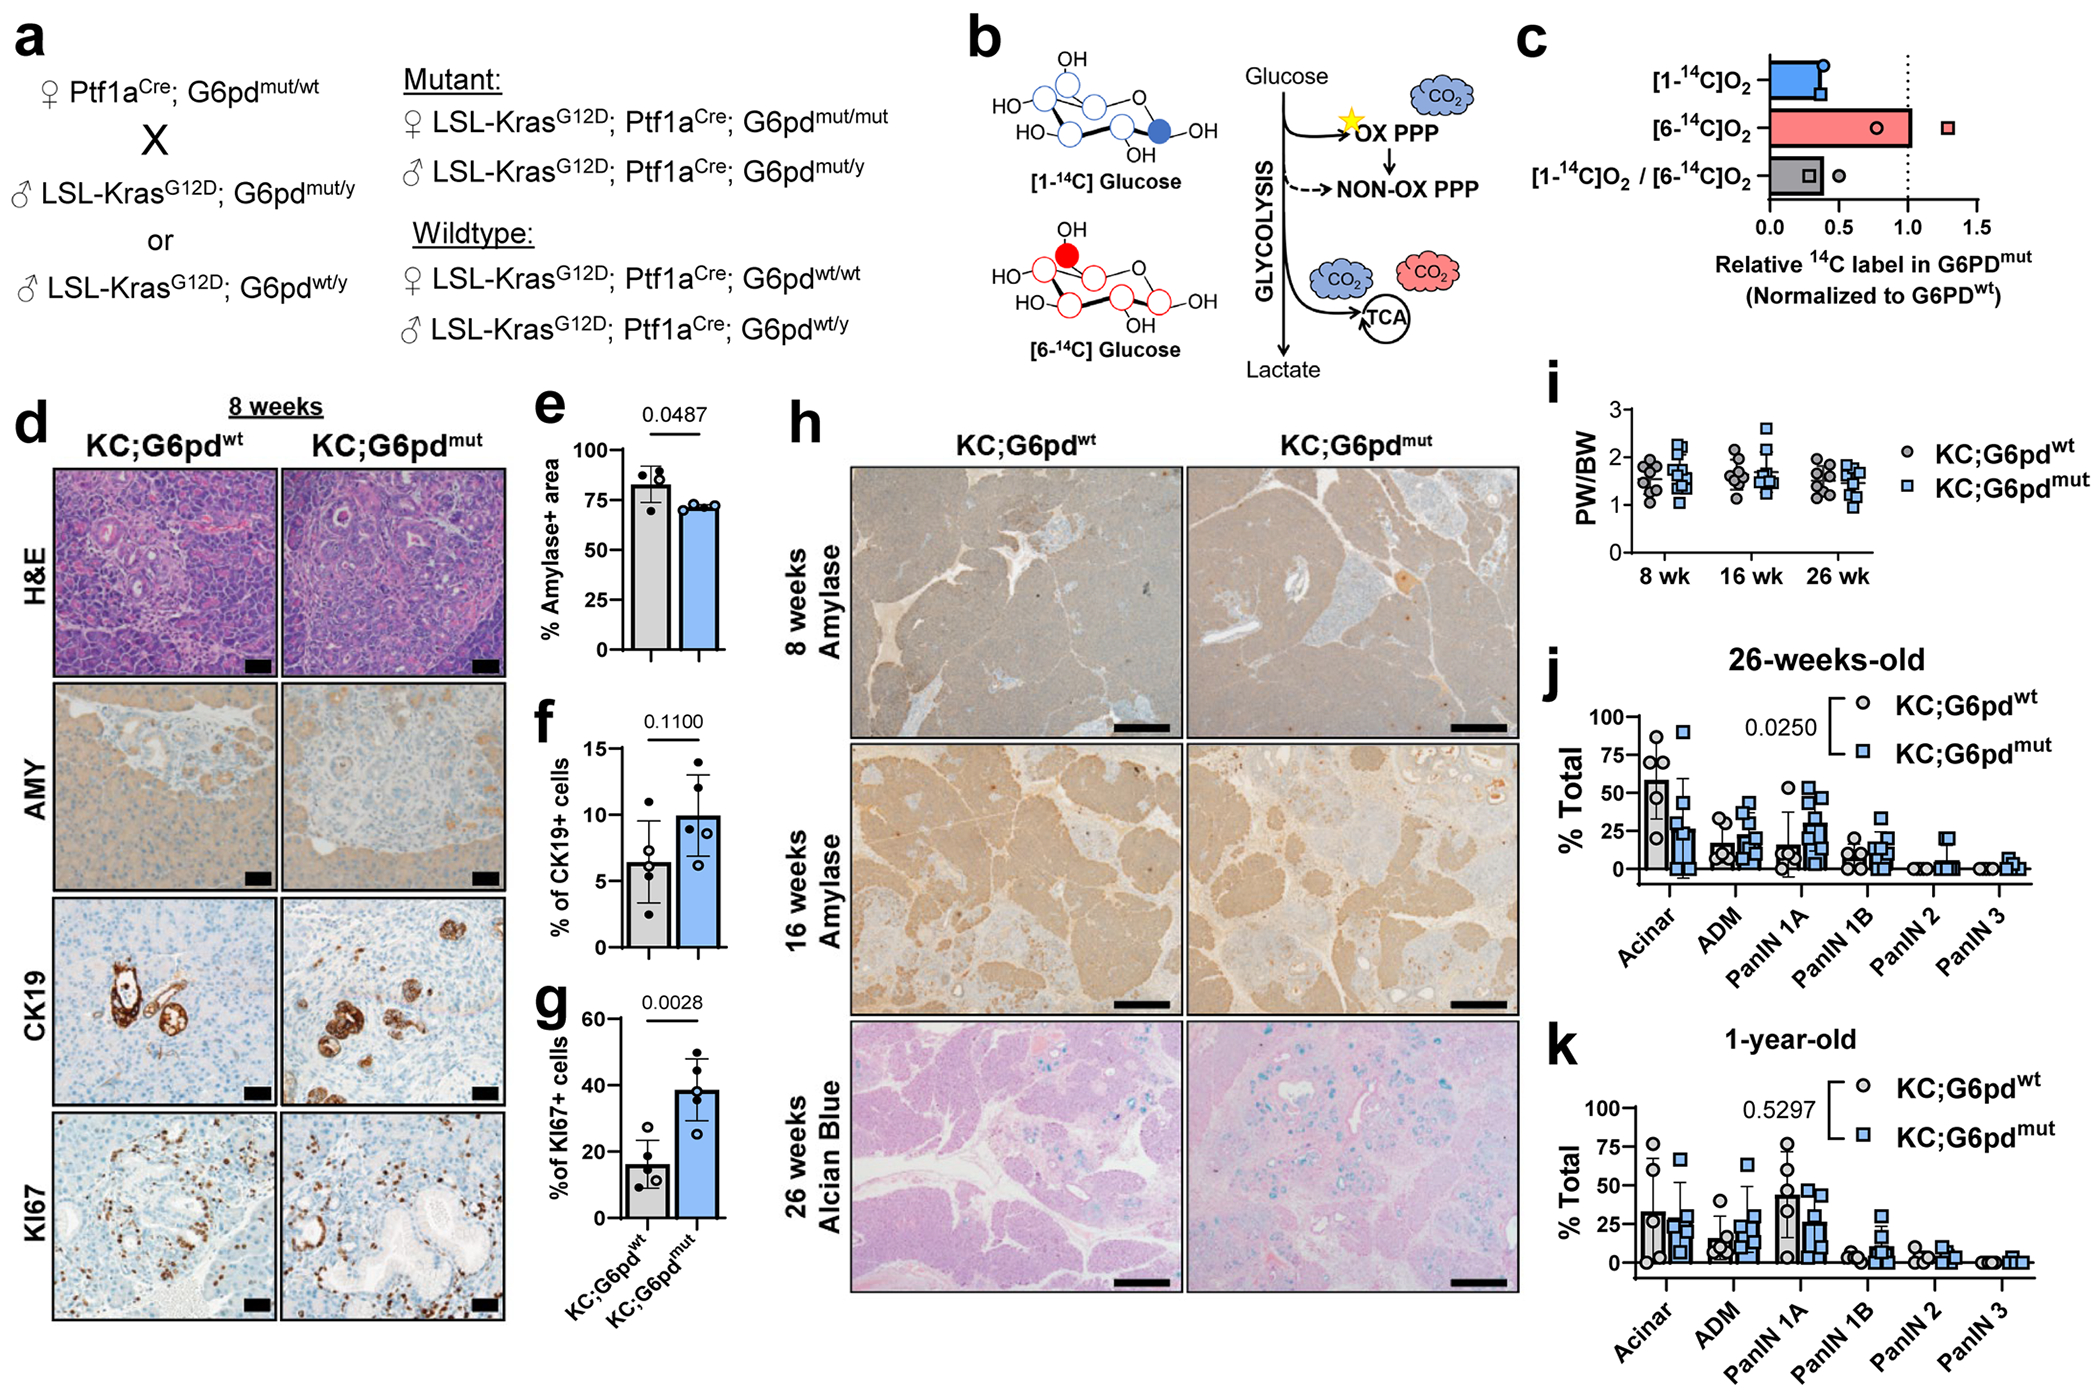
Additional description of and analyses in KC;G6pd^wt^ and KC;G6pd^mut^ mice. **a**. Mice with mutant *G6pd*, that mimics human G6PD-deficiency, were bred into the KC (*LSL-Kras*^*G12D*^*; Ptf1a*^*Cre*^*)* line. *Cre* was always maintained in female breeders. Experiments used both male and female *G6pd* mutant mice, where females were homozygous for mutant *G6pd* (*G6pd*^*mut/mut*^) and males were hemizygous for mutant *G6pd* (*G6pd*^*mut/y*^), as *G6pd* is an X-linked gene. *G6pd* wildtype mice used in experiments were obtained in the same colony and age matched littermates of *G6pd* mutant mice when possible. Female *G6pd* wildtype mice have two wildtype copies of *G6pd* (*G6pd*^*wt/wt*^) and males have one wildtype copy (their only copy) of *G6pd* (*G6pd*^*wt/y*^). In the schematics and labelling, “y” in male mice refers to the y chromosome, which does not contain a copy of *G6pd*. **b**. Schematic of^14^C-labeling experiment. [1-^14^C]glucose (blue) can be used in both the oxidative pentose phosphate pathway (ox PPP) and the TCA cycle. [6-^14^C]glucose (red) can be used in the TCA cycle. Released CO_2_ represented as clouds; G6PD mutation represented as star. **c**. Graph depicting the relative amount of [^14^C]-labeled CO_2_ derived from glucose tracing in G6pd^mut^ mice relative to G6pd^wt^ mice (n = 2 biological replicates). Blue bar shows the relative [^14^C]-labeled CO_2_ derived from [1-^14^C]glucose, which is generated from either the oxidative pentose phosphate pathway (oxPPP) or the TCA cycle. Red bar shows the relative amount of [^14^C]-labeled CO_2_ derived from [6-^14^C] glucose, which is only generated from the TCA cycle. Grey bar shows the ratio of [^14^C]-labeled CO_2_ derived from [1-^14^C]O_2_ to [6-^14^C]O_2_ representing flux from the oxPPP. Bars represent the biological replicates’ mean. **d**. Hematoxylin & eosin (H&E) staining and immunostaining for amylase (AMY; acinar cells), cytokeratin 19 (CK19; ductal, metaplastic, neoplastic cells), and KI67 (proliferation) in pancreata from 8-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Scale bar = 50μm. **e**. Percent of Amylase+ area in pancreas as quantified from male (closed circle) and female (open circle) mice in KC;G6pd^wt^ (grey bar) and KC;G6pd^mut^ (blue bar) mice at 8 weeks. n = 4 mice for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **f**. Percent of CK19+ cells and **g**. Ki67+ cells in the pancreas as quantified from male (closed circle) and female (open circle) KC;G6pd^wt^ (grey bar) and KC;G6pd^mut^ (blue bar) mice at 8 weeks. n = 5 mice for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **h**. Immunostaining for Amylase (AMY), in 8-week and 16-week-old KC;G6pd^wt^ and KC;G6pd^mut^ pancreas. Alcian blue (PanIN-produced mucin) & nuclear fast red counterstain in pancreas of 26-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Scale bar = 500μm. **i**. Pancreas weight (PW) to body weight (BW) ratios in 8-, 16-, and 26-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Bars represent the mean with standard deviation. Ratios are not significantly different, as calculated using a Student’s t-test (unpaired, two-tailed) for each age. Sample sizes for each age are as follows: 8 week, n = 11 KC;G6pd^wt^ and n = 8 KC;G6pd^mut^; 16 week, n = 9 KC;G6pd^wt^ and n = 8 KC;G6pd^mut^; 26 week, n = 8 KC;G6pd^wt^ and n = 8 KC;G6pd^mut^. **j**. Pathological grading of 26-week-old KC;G6pd^wt^ and KC;G6pd^mut^ pancreas tissues representing the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 5 KC;G6pd^wt^ mice; n = 7 KC;G6pd^mut^ mice. Bars represent the mean with standard deviation. P-values were calculated using a two-way ANOVA with Tukey’s multiple comparisons test. **k**. Pathological grading of 1-year-old KC;G6pd^wt^ and KC;G6pd^mut^ pancreas tissues representing the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 5 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using a two-way ANOVA with Tukey’s multiple comparisons test.

**Extended Data Fig. 8 |:**
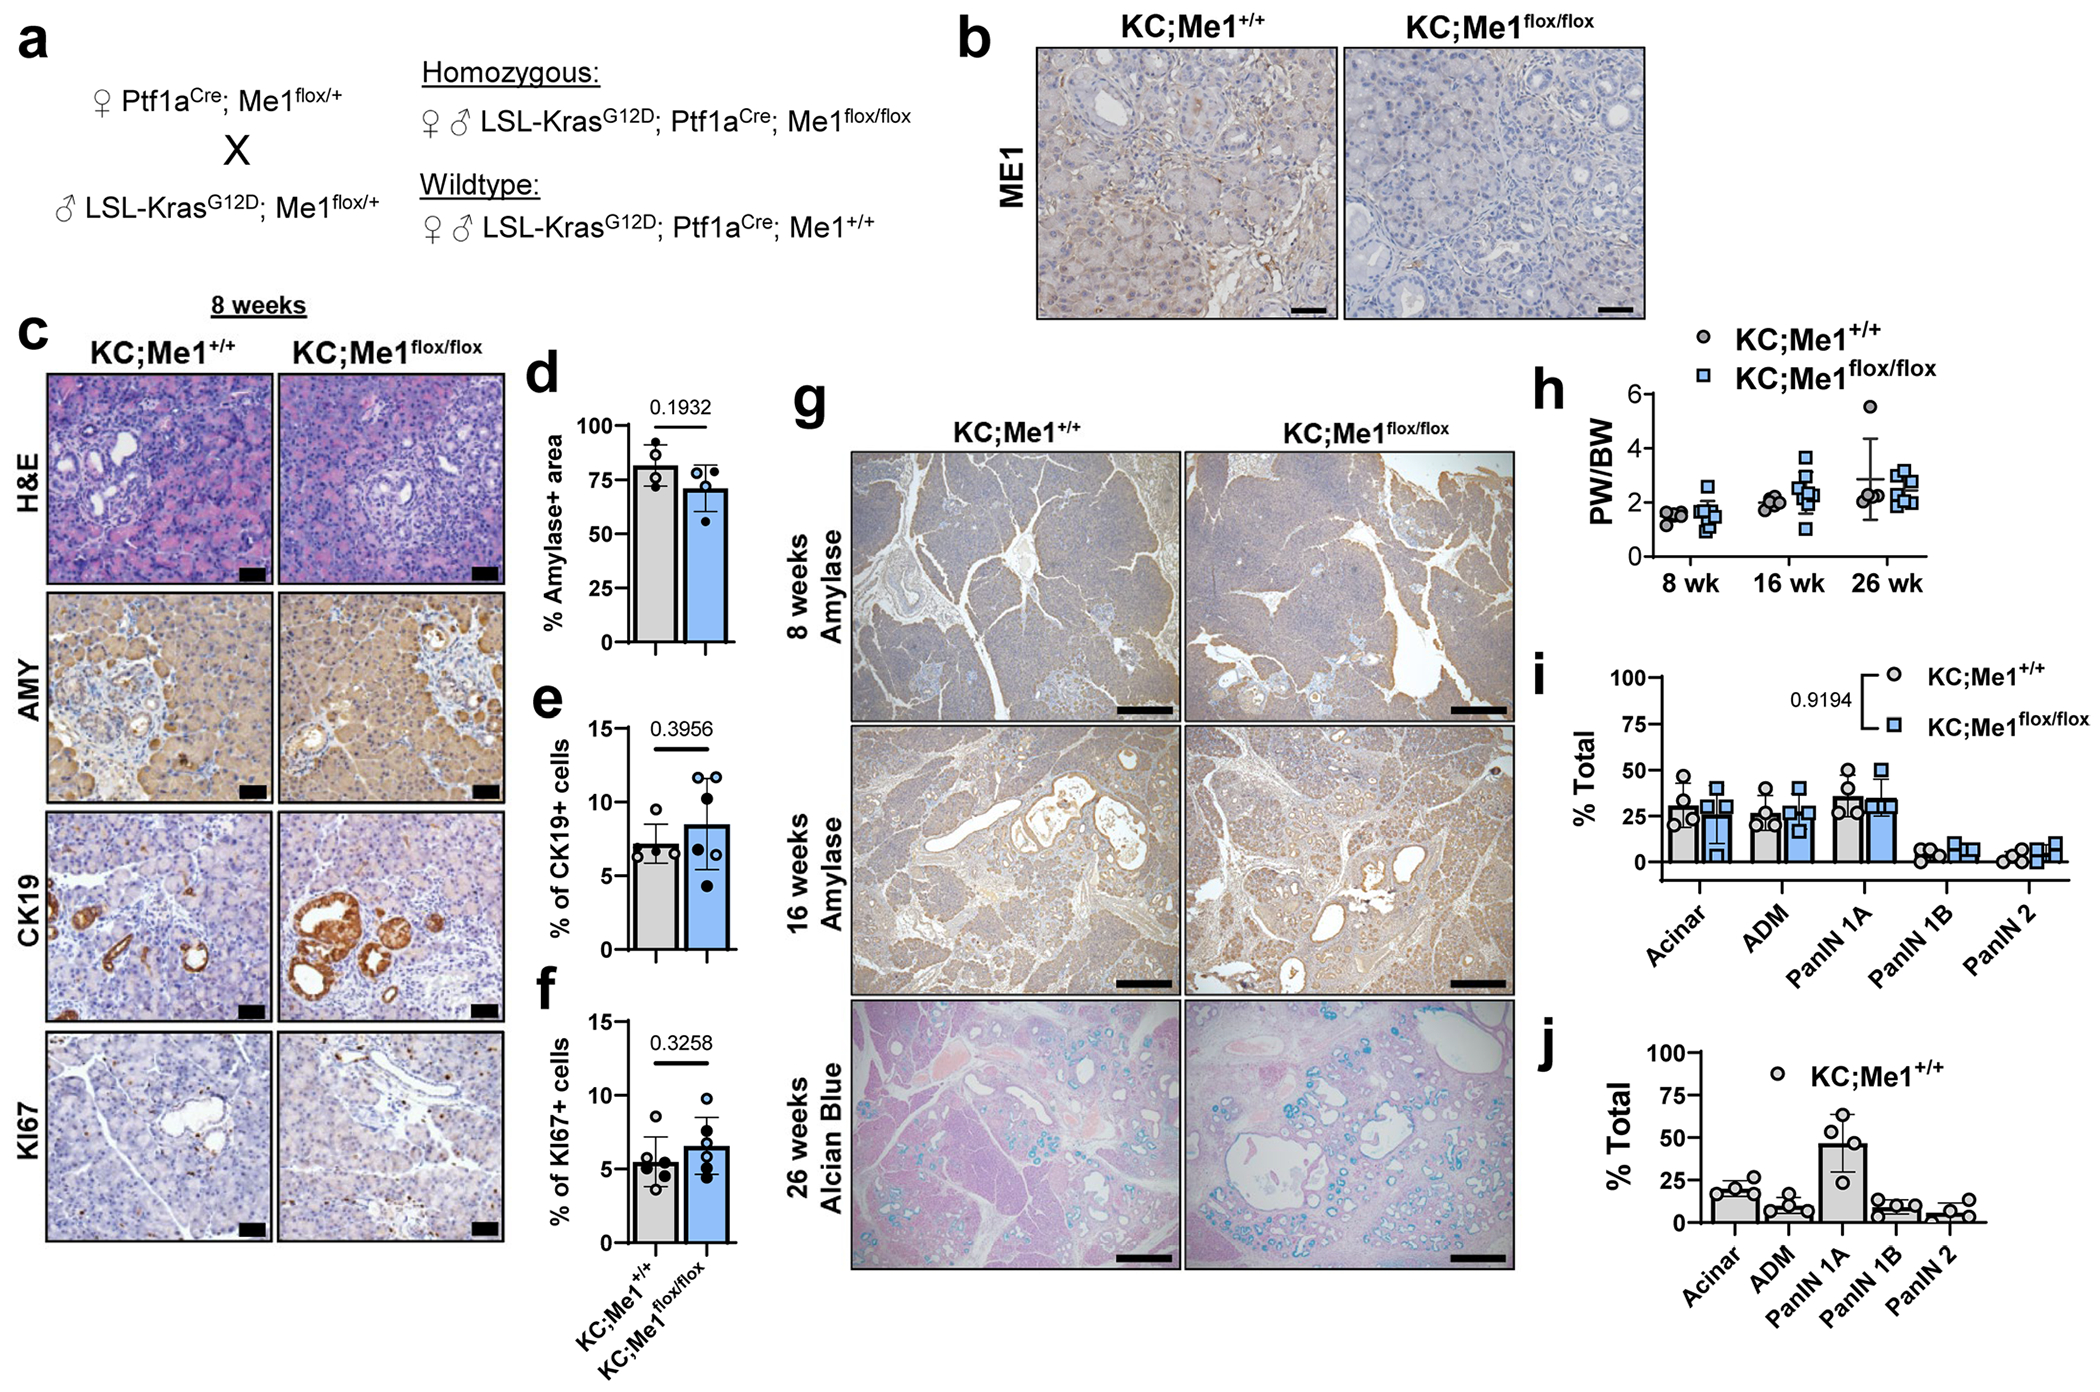
Additional description of and analyses in KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. **a**. Mice with *Me1*^*flox/flox*^ alleles were bred into the KC (*LSL-Kras*^*G12D*^*; Ptf1a*^*Cre*^) line. *Cre* was always maintained in female breeders. Experiments used both male and female mice that were homozygous for the *Me1*^*flox/flox*^ allele and mice that were *Me1*^*+/+*^ (wildtype). **b**. Immunostaining for ME1 in 16-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ pancreas. Scale bar = 50μm. **c**. Hematoxylin & eosin (H&E) staining and immunostaining for amylase (AMY; acinar cells), cytokeratin 19 (CK19; ductal, metaplastic, neoplastic cells), and Ki67 (proliferation) in pancreas of 8-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Scale bar = 50μm. **d**. Percent of Amylase+ area in pancreas as quantified from male (closed circle) and female (open circle) mice in KC;Me1^+/+^ (grey bar) and KC;Me1^flox/flox^ (blue bar) mice at 8 weeks. n = 4 mice for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **e**. Percent of CK19+ cells and **f**. Ki67+ cells in the pancreas as quantified from male (closed circle) and female (open circle) KC;Me1^+/+^ (grey bar) and KC;Me1^flox/flox^ (blue bar) mice at 8 weeks. In CK19 plot: n = 5 KC;Me1^+/+^ and n = 6 KC;Me1^flox/flox^ mice. In Ki67 plot: n = 6 mice for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **g**. Immunostaining for Amylase (AMY), in 8-week and 16-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ pancreas. Alcian blue (PanIN-produced mucin) & nuclear fast red counterstain in pancreas of 26-week-KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Scale bar = 500μm. **h**. Pancreas weight (PW) to body weight (BW) ratios in 8-, 16-, and 26-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Bars represent the mean with standard deviation. Ratios are not significantly different as calculated using a Student’s t-test (unpaired, two-tailed) for each age. Sample sizes for each age are as follows: 8 week, n = 6 KC;Me1^+/+^ and n = 8 KC;Me1^flox/flox^; 16 week, n = 6 KC;Me1^+/+^ and n = 8 KC;Me1^flox/flox^; 26 week, n = 5 KC;Me1^+/+^ and n = 7 KC;Me1^flox/flox^. **i**. Pathological grading of 26-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ pancreas tissues representing the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 4 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using a two-way ANOVA with Tukey’s multiple comparisons test. **j**. Pathological grading of 1-year-old KC;Me1^+/+^ pancreas tissues representing the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 4 mice. Bars represent the mean with standard deviation.

**Extended Data Fig. 9 |:**
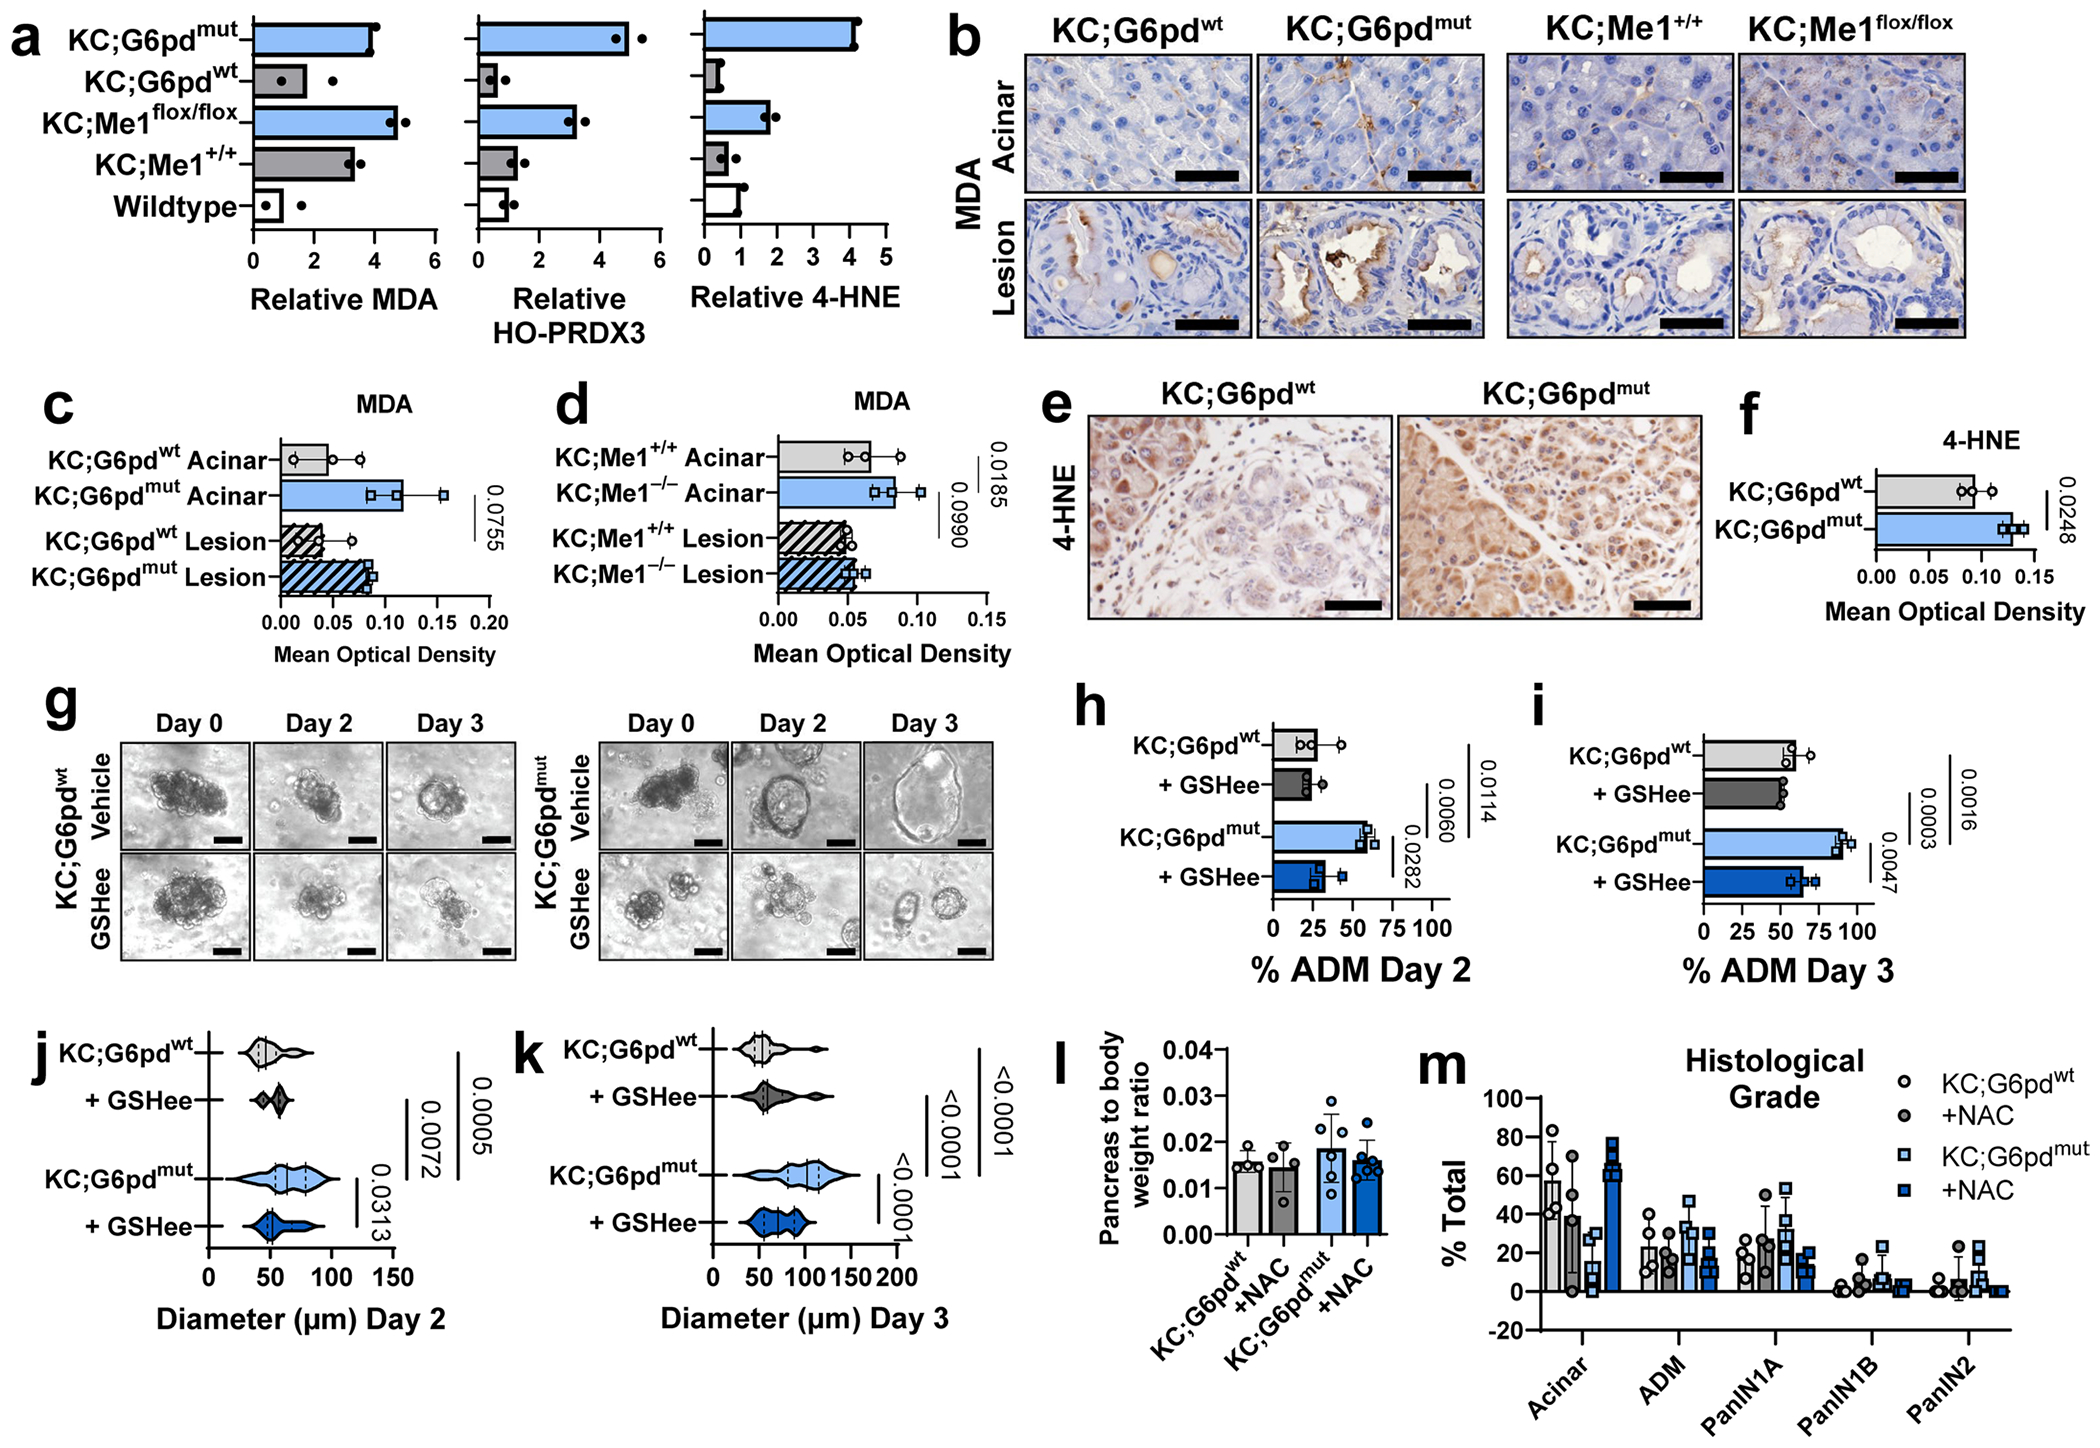
ROS markers in pancreas tissue and acinar cell cultures with antioxidant treatment. **a**. Quantification of protein levels from Fig. 4a with samples normalized to Vinculin and relative to Wildtype expression. n = 2 per genotype. The experiment was repeated twice. MDA = Malondialdehyde; HO-PRDX3 = Hyperoxidized Peroxiredoxin 3; 4-HNE = 4-hydroxynonenal. **b**. Immunostaining for MDA in pancreas of 16-week-old KC;G6pd^wt^, KC;G6pd^mut^, KC;Me1^+/+^, and KC;Me1^flox/flox^ mice, presented for acinar and lesion regions. Scale bar = 50μm. **c-d**. Quantification of mean optical density from MDA immunostaining in mouse pancreas separated by expression in acinar or lesion regions of the tissue. Each datapoint represents one mouse. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using repeated measures one-way ANOVA with Tukey’s multiple comparisons test. **e**. Immunostaining for 4-HNE in pancreas of 16-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice Scale bar = 50μm. **f**. Quantification of mean optical density from 4-HNE immunostaining. Each datapoint represents one mouse. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using repeated measures Student’s t-test (unpaired, two-tailed). **g**. Brightfield images of primary, *ex vivo* acinar cells from KC;G6pd^wt^ and KC;G6pd^mut^ mice grown in Matrigel for 0, 2, and 3 days. Cells were treated with vehicle (water) or glutathione ethyl ester (GSHee; 1 mM). Scale bars = 25μm. **h-i**. Quantification of acinar cells undergoing ADM in primary cultures at Day 2 (**h**.) and Day 3 (**i**). Grey bars are KC;G6pd^wt^ cells treated with vehicle (light) or GSHee (dark), blue bars are KC;G6pd^mut^ cells treated with vehicle (light) or GSHee (dark). Each datapoint represents one mouse. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Tukey’s multiple comparisons test. **j-k**. Violin plots showing quantification of Diameter (μm) in ADM primary cultures at Day 2 (**J**.) and Day 3 (**k**). Grey plots are KC;G6pd^wt^ cells treated with vehicle (light) or GSHee (dark), blue plots are KC;G6pd^mut^ cells treated with vehicle (light) or GSHee (dark). Plots combine 3 mice per genotype. Lines inside of the plots represent the quartiles and median. P-values were calculated using ordinary one-way ANOVA with Tukey’s multiple comparisons test. Exact p-values are as follows: KC;G6pd^wt^ vs. KC;G6pd^mut^ = 1.54×10^−13^; KC;G6pd^mut^ vs. KC;G6pd^mut^+GSHee = 2.54×10^−7^; KC;G6pd^wt^+GSHee vs. KC;G6pd^mut^+GSHee = 6.96×10^−7^. **l**. Pancreas to body weight ratios from mice of the indicated genotypes after receiving control drinking water or drinking water supplemented with NAC for 6 weeks. n = 4 KC;G6pd^wt^; n = 4 KC;G6pd^wt^ + NAC; n = 6 KC;G6pd^mut^; n = 6 KC;G6pd^mut^ + NAC. Bars represent the mean with standard deviation. Ratios are not significantly different, as calculated by using ordinary one-way ANOVA with Tukey’s multiple comparisons test. **m**. Pathological grading of pancreas tissue of the indicated genotypes after receiving control drinking water or drinking water supplemented with NAC for 6 weeks. Datapoints represent the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 4 mice for each treatment. Bars represent the mean with standard deviation.

**Extended Data Fig. 10 |:**
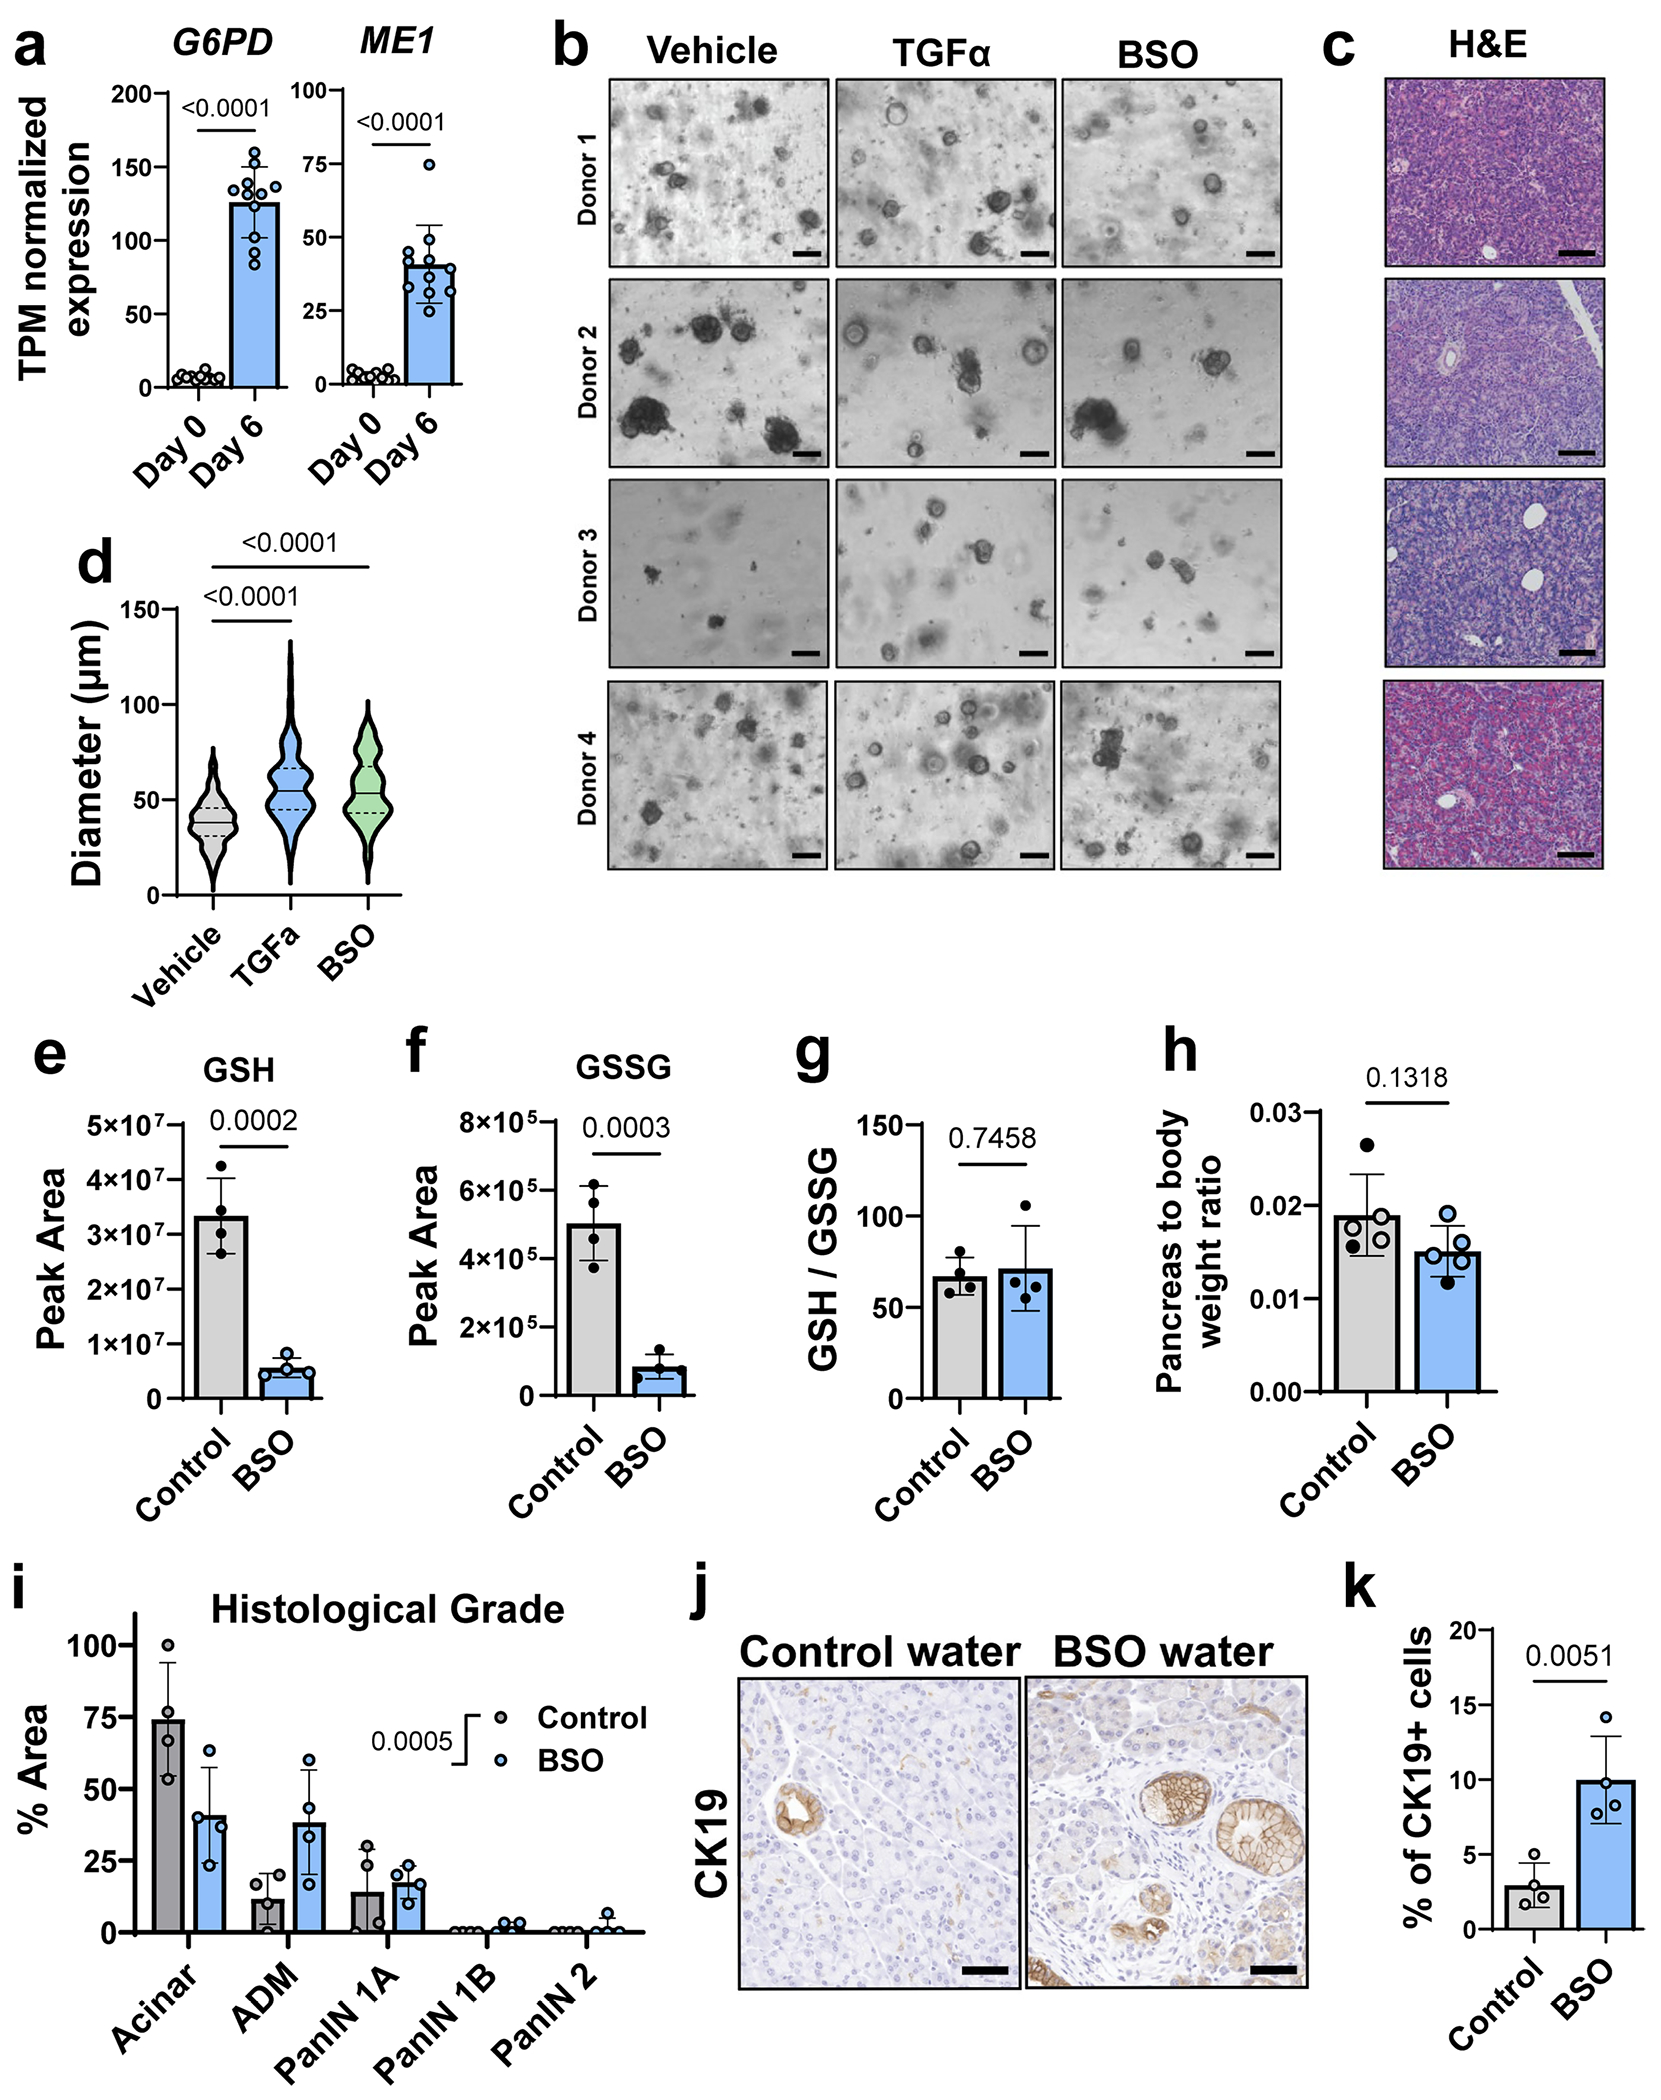
Representative cultures from donor pancreas and additional analyses in BSO-treatment experiments. **a**. Transcripts per million (TPM)-normalized expression of *G6PD* and *ME1* from RNA-sequencing of human acinar cells treated with TGFα for 6 days (n = 11). Dataset from^40^ and accessed through NCBI GEO. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). Exact p-value for *G6PD* = 1.04×10^−8^; for *ME1* = 1.06×10^−7^. **b**. Bright field images of ex vivo acinar cell cultures isolated from human pancreata (obtained from 4 independent tissue donors) at Day 0 and Day 6. Cells were treated with Vehicle (DMSO), TGFα (50 ng/mL), or buthionine sulfoximine (BSO; 100 μM). Scale bar = 100μm. **c**. Hematoxylin & eosin (H&E)-stained human donor pancreas. Tissue was adjacent to the region selected for acinar cell isolation and culture. Scale bar = 100μm. **d**. Violin plots showing quantification of Diameter (μm) in ADM primary cultures at Day 6. Grey plots are vehicle-treated cells, blue plots are TGFα-treated cells, green plots are BSO-treated. Plots combine counts from cells isolated from all 4 donors. Lines inside of the plots represent quartiles and median. P-values were calculated using two-way ANOVA with Dunnett’s multiple comparisons test. Metabolite peak areas of GSH (**e**.) and GSSG (**f**.) from pancreas tissue as determined by mass spectrometry. **g**. Ratio of GSH to GSSG peak areas. Data in **e-g**. represent male and female KC mice that were administered control or buthionine sulfoximine (BSO; 20 mM) water for 5 weeks. n = 4 mice per treatment. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **h**. Pancreas to body weight ratios from mice that received control or BSO-containing drinking water for 5 weeks. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **i**. Pathological grading of pancreas tissue. Datapoints represent the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 4 mice for each treatment. Bars represent the mean with standard deviation. P-values were calculated using a two-way ANOVA with Tukey’s multiple comparisons test. **j**. Immunostaining for cytokeratin 19 (CK19; ductal, metaplastic, neoplastic cells) in pancreata from 5-6 week old KC mice administered control or BSO-containing water for 5 weeks. Scale bar = 50μm. **k**. Percent of CK19+ cells in the pancreas as quantified from KC mice administered control or BSO-containing water for 5 weeks. n = 4 mice for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed).

## Supplementary Material

Table 1-3

Table 4-11

Ext Data 2

Ext Data 3

Ext Data 5

Ext Data 4

Ext Data 6

Ext Data 7

Ext Data 1

Ext Data 8

Ext Data 9

Ext Data 10

Reporting Summary

Source Data Fig 3

Source Data Fig 2

Source Data Fig 1

Source Data Fig 4

Source Data Fig 4 blots

Sup Figures

Sup Data 1-7

The online version contains supplementary material available at https://doi.org/10.1038/s42255-026-01496-x.

## Figures and Tables

**Fig. 1 |:**
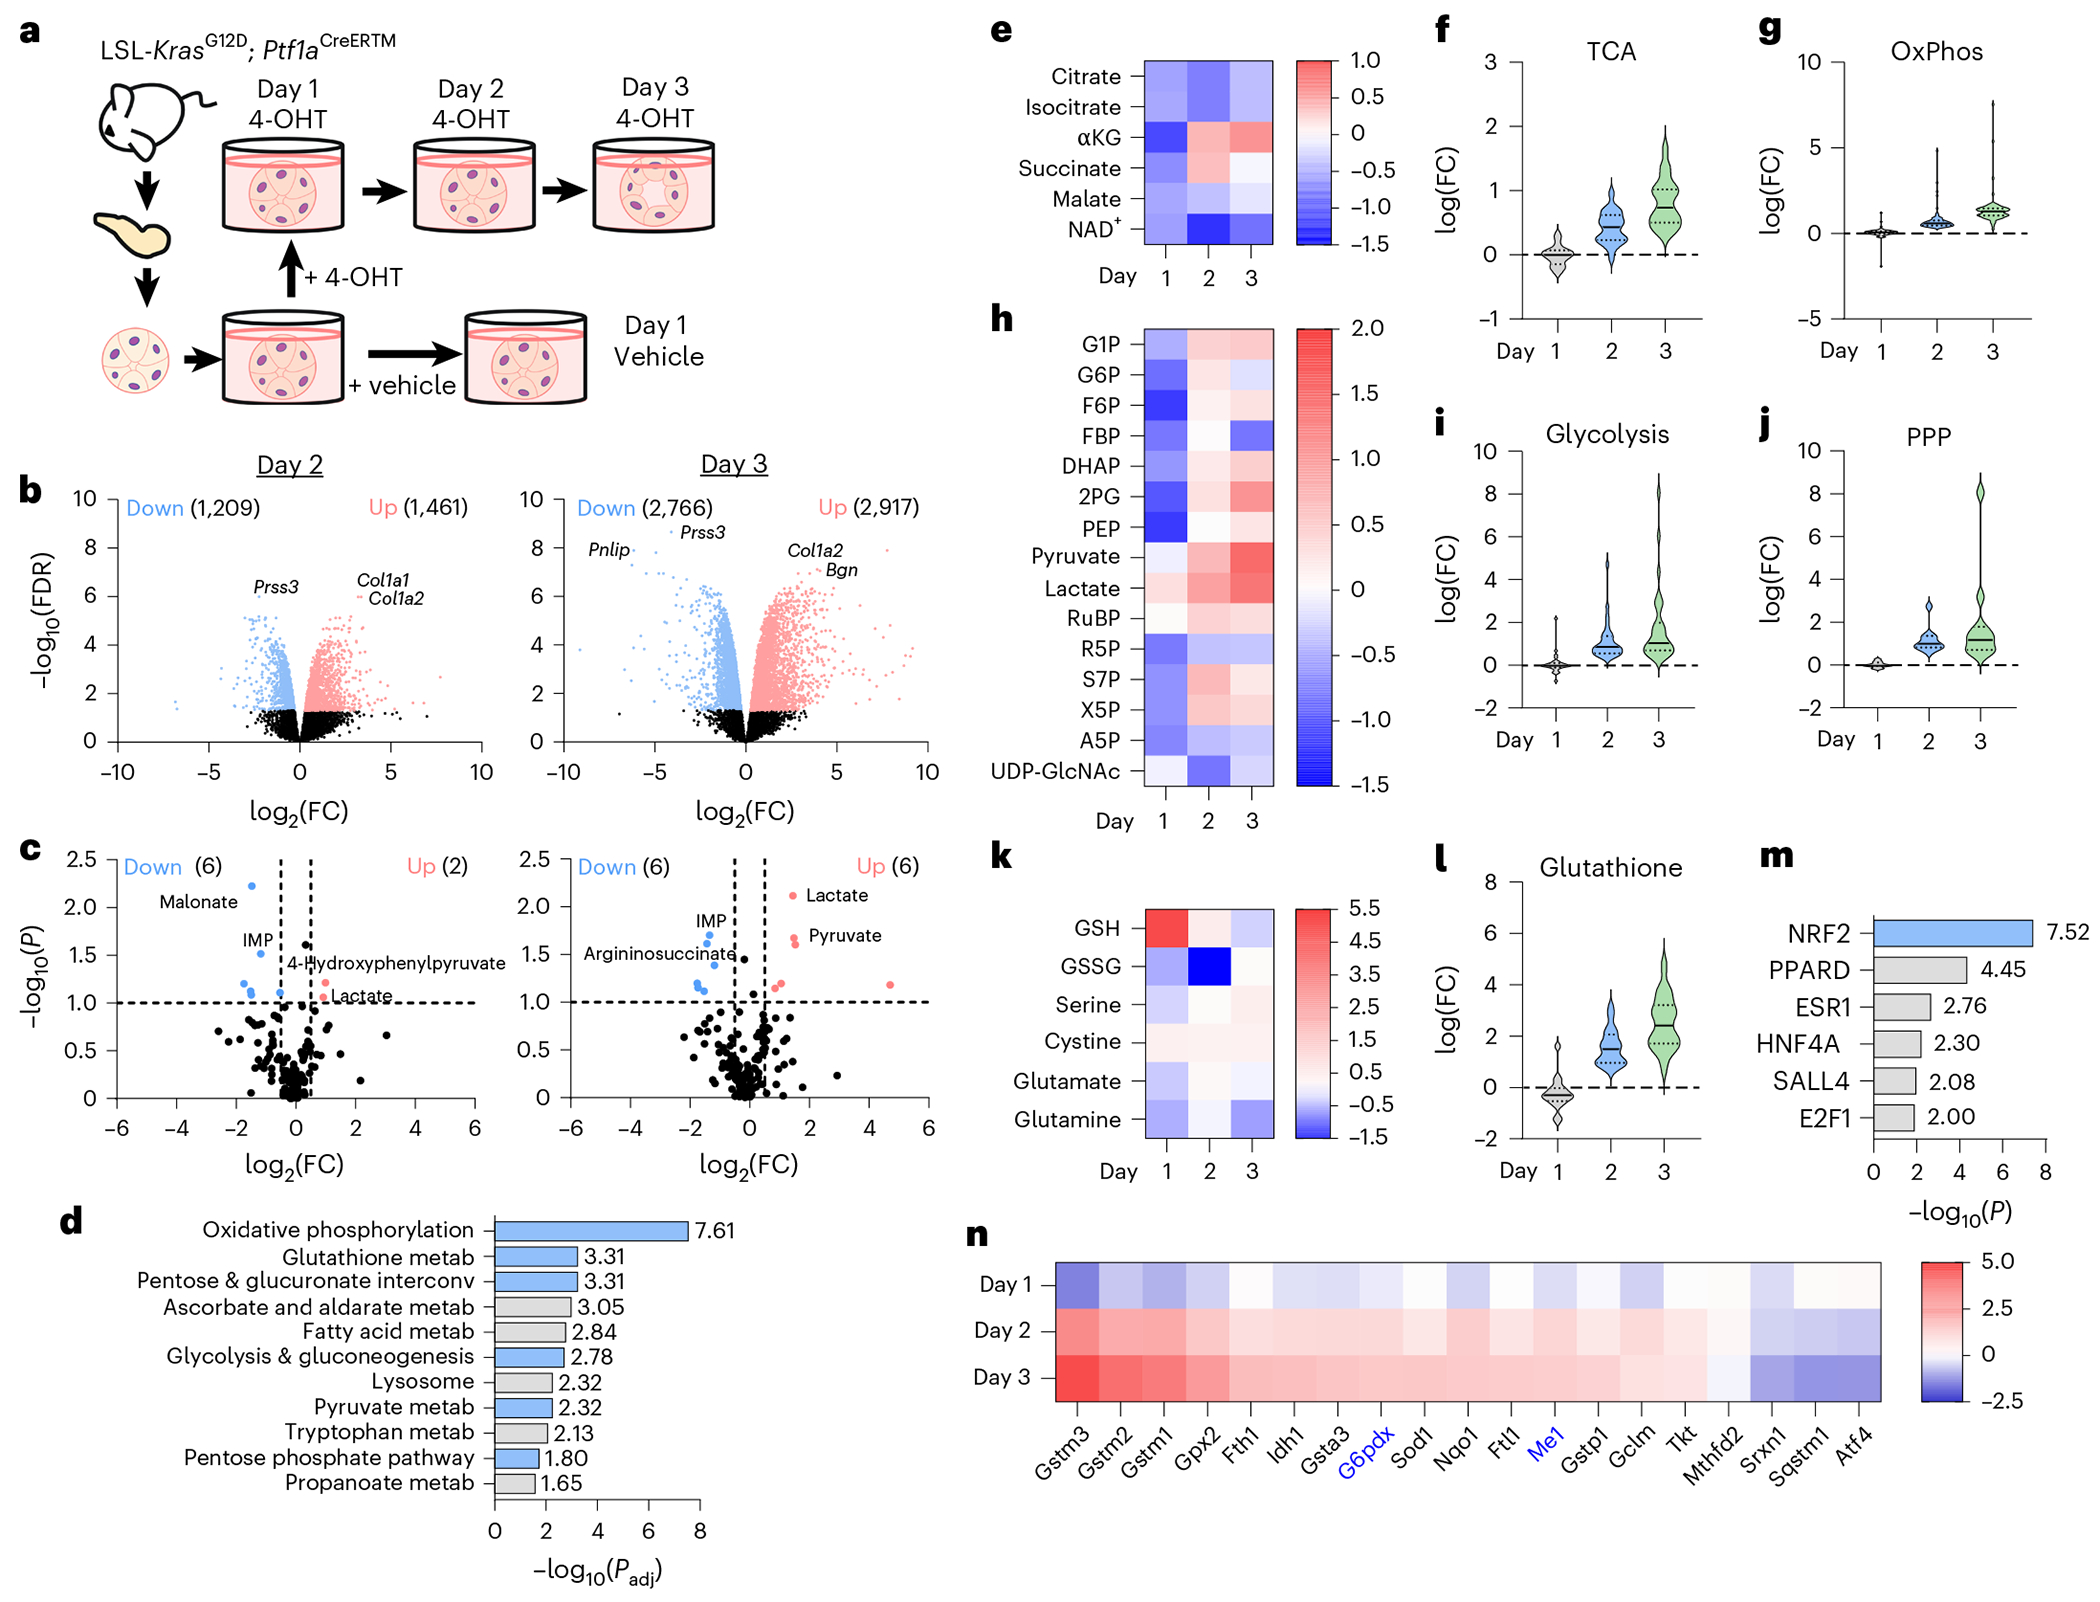
Metabolic pathways are altered during ADM. **a**, Scheme of the experimental model. Pancreata were dissected from LSL-*Kras*^G12D^; *Ptf1a*^CreERTM^ mice (*n* = 3) and acinar clusters were isolated for primary, ex vivo culture. Acinar clusters were grown free-floating in media and were treated with vehicle or 2 μM 4-OHT to induce mutant *Kras*. Cells were collected after 1, 2 or 3 days in culture. For each timepoint, cells from one well were divided for RNA extraction and metabolite analysis. **b**, Volcano plots of differentially expressed genes at day 2 and day 3 following 4-OHT treatment compared to day 1 vehicle. Significantly upregulated genes are red; significantly downregulated genes are blue. False discovery rate (FDR) < 0.05 was considered significant, log_2_(fold change (FC)) > 0.5 was considered upregulated andlog_2_(FC) < −0.5 was considered downregulated. Differential gene expression was estimated using the quasi-likelihood negative binomial generalized log-linear approach in edgeR. Volcano plots of differentially abundant metabolites when comparing day 2 and day 3 following 4-OHT treatment compared to day 1 vehicle. Significantly increased intracellular metabolites are red; decreased metabolites are blue. *P* < 0.1 was considered significant, log_2_(FC) > 0.5 was considered increased and log_2_(FC) < −0.5 was considered decreased. *P* values were calculated using a Student’s *t*-test (unpaired, two-tailed). **d**, Significant metabolism-related pathways at day 2, identified by gene set enrichment analysis (GSEA) from KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways. Blue bars highlight pathways of interest. **e**, Heatmap of detected metabolites in the TCA cycle. Scale represents log_2_(FC) of median normalized abundance relative to vehicle. **f**, Violin plot of the leading-edge genes in the TCA cycle KEGG pathway. The *y* axis represents log(FC) relative to vehicle. Lines inside the plots represent the quartiles and median. **g**, Violin plot of the leading-edge genes in the oxidative phosphorylation (OxPhos) KEGG pathway. The *y* axis represents log(FC) relative to vehicle. Lines inside the plots represent the quartiles and median. **h**, Heatmap of metabolites related to glycolysis and the PPP. Scale represents log_2_(FC) of median normalized abundance relative to vehicle. **i**, Violin plot of the leading-edge genes in the glycolysis and gluconeogenesis KEGG pathway. The *y* axis represents log(FC) relative to vehicle. Lines inside the plots represent the quartiles and median. **j**, Violin plot the leading-edge genes in the PPP KEGG pathways. The *y* axis represents log(FC) relative to vehicle. Lines inside the plots represent the quartiles and median. **k**, Heatmap of metabolites related to glutathione metabolism. Scale represents log_2_(FC) of median normalized abundance relative to vehicle. GSSG, oxidized glutathione. **l**, Violin plot of leading-edge genes in the glutathione metabolism KEGG pathway. The *y* axis represents log(FC) relative to vehicle. Lines inside the plots represent the quartiles and median. **m**, Transcription factor enrichment analysis generated using Enrichr from ENCODE and ChEA consensus transcription factors. The top 500 upregulated genes from day 2 were analysed. The blue bar highlights a transcription factor of interest. Enrichr was used to identify differentially enriched pathways and calculate *P* values with Fisher’s exact test. **n**, Heatmap showing log(FC) of significantly differentially expressed NRF2-target genes. Genes under investigation are indicated with blue text.

**Fig. 2 |:**
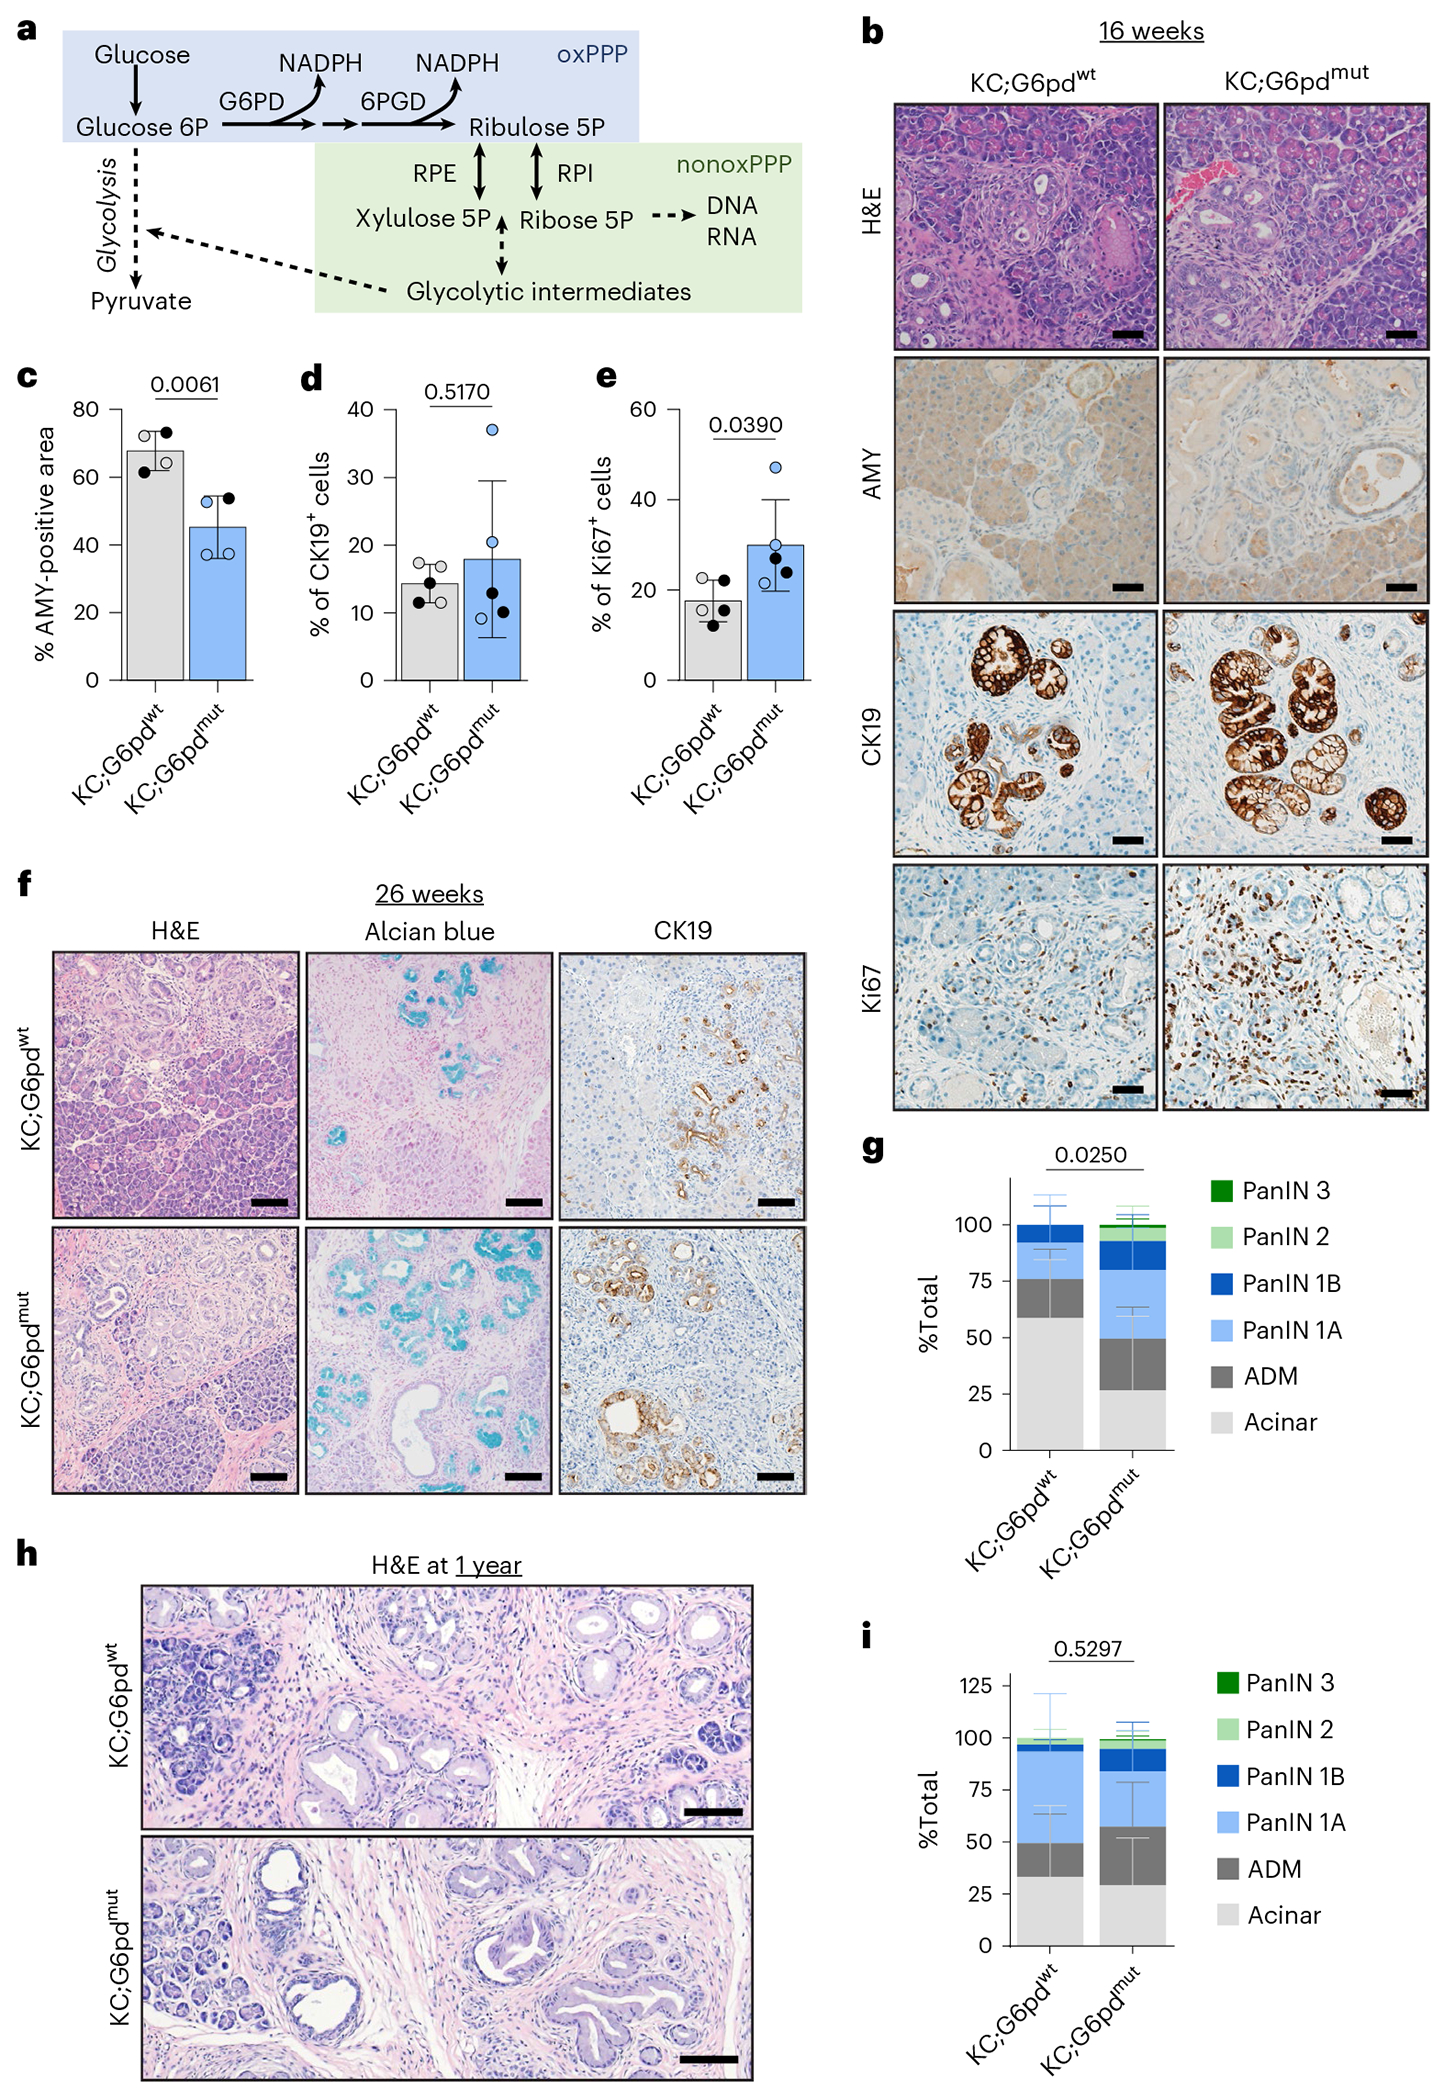
G6PD deficiency accelerates ADM and PanIN. **a**, Schematic of the PPP. In the first step of glycolysis, glucose is converted into glucose 6-phosphate (glucose 6P). G6PD, the first and rate-limiting enzyme of the oxidative PPP (oxPPP; blue), converts glucose 6P into 6-phosphogluconolactone and NADPH. Another NADPH-producing enzyme in the oxPPP, 6-phosphogluconate dehydrogenase (6PGD), generates ribulose 5-phosphate (ribulose 5P). Ribulose 5P can be used in the nonoxidative PPP (nonoxPPP; green) by the enzymes ribulose-5-phosphate 3-epimerase (RPE) and ribose-5-phosphate isomerase (RPI) to generate intermediate metabolites that enter glycolysis or nucleic acid biosynthesis, including ribose 5-phosphate (ribose 5P). **b**, H&E staining and immunostaining for amylase (AMY; acinar cells), cytokeratin 19 (CK19; ductal, metaplastic, neoplastic cells) and Ki67 (proliferation) in pancreata from 16-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Scale bars, 50 μm. **c**, Percentage of AMY-positive area in pancreata as quantified from male (closed circles) and female (open circles) KC;G6pd^wt^ and KC;G6pd^mut^ mice at 16 weeks; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a Student’s *t*-test (unpaired, two-tailed). **d**,**e**, Percentage of CK19^+^ cells (**d**) and Ki67^+^ cells (**e**) in the pancreas as quantified from male (closed circles) and female (open circles) KC;G6pd^wt^ and KC;G6pd^mut^ mice at 16 weeks; *n* = 5 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a Student’s *t*-test (unpaired, two-tailed). **f**, H&E staining, Alcian Blue staining (for PanIN-produced mucins) and CK19 (ductal, metaplastic, neoplastic cells) immunostaining in 26-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Scale bars, 100 μm. **g**, Pathological grading of pancreas tissues from 26-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice, representing the percentage of total tissue area with acinar cells, ADM and PanIN lesions; *n* = 5 KC;G6pd^wt^ mice; *n* = 7 KC;G6pd^mut^ mice. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with Tukey’s post hoc test. **h**, H&E staining in 1-year-old KC;G6pd^wt^ and KC;G6pd^mut^ mice. Scale bars, 100 μm. **i**, Pathological grading of pancreas tissues from 1-year-old KC;G6pd^wt^ and KC;G6pd^mut^ mice, representing the percentage of total tissue area with acinar cells, ADM and PanIN lesions; *n* = 5 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with Tukey’s post hoc test.

**Fig. 3 |:**
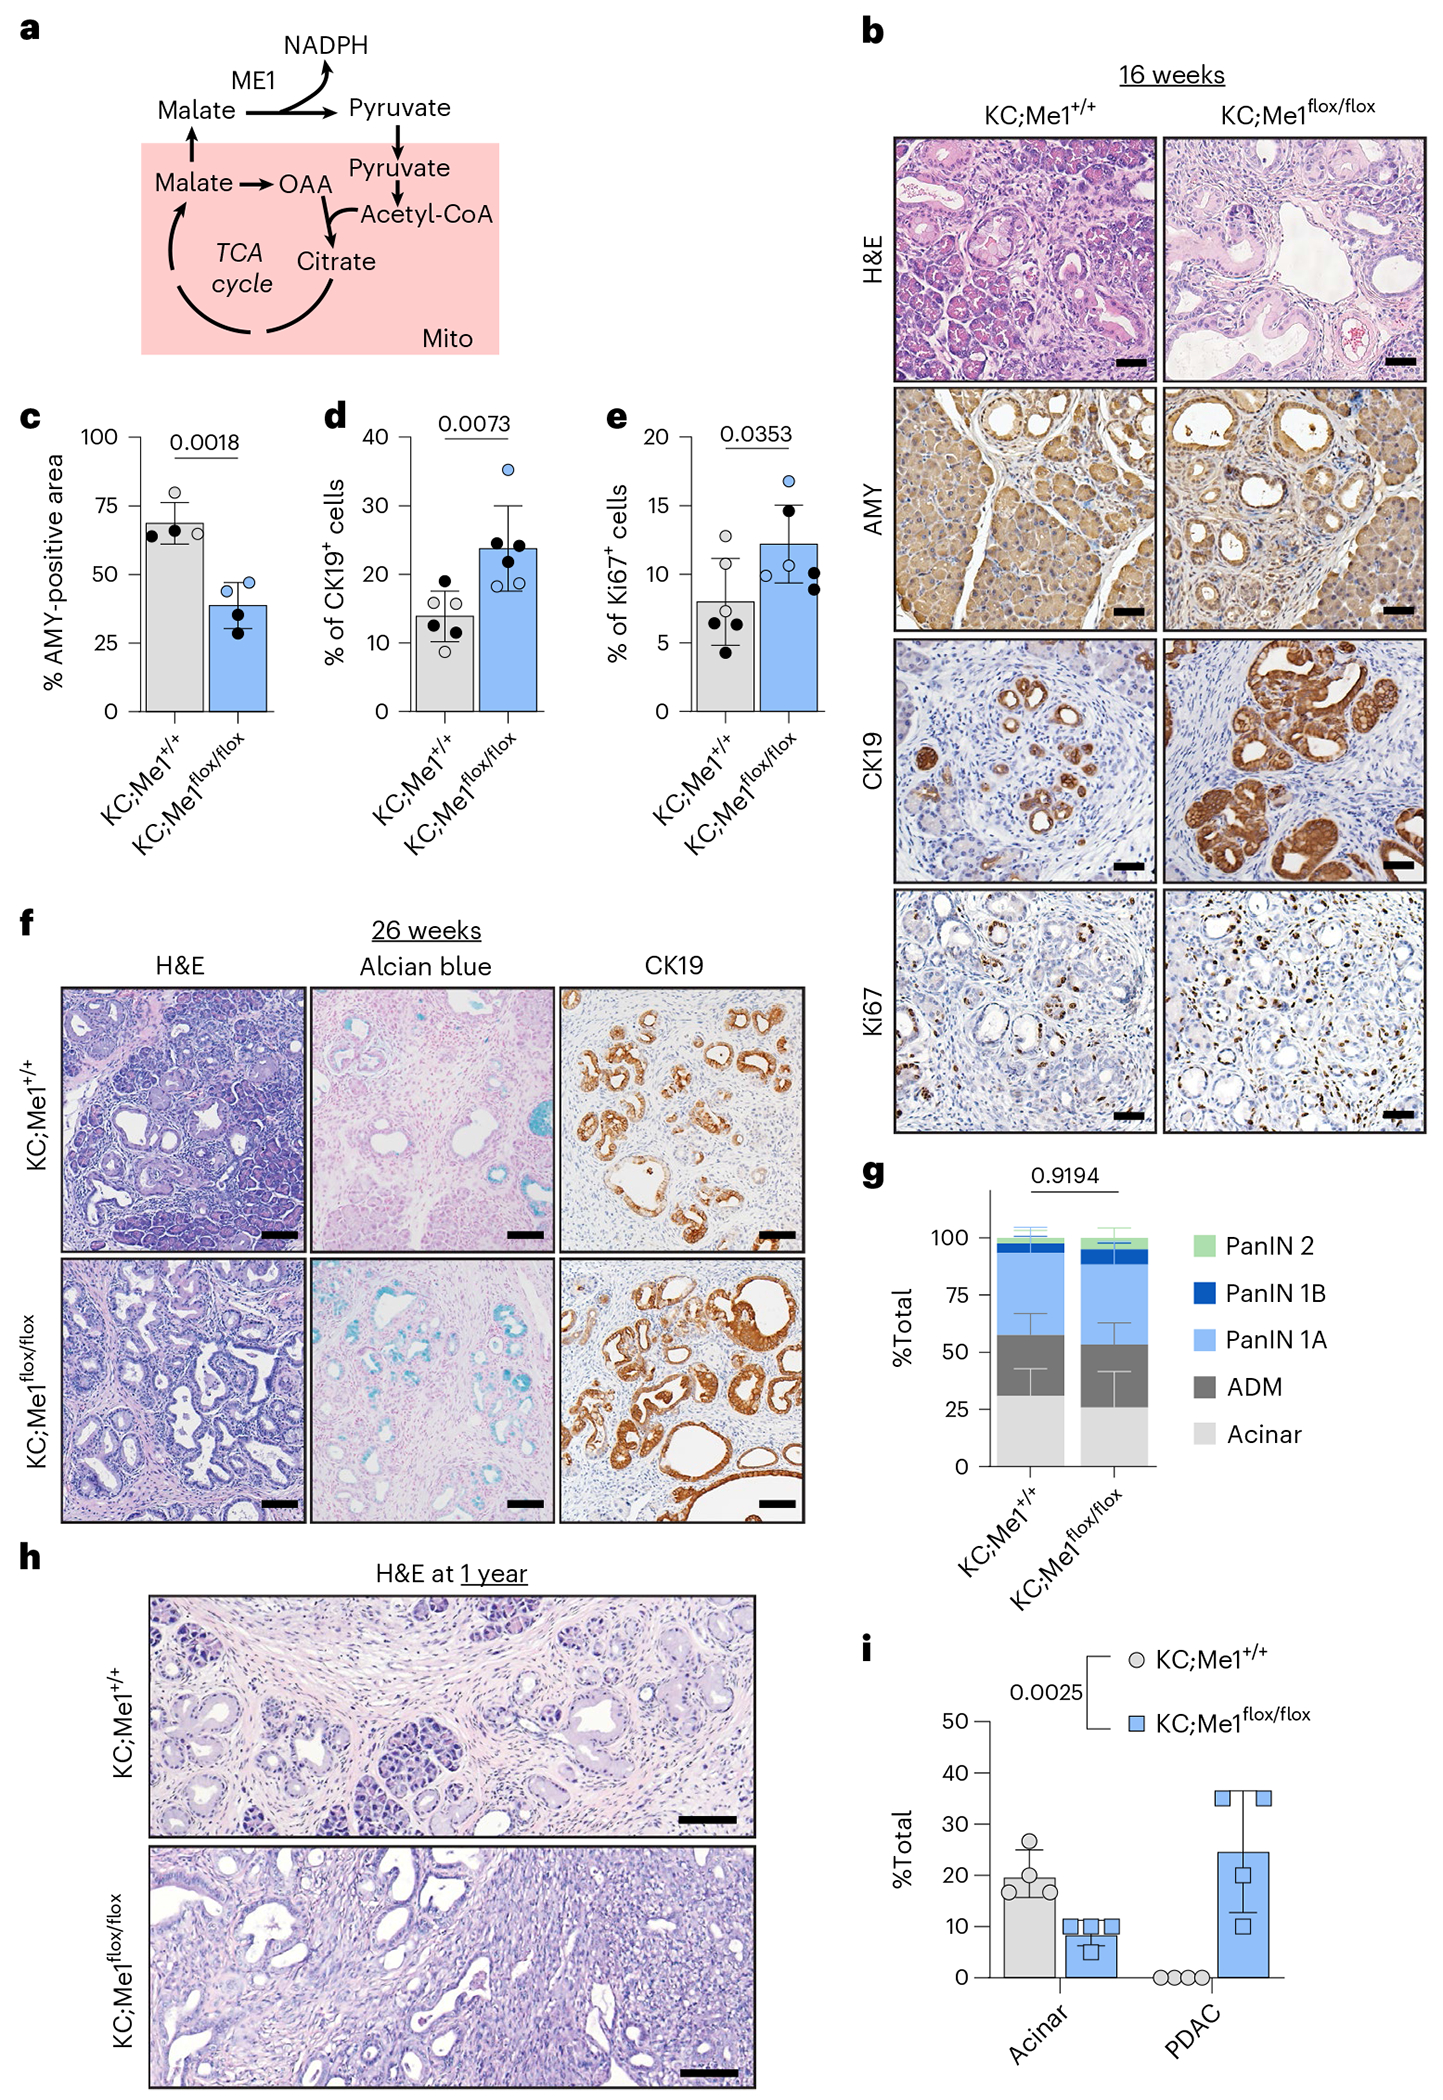
*Me1* loss accelerates the formation of early precursor lesions and PDAC progression. **a,** Schematic of malic enzyme 1 (ME1) function and related metabolic pathways. ME1 is a cytosolic enzyme that converts malate to pyruvate, generating NADPH in the process. Malate can come from the cytosol or be transported across the mitochondrial membrane from the TCA cycle. The pyruvate generated by ME1 can enter the TCA cycle. Mitochondria (Mito) presented in pink. **b**, H&E staining and immunostaining for AMY (acinar cells), CK19 (ductal, metaplastic, neoplastic cells) and Ki67 (proliferation) in pancreas of 16-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Scale bars, 50 μm. **c**, Percentage of AMY-positive area in pancreas as quantified from male (closed circles) and female (open circles) KC;Me1^+/+^ and KC;Me1^flox/flox^ mice at 16 weeks; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a Student’s *t*-test (unpaired, two-tailed). **d**,**e**, Percentage of CK19^+^ cells (**d**) and Ki67^+^ cells (**e**) in the pancreas as quantified from male (closed circles) and female (open circles) KC;Me1^+/+^ and KC;Me1^flox/flox^ mice at 16 weeks; *n* = 6 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a Student’s *t*-test (unpaired, two-tailed). **f**, H&E staining, Alcian Blue staining (for PanIN-produced mucins) and CK19 (ductal, metaplastic, neoplastic cells) immunostaining in 26-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Scale bars, 100 μm. **g**, Pathological grading of pancreas tissues from 26-week-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice, representing the percentage of total tissue area with acinar cells, ADM and PanIN lesions; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with Tukey’s post hoc test. **h**, H&E staining in 1-year-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice. Scale bar, 100 μm. **i**, Pathological grading of pancreas tissues from 1-year-old KC;Me1^+/+^ and KC;Me1^flox/flox^ mice, representing the percentage of total tissue area with acinar cells and PDAC; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with Tukey’s post hoc test.

**Fig. 4 |:**
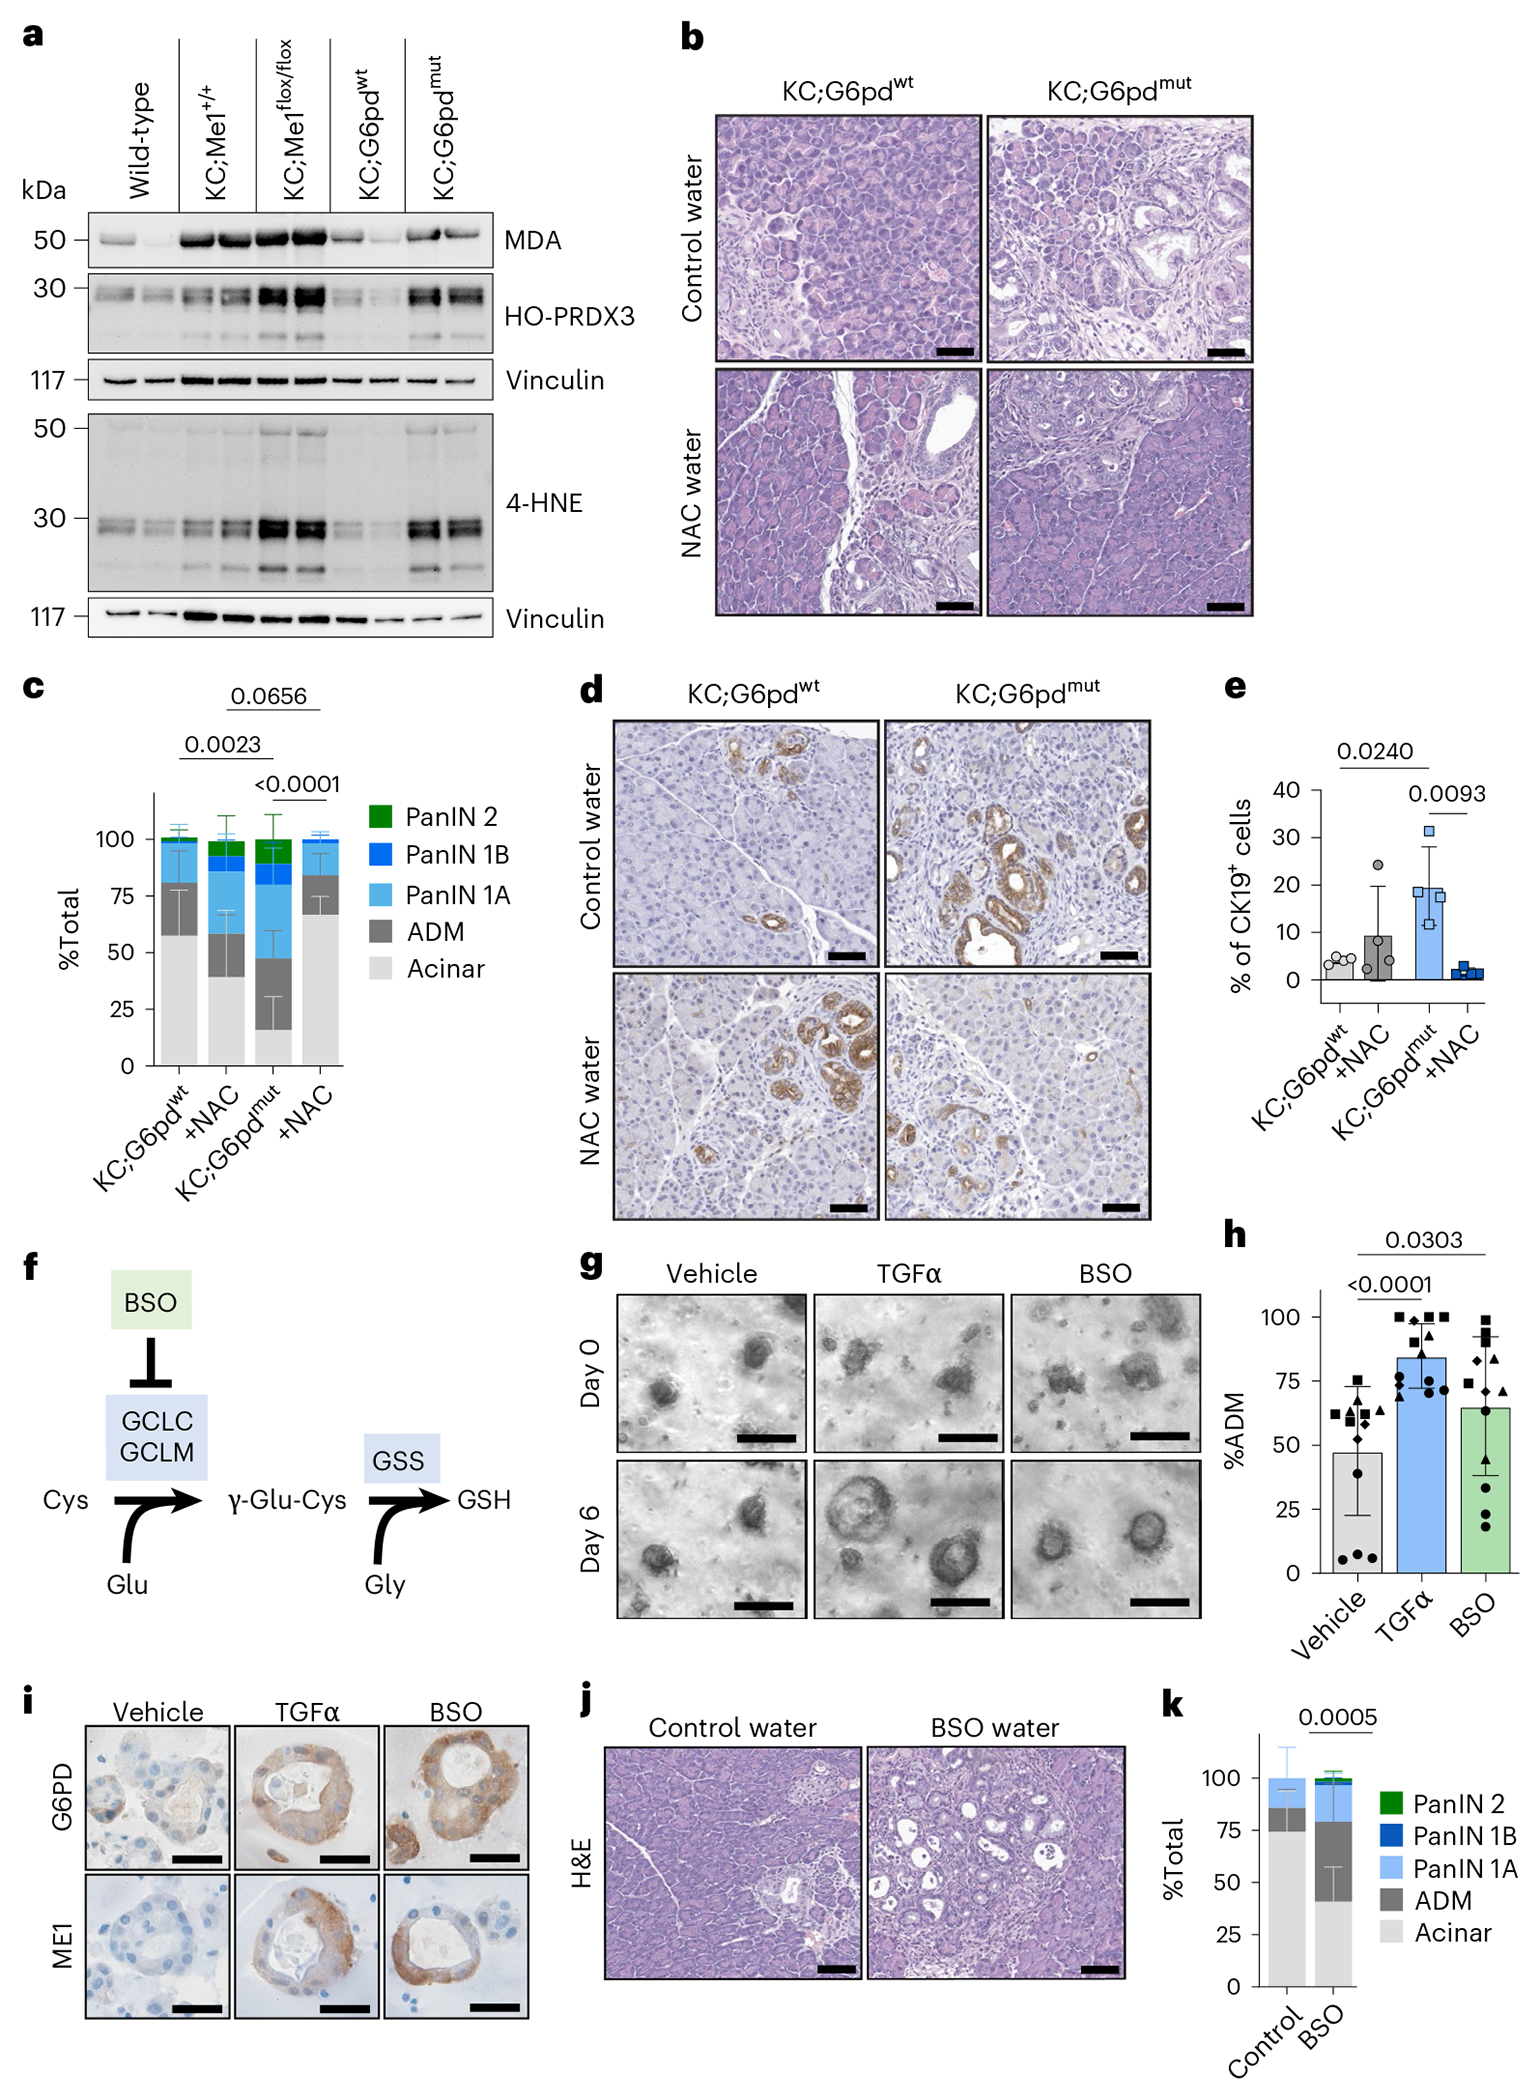
Antioxidants regulate precancerous lesion formation. Western blots for lipid peroxidation markers malondialdehyde (MDA), hyperoxidized peroxiredoxin 3 (HO-PRDX3) and 4-hydroxynonenal (4-HNE) normalized to Vinculin loading control. Samples are pancreas lysates (*n* = 2 per genotype). Western blot was repeated two independent times. **b**, H&E staining of pancreas from 11–12-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice after administration of control or *N*-acetylcysteine (NAC; 30 mM)-containing water for 5–6 weeks. Scale bars, 50 μm. **c**, Pathological grading of pancreas tissues from KC;G6pd^wt^ and KC;G6pd^mut^ mice from **b** representing the percentage of total tissue area with acinar cells, ADM and PanIN; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with multiple comparisons. Where *P* < 0.0001, the exact value is 1.0 × 10^−5^. Immunostaining for CK19 (ductal, metaplastic, neoplastic cells) in pancrease of 11–12-week-old KC;G6pd^wt^ and KC;G6pd^mut^ mice after administration of untreated or *N*-acetylcysteine water for 5–6 weeks. Scale bars, 50 μm. **e**, Percentage of CK19^+^ cells in the pancreas as quantified from male (closed circles) and female (open circles) KC;G6pd^wt^ and KC;G6pd^mut^ mice in **d**; *n* = 4 mice for each genotype. Bars represent the mean values; error bars, s.d. *P* values were calculated using ordinary one-way ANOVA with Tukey’s multiple comparisons test. **f**, Schematic of de novo glutathione synthesis. Intracellular cysteine (Cys) is converted to glutathione (GSH). The rate-limiting enzyme glutamate cysteine ligase (GCL) is made up of a catalytic subunit (GCLC) and a regulatory, modifier subunit (GCLM). GCL catalyses the condensation of cysteine and glutamate (Glu) to the dipeptide precursor γ-glutamylcysteine (γ-Glu-Cys). Glutathione synthetase (GSS) catalyses the condensation of γ-Glu-Cys and glycine (Gly) to GSH. Buthionine sulfoximine (BSO) inhibits GCL. **g**, Brightfield images of primary acinar cell cultures isolated from human donor pancreata at day 0 and day 6. Cells were treated with vehicle (DMSO), TGFα (50 ng ml^−1^) or BSO (100 μM). Scale bars, 100 μm. **h**, Quantification of acinar cells undergoing ADM in primary cultures at day 6 in vehicle-treated, TGFα-treated and BSO-treated cells. Each symbol shape represents technical duplicates from a unique donor (*n* = 4 donor pancreata). Bars represent the mean values; error bars, s.d. *P* values were calculated using repeated measures one-way ANOVA with Dunnett’s multiple comparisons test. Where *P* < 0.0001, the exact value is 6.1 × 10^−5^. **i**, Representative immunostaining for G6PD and ME1 from human ADM primary cultures at day 6. Scale bars, 25 μm. **j**, H&E staining in pancreata from 5–6-week-old KC mice administered control or BSO-containing water for 5 weeks. Scale bars, 50 μm. **k**, Pathological grading of pancreata from 5–6-week-old KC mice administered control or BSO-containing water for 5 weeks. Datapoints represent the percentage of total tissue area with acinar cells, ADM and PanIN lesions; *n* = 4 mice for each treatment. Bars represent the mean values; error bars, s.d. *P* values were calculated using a two-way ANOVA with Tukey’s multiple comparisons test.

## Data Availability

RNA-seq data from this study, referenced in Fig. 1, are publicly available from NCBI’s Gene Expression Omnibus (GEO) database (GSE313699). RNA-seq data referenced in Extended Data Fig. 6 are publicly available from the University of Michigan’s Deep Blue Data Repository (10.7302/nd65-zg69)^31^. Human ADM RNA-seq data referenced in Extended Data Fig. 10 were obtained from GEO (GSE179248)^40^. All metabolomics datasets are available in Supplementary Tables 4–11. Source data are provided with this paper.

# Supplementary material for: NADPH-producing enzymes restrict the formation of pancreatic precancerous lesions
**Source:** Nat Metab. Author manuscript; Available in PMC 2026 May 7.
**Supplement:** Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	RNA isolation and RNA-sequencing from acinar cell cultures: Acinar cells were grown free floating in non-tissue culture treated 6-well plates for RNA isolation. Primary acinar cell cultures were harvested by centrifugation for 2 minutes at 300 g. Half of the cell pellet was lysed in RLT buffer containing 1% β-mercaptoethanol (Sigma, M6250), flash frozen in liquid nitrogen, and stored at -80°C for brief storage. Samples were quickly thawed and passed through a Qiasredder column (Qiagen, 79654). RNA was purified using a RNeasy Plus Mini Kit (Qiagen, 74136) and analyzed on a Nanodrop 2000c (Thermo Scientific) spectrophotometer for quantification. RNA was further assessed with a Qubit Assay to determine concentration and quality assessment with an Agilent TapeStation through the University of Michigan Advanced Genomics Core. All samples for sequencing had a RIN greater than 7.9 and a DV200 greater than 90. Samples were submitted to GENEWIZ from Azenta Life Sciences for standard RNA-sequencing using Illumina NovaSeq X Plus with 20 million reads per sample and rRNA removal using PolyA selection for mRNA species. ERCC RNA Spike-In Mix (Cat: #4456740) from ThermoFisher Scientific, was added to normalized total RNA prior to library preparation following manufacturer’s protocol. RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94°C. cDNA fragments were end repaired and adenylated at 3’ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA) and quantified by Qubit 3.0 Fluorometer (Invitrogen, Carlsbad, CA) and quantitative PCR (KAPA Biosystems, Wilmington, MA, USA).
Data analysis	RNA-sequencing: RNA-sequencing fastq reads were transferred to the University of Michigan Great Lakes computational cluster for pseudoalignment to the mouse genome (Gencode version M35) using Salmon v1.9.043 to generate a counts per sample matrix. RNA-sequencing counts matrices were analyzed in edgeR to identify differentially expressed genes between experimental conditions. The expression data were filtered to remove genes with low counts using the edgeR filterByExpr() function with default settings. Normalization factors and dispersion parameters were then calculated prior to generating a log2-transformed counts per million (cpm) matrix for analysis.

Overall gene expression patterns per sample were first visualized with a multidimensional scaling plot. Differential gene expression between each timepoint (Day1/2/3) and Vehicle control was estimated using the quasi-likelihood negative binomial generalized log-linear approach in edgeR. Genes were considered differentially expressed between a treatment and control at a false discovery rate (FDR) adjusted p-value less than 0.05. Enriched differentially expressed genes per treatment were identified using Gene Set Enrichment Analysis via FGSEA44. To identify enriched transcription factor binding in differentially expressed gene lists, the top 500 overexpressed or under-expressed genes within a condition were uploaded to the Enrichr web tool^{25–27} to quantify enrichment for ENCODE and ChEA consensus transcription factor targets. We visualized gene expression patterns using pheatmap() in R or using GraphPad Prism. Analyses were conducted using R software version 4.2.2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-sequencing from this study, referenced in Figure 1, is publicly available from NCBI's Gene Expression Omnibus (GEO) database (GSE313699). RNA-sequencing data referenced in Extended Data Figure 6 is publicly available from University of Michigan's Deep Blue Data Repository (10.7302/nd65-zg69). Human ADM RNA-sequencing data referenced in Extended Data Figure 10 was obtained from GEO (GSE179248). All metabolomics datasets are available in Supplementary Datasets 1–8.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Sex and gender were not factored into analyses. Experiments were performed using donor pancreas from pancreas from 1 female and 3 males.

Reporting on race, ethnicity, or other socially relevant groupings

Race, ethnicity, or other socially relevant groupings were not factored into analyses. Experiments were performed using pancreas from 3 White patients and 1 African American patient.

Population characteristics

Donors were between the ages of 49–66

Recruitment

Acquisition of donor pancreas for research purposes through the Gift of Life Michigan (Ann Arbor, MI) has been described (PMID: 37021392). Donor pancreata that were ineligible for transplant or for which there were no eligible recipients were collected at the Gift of Life Michigan Donor Care Center and transported to the University of Michigan. Written consent from family members for utilization of tissues for research was obtained by the Gift of Life Michigan. Upon arrival, the pancreas was dissected into head, body, and tail regions by a pancreaticobiliary surgeon. Tissue was used for primary, ex vivo acinar cultures. An adjacent region was fixed overnight in Z-fix (Anatech Ltd), rinsed with PBS and 70% ethanol, and paraffin-embedded for histology. Acquisition and use of donor pancreas for research purposes was approved by the Gift of Life Michigan research review group and the University of Michigan Institutional Review Board (HUM00025339). We have obtained informed consent and the studies complied with all relevant ethical regulations.

Ethics oversight

Acquisition and use of donor pancreas for research purposes was approved by the Gift of Life Michigan research review group and the University of Michigan Institutional Review Board (HUM00025339).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications (PMID: 26947075, 31983610, 21734707). Sample sizes were selected based on standard experimental group sizes to achieve acceptable power taking into account the increased variability of animal models (3–4 replicates for ex vivo experiments, and 4–12 replicates for in vivo experiments).

Data exclusions	No animals were excluded from analyses. No datapoints were excluded from analyses, except in Extended Data Figure 10d where two outlier datapoints were removed. Outliers were identified by analyzing the raw dataset in GraphPad Prism using the ROUT (Robust Regression and Outlier Removal) method, Q=1%.
Replication	Experiments were repeated at least once and results were replicated, except for RNA-seq and metabolomics experiments which were performed once with independent biological replicates. Samples from animals were collected on several different days, from different litters, and handled by multiple investigators. Staining was performed by at least two independent investigators and replicated on separate days. RNA-seq and metabolomics experiments were run once using samples prepared from 3 biological replicates. Where applicable, sample size (n) of biological replicates and technical replicates are indicated in figure legends.
Randomization	Animals with the relevant genotypes were randomly placed into groups to collect tissue at each timepoint. Staining, analysis, and quantification were performed on samples from each group at random. However, for each timepoint and analysis, both male and female samples in approximately equal ratios were included.
Blinding	For staining from mouse tissues: an investigator imaged samples and genotypes were known. The images were then de-identified, randomized, and positive signal was quantified using QuPath software by a separate investigator in a blinded manner. For tissue grading, slides were de-identified, imaged, and graded by a pathologist in a blinded manner.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Goat anti-Carboxypeptidase A1 (CPA1), R & D Systems Cat# AF2765, Lot: WOD0124121, RRID:AB_2085841 Mouse anti-Malondialdehyde (MDA), Abcam Cat# ab243066, Lot: 1105129-13, RRID:AB_3662056 Rabbit anti-Hydroperoxidized Peroxiredoxin-3 (PRDX3), Cayman Chemicals Cat# 39888, Batch: 0807961-1 Rabbit anti-NADPH:quinone oxidoreductase 1(NQO1), Atlas Antibodies Cat# HPA007308, Lot: C117281, RRID:AB_1079501 Rabbit anti-Glucose-6-phosphate dehydrogenase (G6PD), Abcam Cat# ab993, Lot: GR274589-51, RRID:AB_296714 Rabbit anti-Malic enzyme 1 (ME1), Proteintech Cat# 16619-1-AP, RRID:AB_2143821 Rabbit anti-Malic enzyme 1 (ME1), Santa Cruz Biotechnology Cat# sc-100569, Lot: L1821, RRID:AB_2143832 Rat anti-Cytokeratin 19 (CK19; TROMA-III), Developmental Studies Hybridoma Bank, TROMA-III-c, RRID:AB_2133570 Rabbit anti-Ki67, Abcam, ab15580, Lot:1063776-1, RRID:AB_443209 Rabbit anti-Amylase, Sigma-Aldrich, A8273, Lot: 0000121533, RRID:AB_258380 Rabbit anti-4-Hydroxynonenal (4-HNE), Abcam, ab46545, Lot: GR3342496-2, RRID:AB_722490 Rabbit anti-Vinculin, Cell Signaling Technology Cat# 13901, Lot: 10, RRID:AB_2728768 Mouse anti-alpha-Tubulin, Cell Signaling Technology Cat# 3873, Lot: 19, RRID:AB_1904178 Horse anti-Mouse biotinylated secondary, Vector Laboratories Cat# BA-2000, Lot: ZH1018, RRID:AB_2313581 Horse anti-Rabbit biotinylated secondary, Vector Laboratories, Lot: ZH0421, BA-1100, RRID:AB_2336201 Goat anti-Rat biotinylated secondary, Vector Laboratories, Lot:ZJ0607, A-9400, RRID:AB_2336202 Rabbit anti-Goat HRP-conjugated secondary, R & D Systems Cat# HAF017, RRID:AB_562588 Horse anti-Mouse HRP-conjugated secondary, Cell Signaling Technology Cat# 7076, RRID:AB_330924 Goat anti-Rabbit HRP-conjugated secondary, Cell Signaling Technology Cat# 7074, RRID:AB_2099233
Validation	CPA1 - From the vendor, "Detects mouse Carboxypeptidase A1/CPA1 in direct ELISAs and Western blots. In direct ELISAs, approximately 20% cross-reactivity with recombinant human (rh) CPA1 is observed and approximately 10% cross-reactivity with rhCPA2, rhCPB1, and recombinant mouse CPA4 is observed" MDA - From the vendor, "Specific for MDA conjugated proteins. Does not detect free MDA. Does not cross-react with Acrolein, Crotonaldehyde, Hexanoyl Lysine, 4-HHE, 4-HNE, or Methylglyoxal modified proteins. Anti-Malondialdehyde antibody [11E3] (ab243066) is a mouse monoclonal antibody and is validated for use in Western Blot (WB), Immunohistochemistry (IHC-P)." Relevant citation: PMID: 31983610 NQO1 - From the registry, "Independent validation by the NYU Lagone was performed for: IHC. This antibody was found to have the following characteristics: Functional in human:TRUE, NonFunctional in human:FALSE, Functional in animal:TRUE, NonFunctional in animal:FALSE." From the vendor, "Anti-NQO1 antibody produced in rabbit, a Prestige Antibody, is developed and validated by the

Human Protein Atlas (HPA) project . Each antibody is tested by immunohistochemistry against hundreds of normal and disease tissues. These images can be viewed on the Human Protein Atlas (HPA) site. The antibodies are also tested using immunofluorescence and western blotting." Relevant citations: PMID: 21734707, 40588523.

G6PD - From the vendor, "Suitable for IP, WB, ICC/IF and reacts with Mouse, Human samples. Cited in 65 publications. Immunogen corresponding to Synthetic Peptide within Human Glucose-6-phosphate 1-dehydrogenase aa 50-100."

ME1 (Proteintech) - From the vendor, "KD/KO Validated. Positive WB detected in HeLa cells, mouse liver tissue, mouse placenta tissue, MCF-7 cells, rat liver tissue. Positive IP detected in mouse liver tissue. Positive IHC detected in human liver tissue, human placenta tissue. Note: suggested antigen retrieval with TE buffer pH 9.0; Alternatively, antigen retrieval may be performed with citrate buffer pH 6.0. Positive IF/ICC detected in HeLa cells."

ME1 (Santa Cruz) - From the vendor, "ME1 Antibody (99.1) is a mouse monoclonal IgG1 κ , cited in 10 publications, provided at 100 μ g/ml. Raised against recombinant ME1 of human origin recommended for detection of ME1 of mouse, rat and human origin by WB, IP, IF, IHC(P) and ELISA."

CK19 - From the registry, "Independent validation by the NYU Langone was performed for: IHC." Relevant citations: PMID: 6933460, 36727849

KI67 - KO validated by Abcam. From the vendor "Ab15580 is batch tested in ICC/IHC. A variability in IHC-Fr performance can occur with this antibody but we can guarantee consistency in IHC-P." From the registry, "Independent validation by the NYU Langone was performed for: IHC."

Amylase - From the registry, "Used for cytometry time of flight assay by the Human Islet Research Network community. PMIDs: 27732837." Relevant citations: PMID:32768422, 29153842

4-Hydroxynoneal - From the vendor " Suitable for WB and reacts with Chemical samples. Cited in 658 publications. Immunogen corresponding to Chemical / Small Molecule corresponding to 4-Hydroxynonenal." From the registry, "Independent validation by the NYU Langone was performed for: IHC."

Vinculin - From the vendor, "Vinculin (E1E9V) Rabbit Monoclonal Antibody recognizes endogenous levels of total vinculin protein. This antibody also reacts with metavinculin, a 145 kDa splice variant of vinculin. Species Reactivity: Human, Mouse, Rat, Monkey. Approved Applications: Flow Cytometry (Fixed/Permeabilized), IHC Leica Bond, Immunohistochemistry (Paraffin), Simple Western, Western Blotting. 685 citations."

alpha-Tubulin - From the vendor, "alpha-Tubulin (DM1A) Mouse Monoclonal Antibody detects endogenous levels of total α -tubulin protein. Species Reactivity: Human, Mouse, Rat, Monkey. Approved Applications: Flow Cytometry (Fixed/Permeabilized), Immunofluorescence (Immunocytochemistry), Immunohistochemistry (Paraffin), Simple Western, Western Blotting. 1136 citations."

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

LSL-KrasG12D used to derive breeding pairs were obtained from Jackson Laboratory (Strain #008179)

LSL-KrasG12D; Ptf1aCreERTM mice were maintained on a C57BL/6J background and used for acinar culture experiments at 8-10 weeks of age.

LSL-KrasG12D; Ptf1aCre; G6pdm^{mut} or G6pdm^{wt} mice were maintained on a mixed background and were Nnt wild-type. They were assessed at 8 weeks, 16 weeks, 26 weeks, and 1 year of age. The mice used for acinar culture were 8-10 weeks of age. G6pdm^{mut} mice (previously described in doi:10.1007/BF00555491) were originally generated in the C3H strain. They have been crossed to other strains, including C57BL/6J. G6PD-deficient mice were maintained on a mixed background and compared to age-matched littermate controls. LSL-KrasG12D; Ptf1aCre; G6pdm^{mut} or G6pdm^{wt} mice were confirmed Nnt wild-type by genotyping.

LSL-KrasG12D; Ptf1aCre; Me1flox/flox mice and LSL-KrasG12D; Ptf1aCre; Me1^{+/+} mice were maintained on a C57BL/6J background and assessed at 8 weeks, 16 weeks, 26 weeks, and 1 year of age. These mice were all Nnt-null. Me1flox/flox mice previously described in doi:10.1371/journal.pone.0303577.

LSL-Tp53R172H; Ptf1aCre; G6pdm^{mut} or G6pdm^{wt} mice were maintained on a mixed background and were Nnt wild-type. These mice were assessed at 90 days old and endpoint (up to 164 days old).

Wildtype mice (C57BL/6J) aged 10 weeks old used as positive controls for serum amylase tests and anti-CPA1 western blots. Wildtype mice (C57BL/6J) aged 8-10 weeks old were used for acinar culture.

Germline, whole-body Me1-null mice (Me1^{-/-}) were maintained on a C57BL/6J background and used for acinar culture at 8-10 weeks old. These mice were previously described in doi:10.1371/journal.pone.0303577.

Nrf2^{-/-} mice (Jackson Laboratory Strain #017009) were maintained on a C57BL/6J background and used for acinar culture at 8-10 weeks old. These mice have been described in doi:10.2131/jts.28.455.

Wild animals

The study did not involve wild animals

Reporting on sex

The majority of experiments used both male and female mice, with two exceptions. Only male mice were used for RNA-sequencing

Reporting on sex	and only female mice were used for glucose tolerance tests, which were reported in the manuscript methods. Sex was determined by the Unit for Laboratory Animal Medicine (ULAM) mouse husbandry technicians based on anogenital distance upon weaning. Sex was carefully followed throughout the experiments and indicated in graphs as open/closed dots were appropriate. No significant sex differences were observed.
Field-collected samples	The study did not involve samples taken from the field
Ethics oversight	Animal experiments were conducted under the guidelines of the Office of Laboratory Animal Welfare and approved by the Institutional Animal Care and Use Committees (IACUC) at the University of Michigan under Lyssiotis protocol PRO00012367 (Approval 02/06/2025 - 02/06/2028), Shah protocol PRO00011805 (Approval 02/22/2024 - 02/22/2027), and formerly under Lyssiotis protocol PRO00010606 (Approval 02/09/2022 - 02/09/2025). Animal experiments complied with all relevant ethical regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

# Supplementary material for: NADPH-producing enzymes restrict the formation of pancreatic precancerous lesions
**Source:** Nat Metab. Author manuscript; Available in PMC 2026 May 7.
**Supplement:** Source Data Fig 4 blots

Chemiluminescence

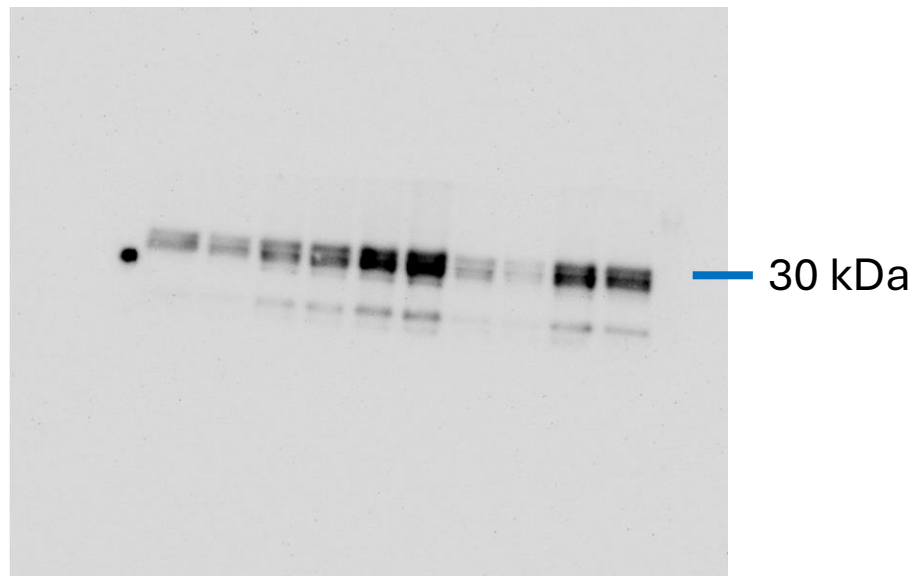

Composite

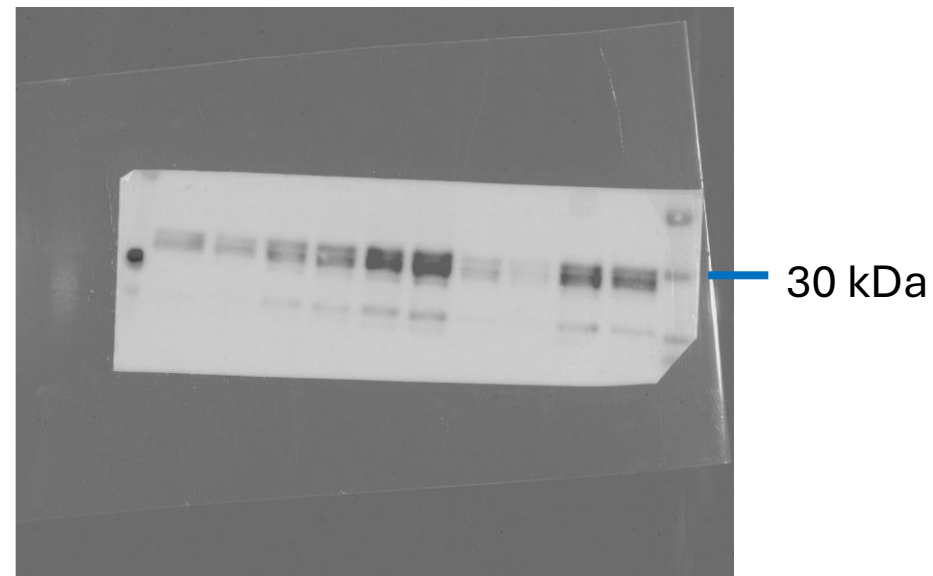

Colorimetric

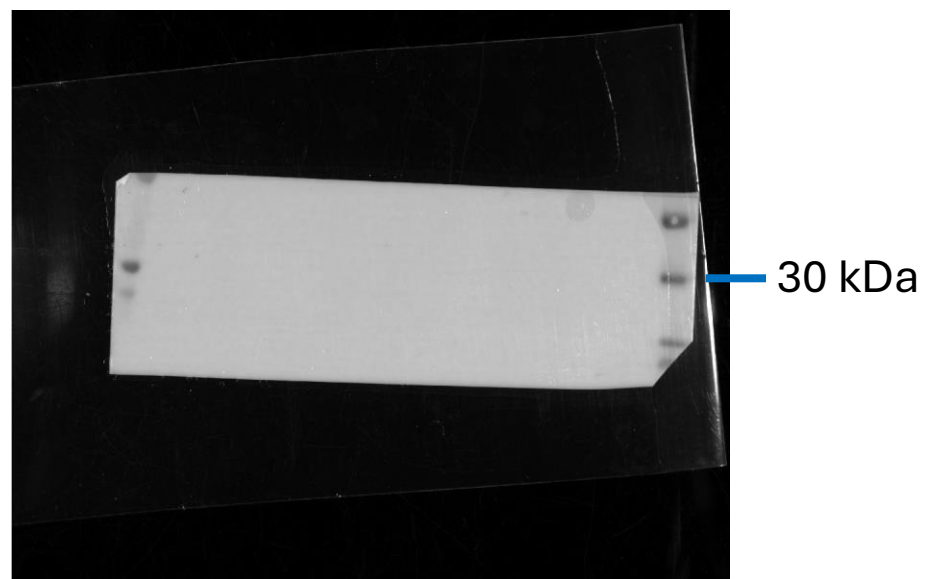

Figure 4a HO-PRDX3

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

Chemiluminescence

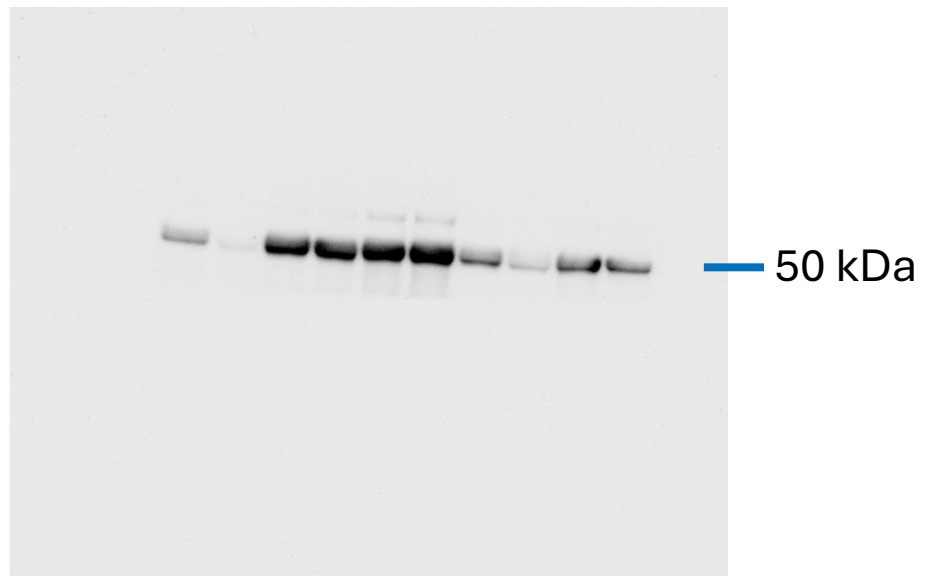

Composite

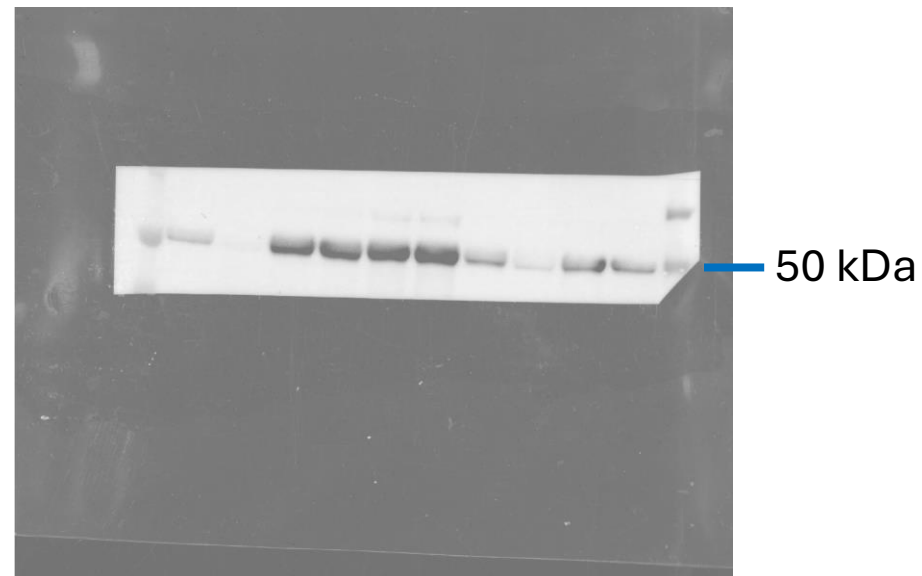

Colorimetric

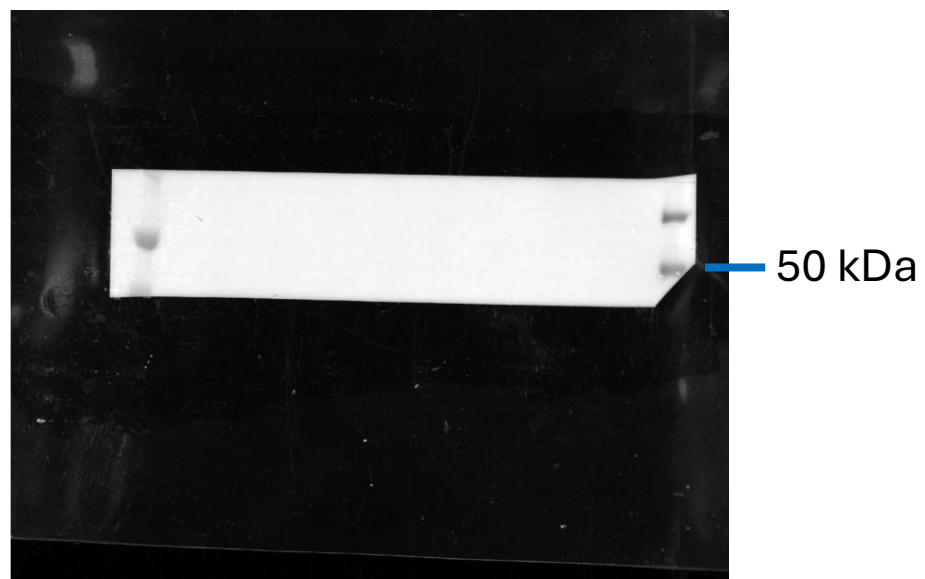

Figure 4a MDA

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

Chemiluminescence

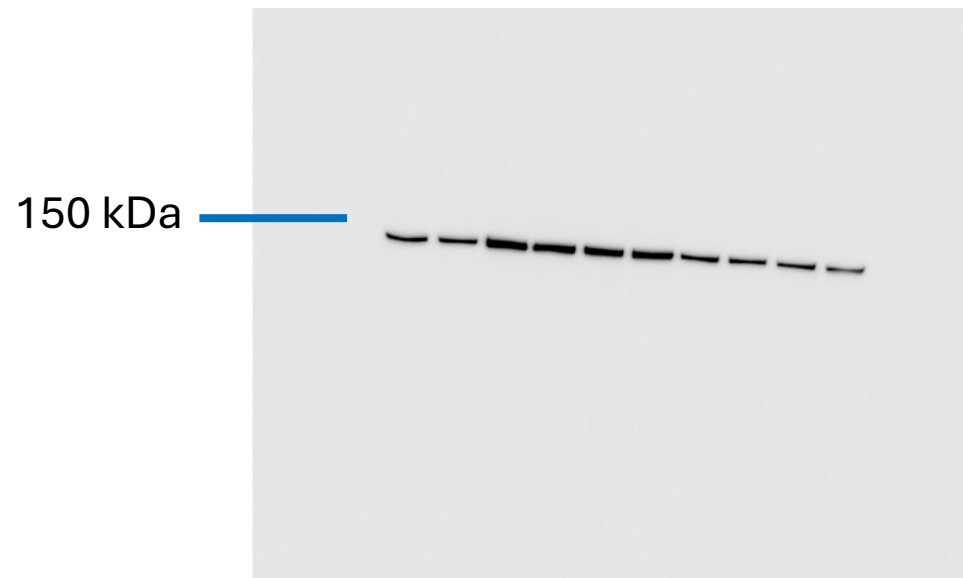

Composite

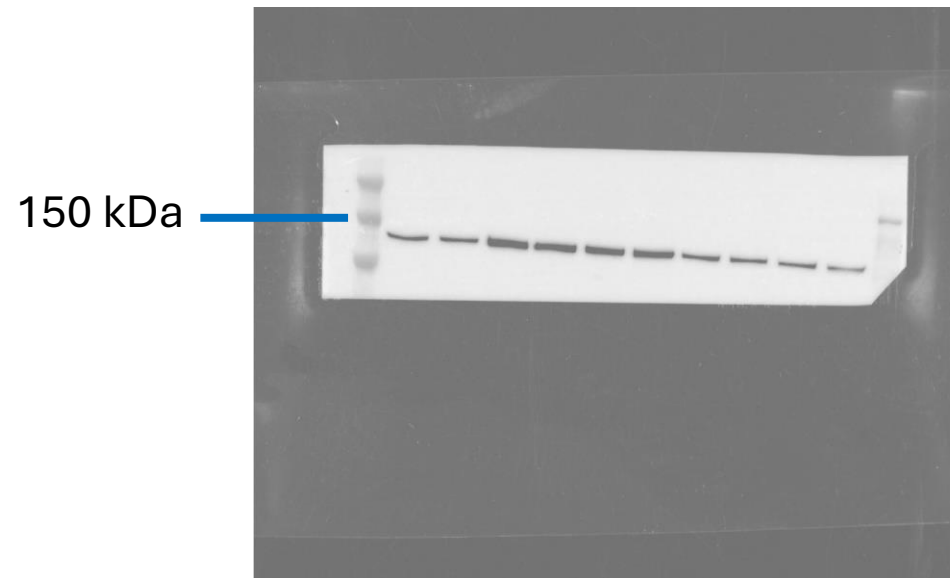

Colorimetric

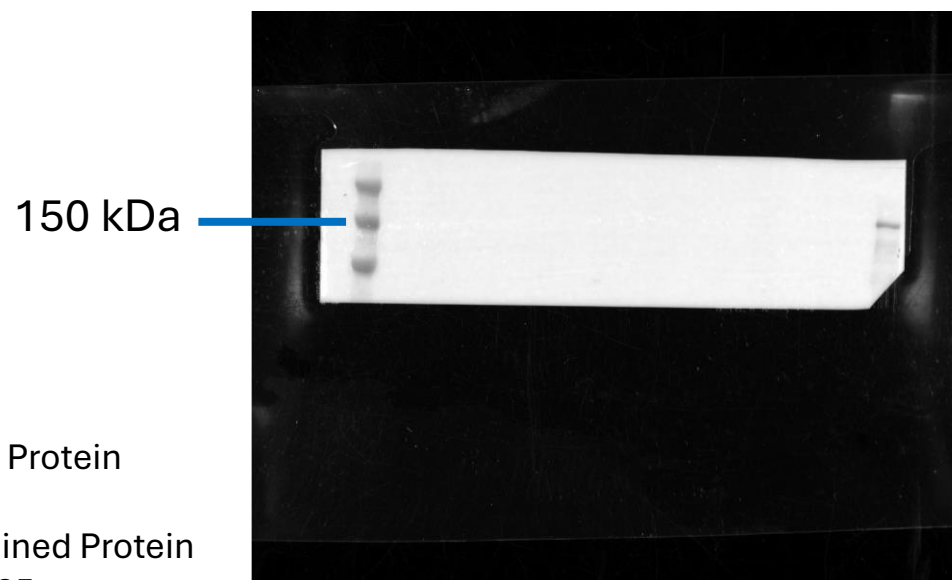

Figure 4a Vinculin
(for MDA, HO-PRDX3)

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

Chemiluminescence

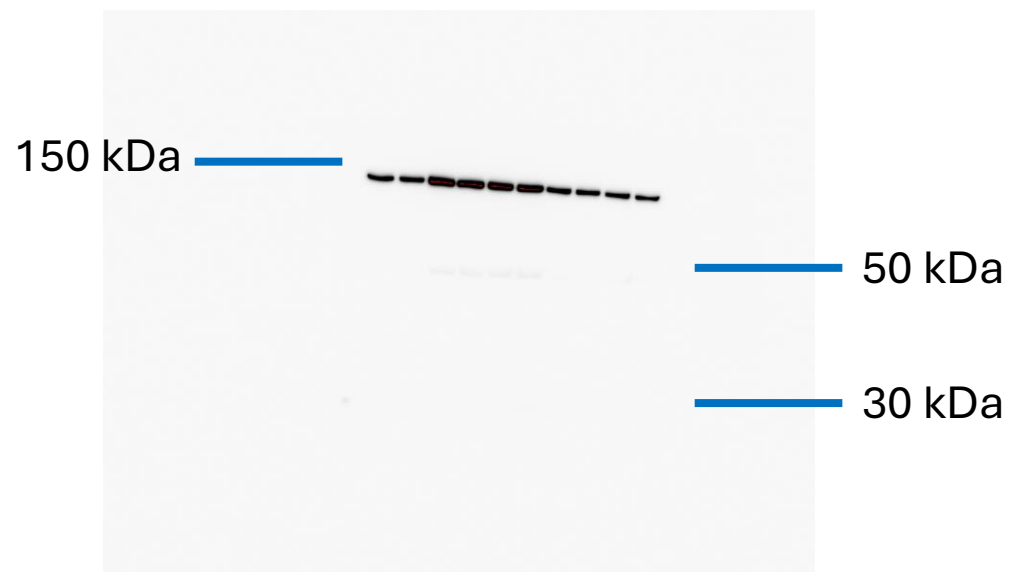

Composite

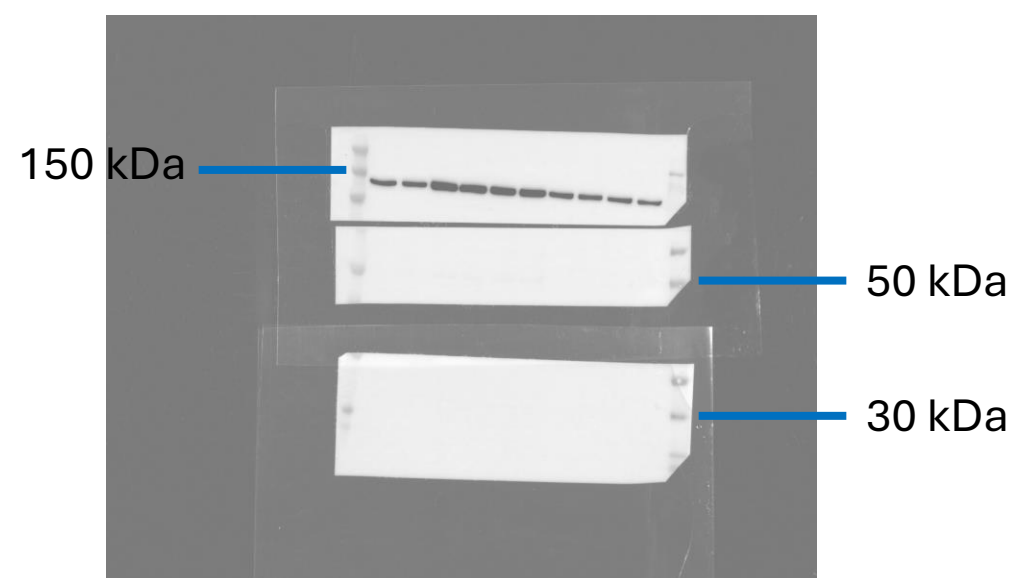

Colorimetric

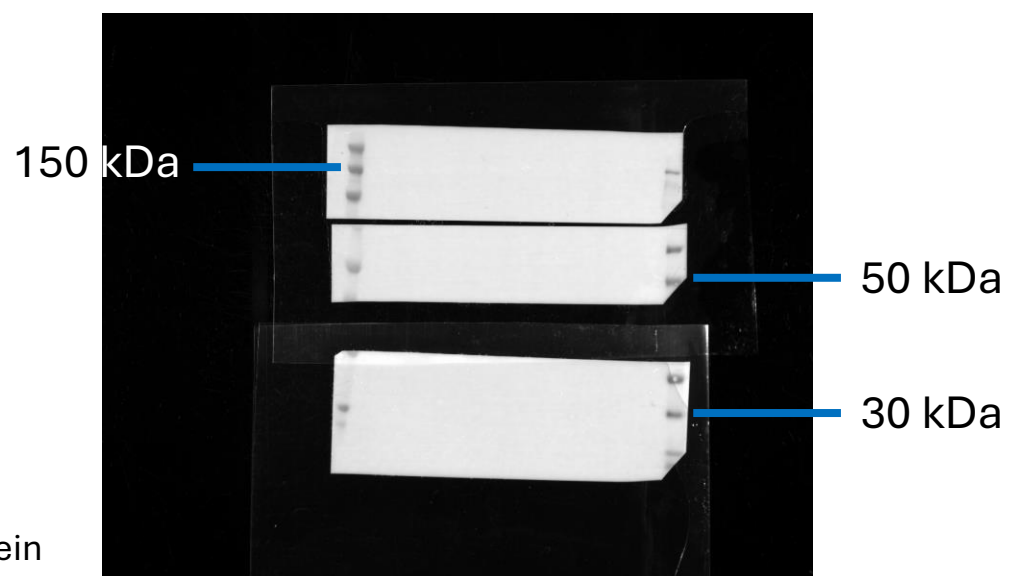

Figure 4a

MDA, HO-PRDX3, Vinculin slices combined

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

Chemiluminescence

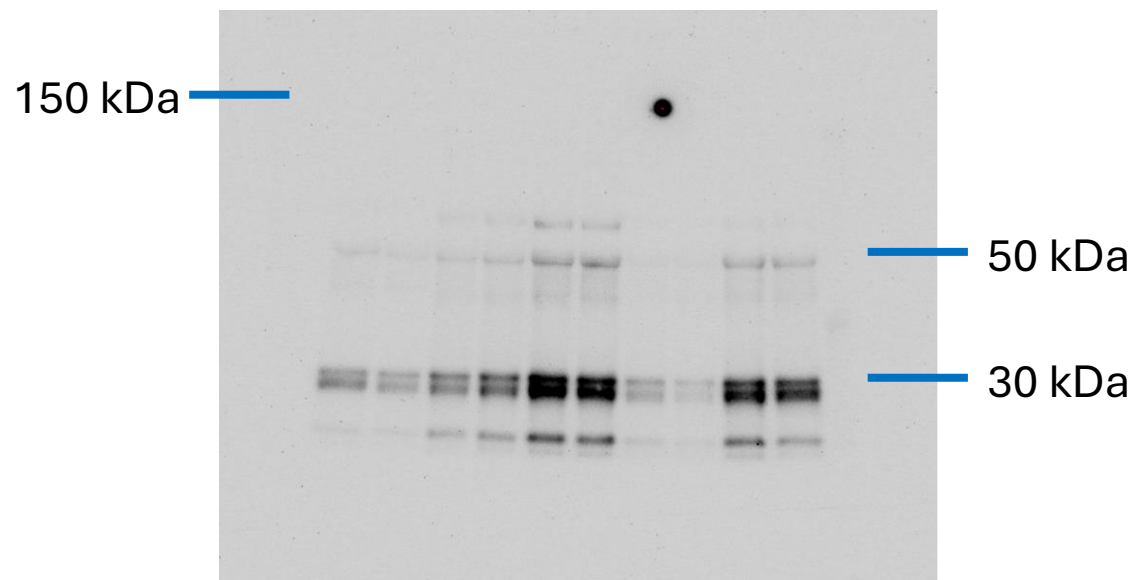

Composite

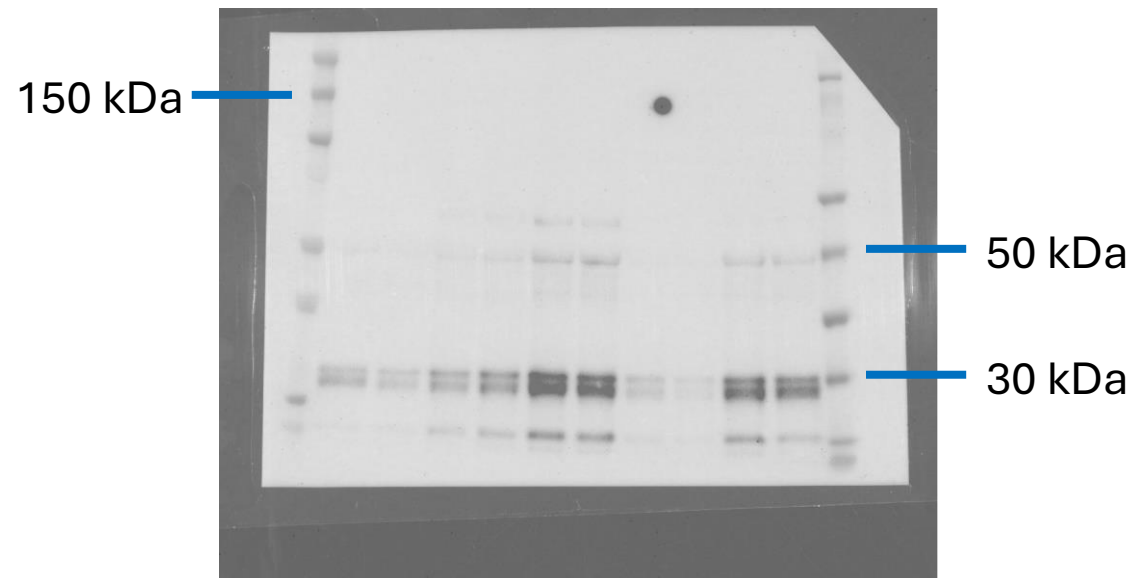

Colorimetric

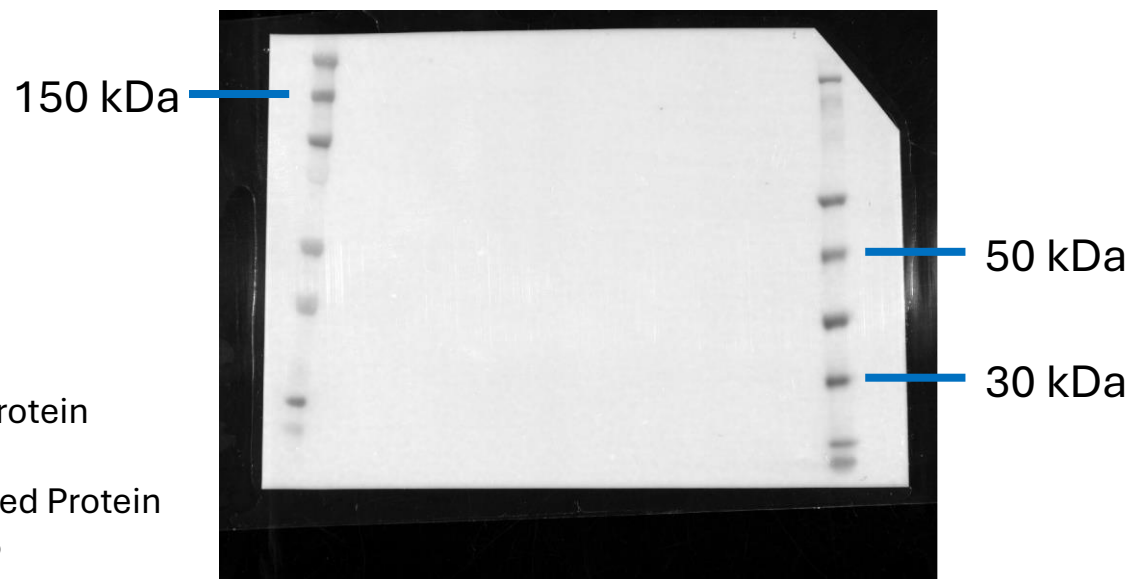

Figure 4a 4-HNE

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

Chemiluminescence

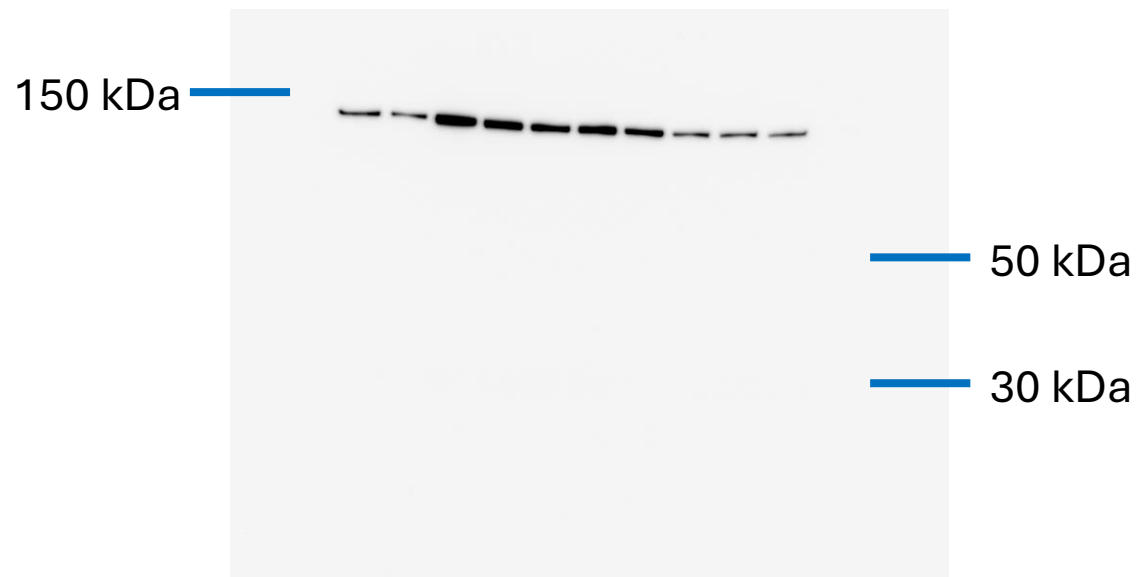

Composite

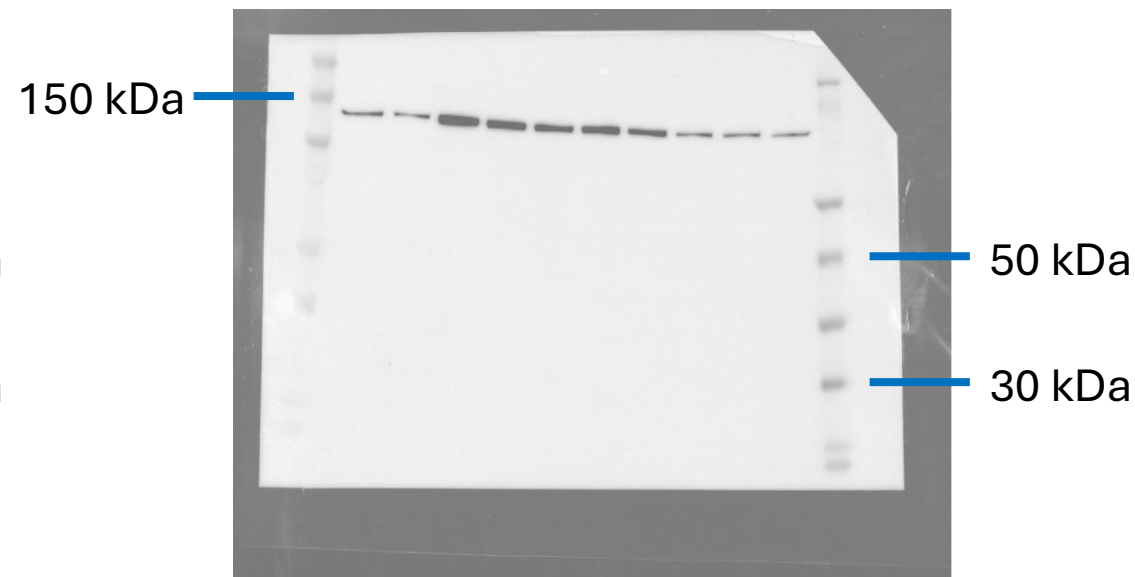

Colorimetric

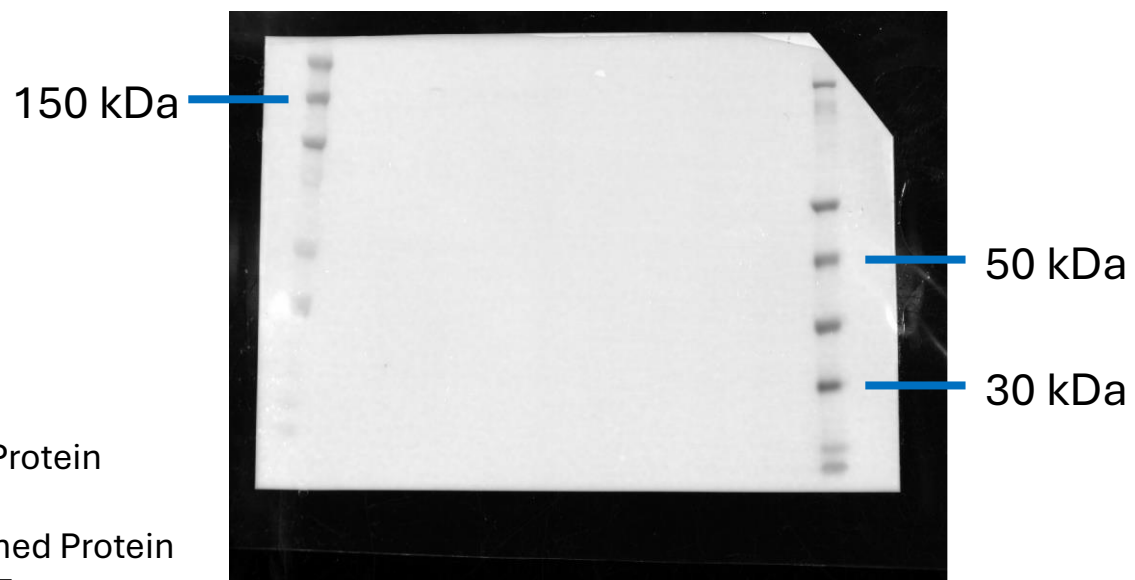

Figure 4a Vinculin
(for 4-HNE)

Left ladder = Kaleidoscope Prestained Protein Standards, BioRad, Cat No. 1610375

Right ladder = SeeBlue™ Plus2 Pre-stained Protein Standard, ThermoFisher, Cat No. LC5925

# Supplementary material for: NADPH-producing enzymes restrict the formation of pancreatic precancerous lesions
**Source:** Nat Metab. Author manuscript; Available in PMC 2026 May 7.

NADPH-producing enzymes restrict the formation of pancreatic precancerous lesions

---

In the format provided by the
authors and unedited

Contents

Supplementary Figure 1 2

Supplementary Figure 2 3

Supplementary Figure 3 4

Supplementary Figure 4 5

Supplementary Figure 5 7

Supplementary Figure 6 8

Supplementary Figure 7 9

Uncropped/unprocessed blots from Supplementary Figure 5j 10

a Upregulated at Day 2

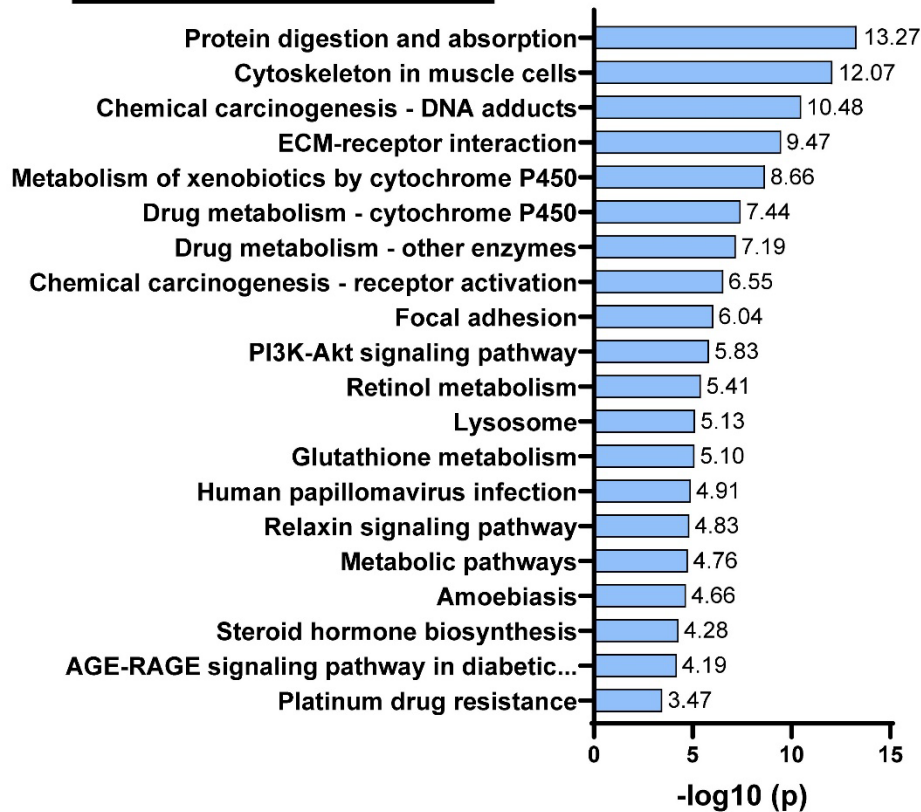

b Downregulated at Day 2

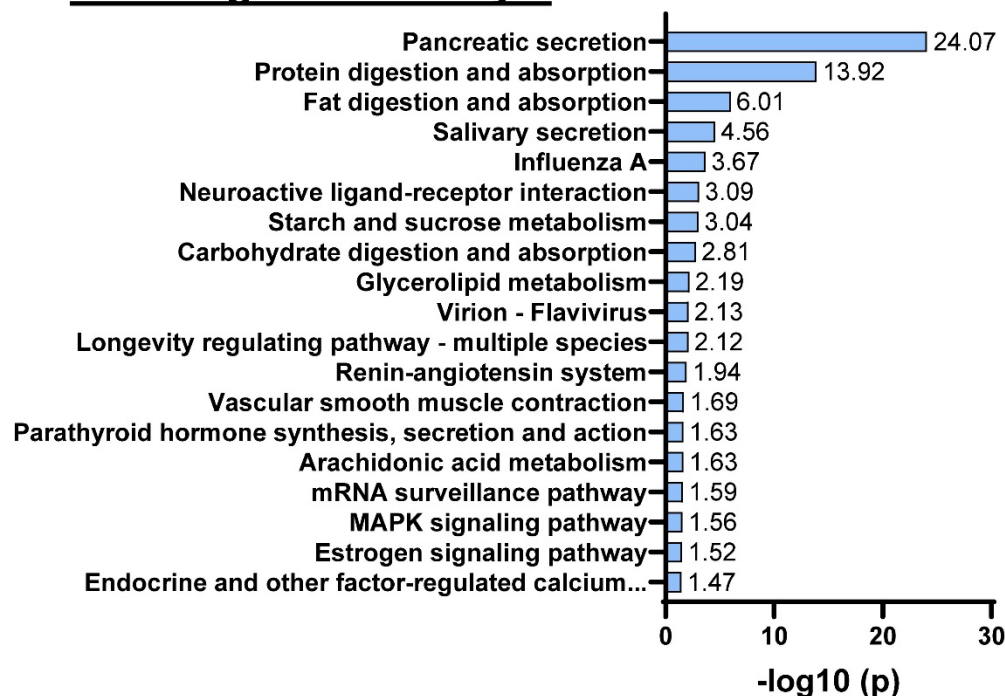

Supplementary Figure 1: Significant KEGG Pathways at Day 2

a. The top 20 significantly upregulated pathways at Day 2 identified by gene set enrichment analysis from KEGG pathways. **b.** The top 20 significantly downregulated pathways at Day 2 identified by gene set enrichment analysis from KEGG pathways.

a Upregulated at Day 3

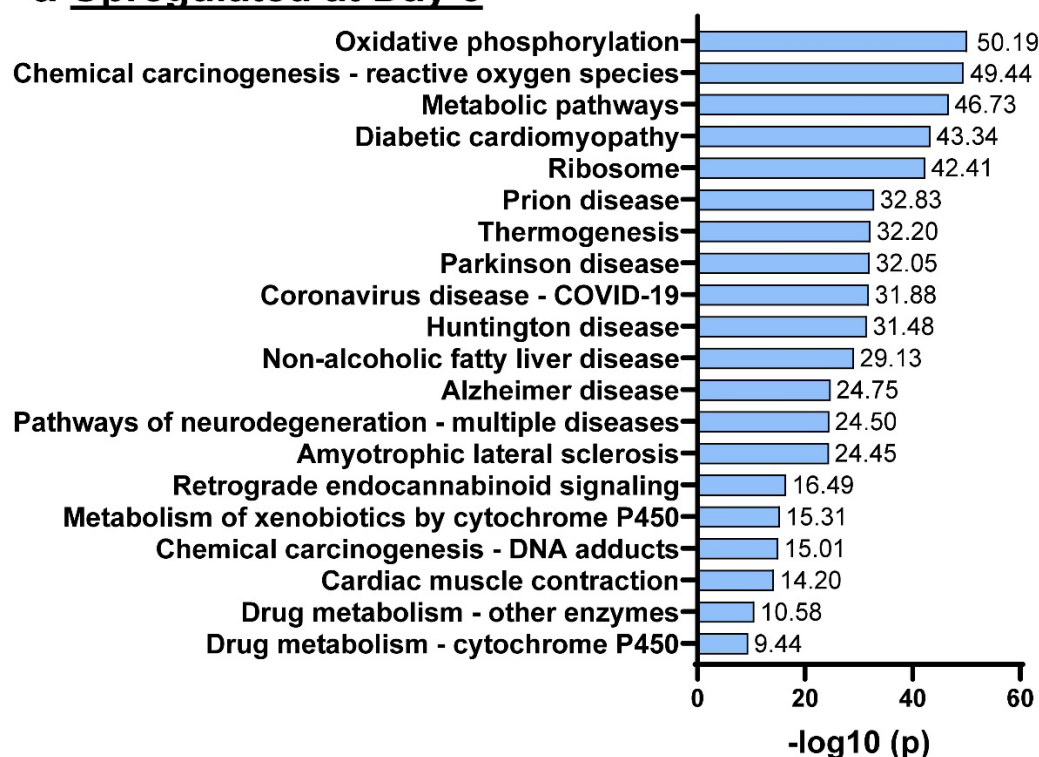

b Downregulated at Day 3

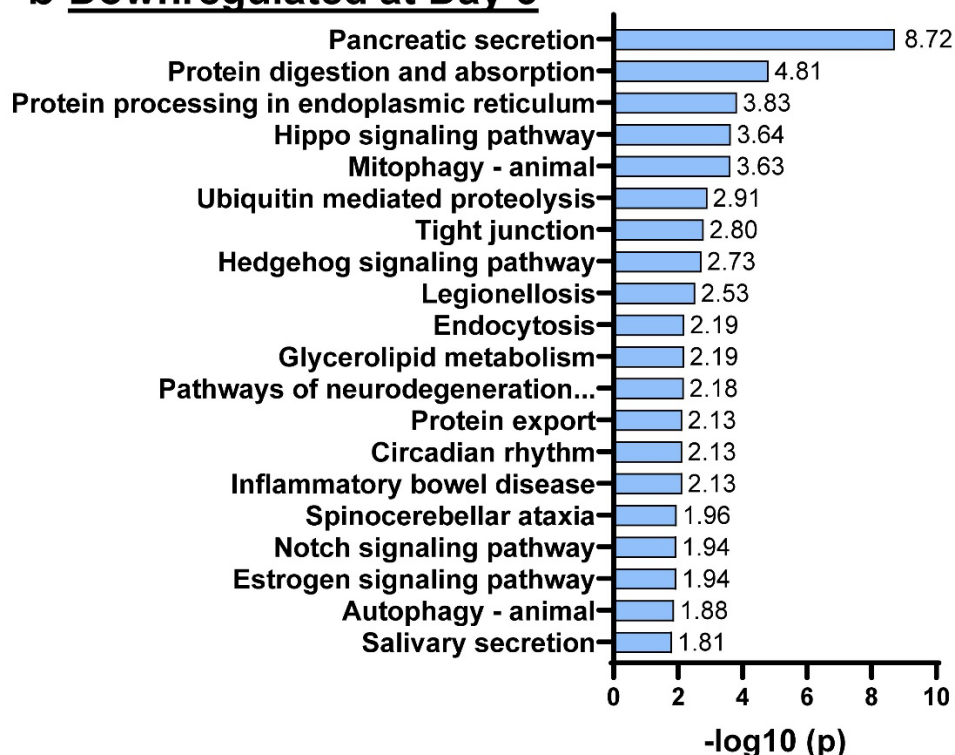

Supplementary Figure 2: Significant KEGG Pathways at Day 3

a. The top 20 significantly upregulated pathways at Day 3 identified by gene set enrichment analysis from KEGG pathways. b. The top 20 significantly downregulated pathways at Day 3 identified by gene set enrichment analysis from KEGG pathways.

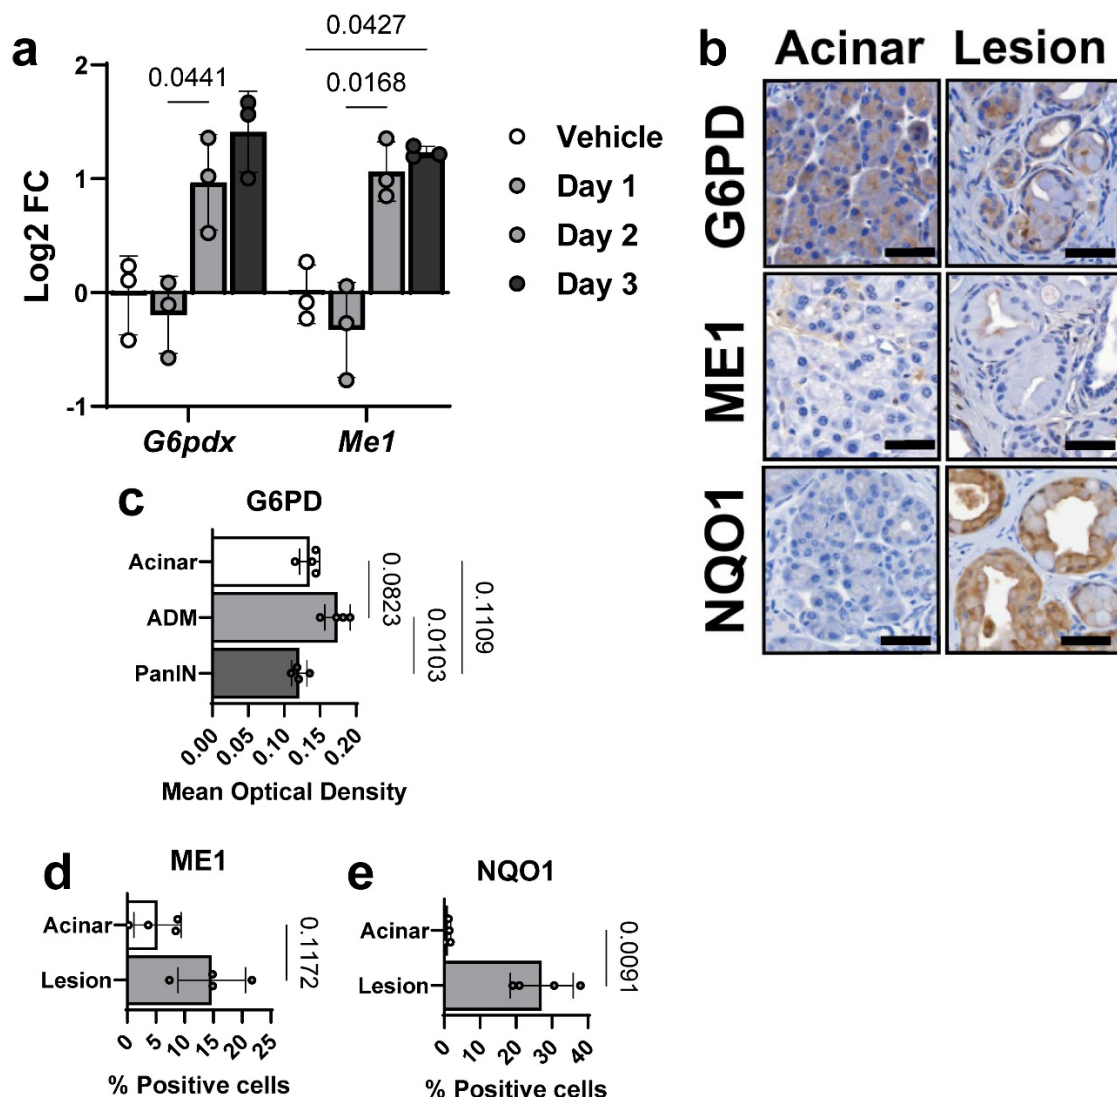

Supplementary Figure 3: Additional analysis of target genes in ADM

a. 

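*G6pdx* encodes the enzyme that commits glucose 6-phosphate to the pentose phosphate pathway, and *Me1* the cytosolic malic enzyme, and both make NADPH. Each value here is the log2 CPM of a culture minus the mean of the 3 vehicle cultures. For *G6pdx*, mice 2, 3 and 5 had 0.99, 1.30 and 0.48 at day 2 and 1.28, 1.38 and 1.16 at day 3. The means of days 1, 2 and 3 were -0.15 ± 0.23, 0.92 ± 0.41 and 1.27 ± 0.11 (SD, n = 3). For *Me1* the values were 1.15, 1.51 and 0.85 at day 2 and 1.35, 1.32 and 1.29 at day 3, and the means -0.16 ± 0.25, 1.17 ± 0.33 and 1.32 ± 0.03. The vehicle cultures themselves spread with an SD of 0.24 and 0.31. All day 2 and day 3 cultures lay above all vehicle and day 1 cultures for both genes. The exact two-sided permutation test gave p = 0.1 for each of these comparisons, the smallest p that 3 against 3 allow, and 0.15 adjusted over 12 comparisons. Day 3 against day 2 gave exact permutation p = 0.3 for *G6pdx* and 0.6 for *Me1*, and day 1 against vehicle p = 0.5 for both. The test cannot pass 0.05 with these numbers and does not pair the cultures of a mouse, so it neither shows nor excludes a difference. Within mice, day 1 lay below vehicle in all 3 for both genes, and day 3 above day 2 in all 3 for *G6pdx*.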

Individual datapoints representing log2FC of *G6pdx* and *Me1* gene expression from ADM cultures from each mouse after vehicle treatment or 4-OHT treatment for 3 days. $n = 3$ biological replicates per timepoint. Bars represent the mean with standard deviation. P-values were calculated using two-way ANOVA with Tukey's multiple comparisons tests per for each gene. **b.** Immunostaining of G6PD, ME1, and NQO1 (an NRF2-target) in 16-week-old KC mouse pancreas. Scale bar = 50 μ m. **c.** Quantification of mean optical density from G6PD immunostaining in KC mouse pancreas separated by expression in acinar, ADM, or PanIN regions of the tissue. $n = 3$ mice. Bars represent the mean with standard deviation. P-values were calculated using repeated measures one-way ANOVA with Tukey's multiple comparisons test. **d.** Quantification of percent ME1+ immunostaining in KC mouse pancreas separated by expression in acinar and lesion regions of the tissue. $n = 3$ mice. Bars represent the mean with standard deviation. P-values were calculated using a Student's t-test (paired, two-tailed). **e.** Quantification of percent NQO1+ immunostaining in KC mouse pancreas separated by expression in acinar and lesion regions of the tissue. $n = 3$ mice. Bars represent the mean with standard deviation. P-values were calculated using a Student's t-test (paired, two-tailed).

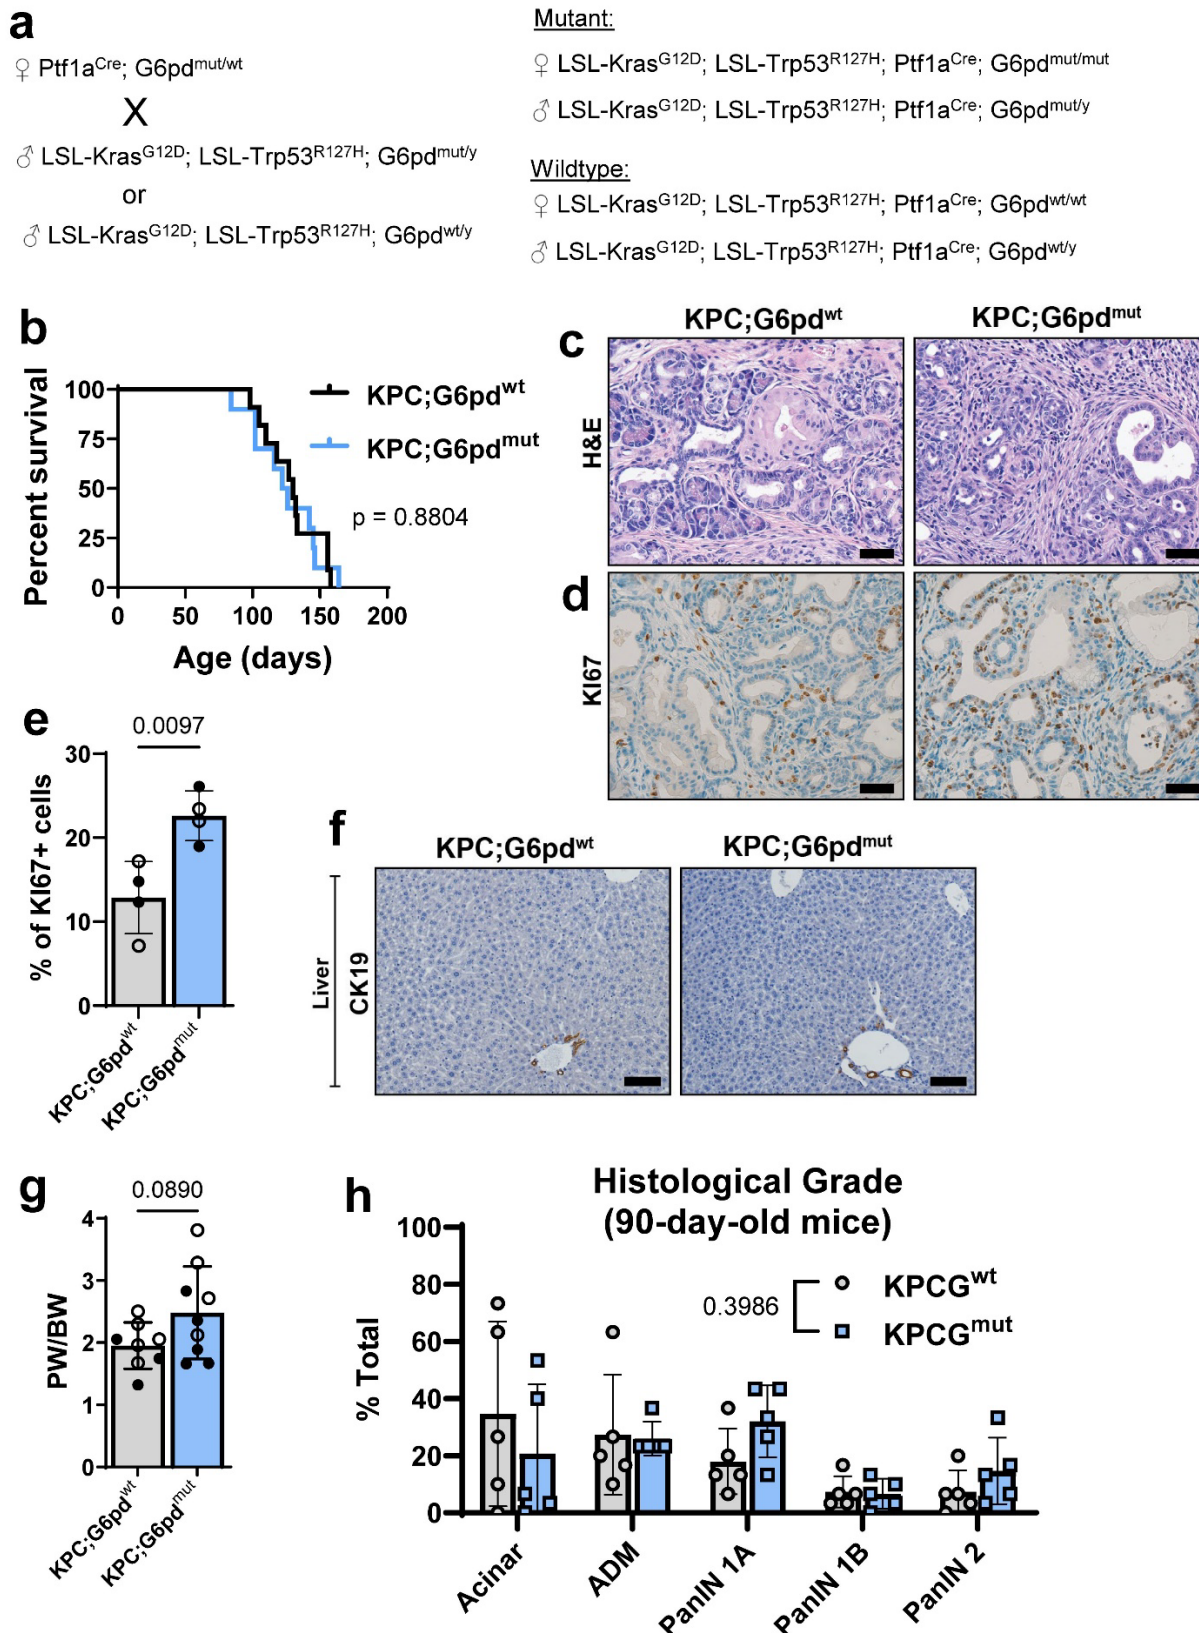

Supplementary Figure 4: Analysis of KPC;G6pd^{wt} and KPC;G6pd^{mut} mice

a. Example breeding schematic. Mice with mutant *G6pd*, that mimics human G6PD-deficiency, were bred into the KPC (LSL-Kras^{G12D}; LSL-Trp53^{R127H}; Ptf1a^{Cre}) model. *Cre* was always maintained in female breeders. Experiments used both male and female *G6pd* mutant mice, where females were homozygous for mutant *G6pd* (*G6pd*^{mut/mut}) and males were hemizygous for mutant *G6pd* (*G6pd*^{mut/y}), as *G6pd* is an X-linked gene.

G6pd wildtype mice used in experiments were age matched littermates obtained in the same colony of *G6pd* mutant mice when, possible. Female *G6pd* wildtype mice have two wildtype copies of *G6pd* (*G6pd*^{wt/wt}) and males have one wildtype copy (their only copy) of *G6pd* (*G6pd*^{wt/y}). In the schematics and labelling, “y” in male mice refers to the y chromosome, which does not contain a copy of *G6pd*. **b.** Kaplan–Meier survival curve of KPC;*G6pd*^{wt} and KPC;*G6pd*^{mut} mice. n = 11 KPC;*G6pd*^{wt} mice; n = 10 KPC;*G6pd*^{mut} mice. Survival analysis was performed using log-rank (Mantel–Cox) test. Bars are presented as mean with standard deviation. **c.** Hematoxylin & eosin (H&E) staining in 90-day-old KPC;*G6pd*^{wt} and KPC;*G6pd*^{mut} pancreas. Scale bar = 50µm. **d.** Immunostaining for Ki67 (proliferation) in 90-day-old KPC;*G6pd*^{wt} and KPC;*G6pd*^{mut} pancreas. Scale bar = 50µm. **e.** Percent of Ki67+ cells in pancreas tissue as quantified from male (closed circle) and female (open circle) mice in 90-day-old KPC;*G6pd*^{wt} (grey bar) and KPC;*G6pd*^{mut} (blue bar) mice. n = 4 for each genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student’s t-test (unpaired, two-tailed). **f.** Immunostaining for CK19 in 90-day-old KPC;*G6pd*^{wt} and KPC;*G6pd*^{mut} liver. Scale bar = 100µm. In healthy adult liver, CK19 is only expressed in cholangiocytes. **g.** Pancreas weight (PW) to body weight (BW) ratios in 90-day-old KPC;*G6pd*^{wt} and KPC;*G6pd*^{mut} mice. Bars represent the mean with standard deviation as quantified from male (closed circle) and female (open circle) mice. n = 8 KPC;*G6pd*^{wt} mice; n = 9 KPC;*G6pd*^{mut} mice. Ratios are not significantly different as calculated using a Student’s t-test (unpaired, two-tailed). **h.** Pathological grading of 1-year-old pancreas tissues representing the % of total tissue area with acinar cells, ADM, and PanIN lesions. n = 5 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using a two-way ANOVA with Tukey post hoc test.

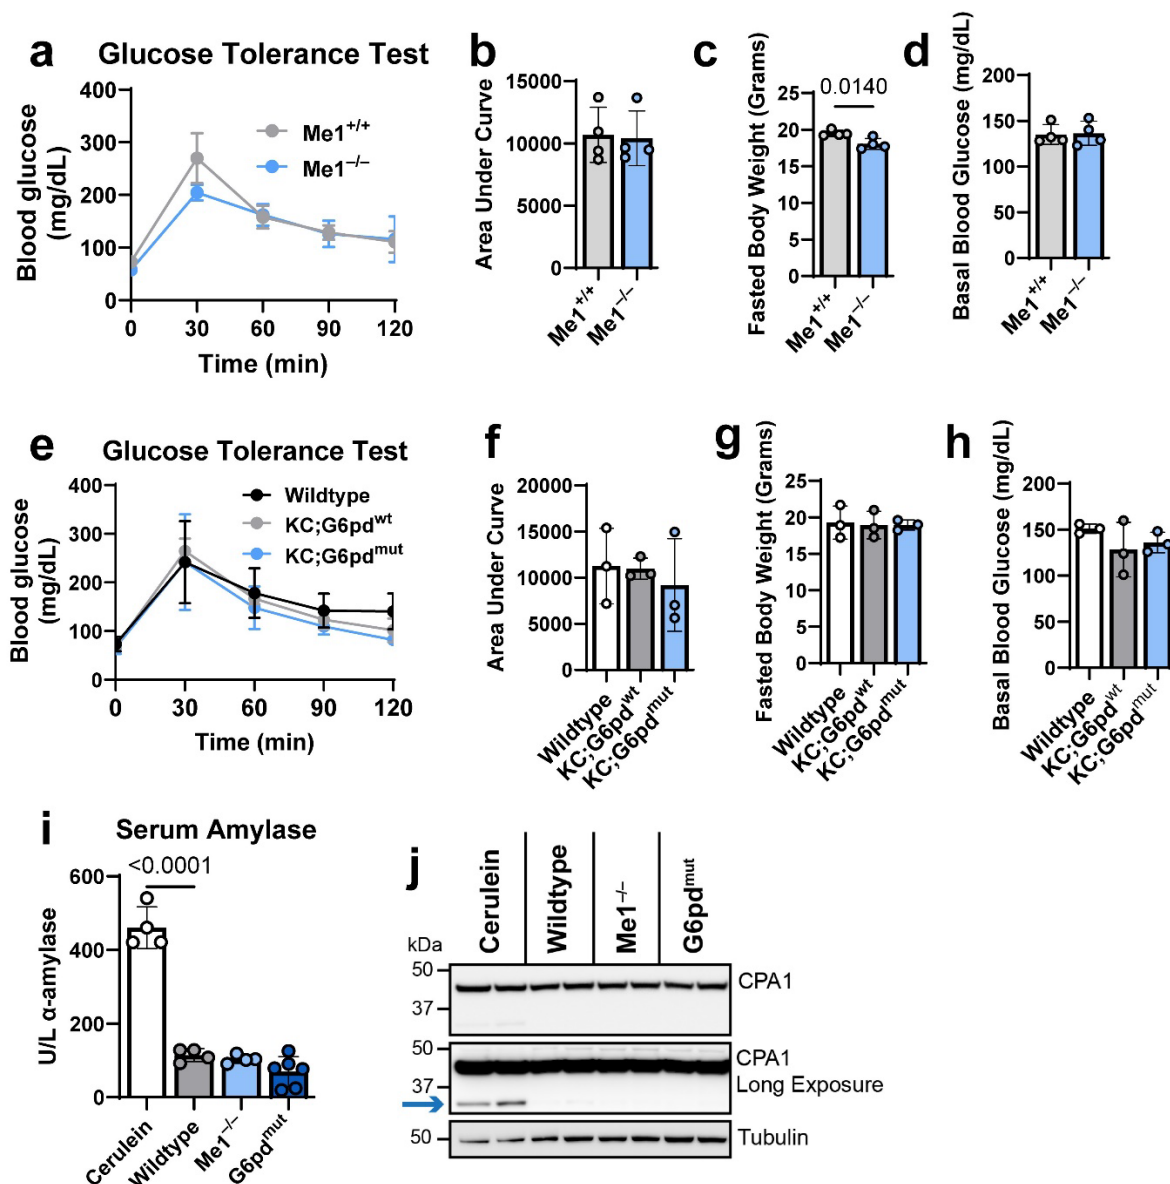

Supplementary Figure 5: Exocrine and endocrine function

a. Glucose tolerance tests performed in female Me1^{+/+} and Me1^{-/-} mice. Each datapoint represents the mean value at each timepoint with standard deviation. **b.** The area under the curve (AUC) from **a** was calculated for each individual mouse. **c.** Fasted body weight measurements in grams. **d.** Basal, resting glucose measurements in mice. **b-d.** $n = 4$ female mice per genotype aged 12-13 weeks old. Each bar represents the mean with standard deviation. P-values were calculated using a Student's t-test (unpaired, two-tailed). **e.** Glucose tolerance tests performed in female Wildtype, KC;G6pd^{wt}, and KC;G6pd^{mut} mice. Each datapoint represents the mean value at each timepoint with standard deviation. **f.** The area under the curve (AUC) from **e** was calculated for each individual mouse. **g.** Fasted body weight measurements in grams. **h.** Basal, resting glucose measurements in mice. **f-h.** $n = 3$ female mice per genotype aged 14-15 weeks old. Each bar represents the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Tukey's multiple comparisons test. **i.** Serum amylase activity measured in cerulein-treated wildtype mice ($n = 4$; 2 male, 2 female), Wildtype mice ($n = 4$ female), Me1^{-/-} mice ($n = 4$ female), and G6pd^{mut} mice ($n = 6$; 3 male, 3 female). Mice were 12-15 weeks old. Each bar represents the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Dunnett's multiple comparisons test and compared to Wildtype. Where $p < 0.0001$, the exact value = 7.4×10^{-9} . **j.** Western blots for protein levels of Carboxypeptidase A1 (CPA1) with Tubulin used as a loading control. Short and long exposures are shown for CPA1. CPA1 is primarily present in the pro-peptide form and the arrow points to the cleaved peptide, resulting from premature enzyme activation. Samples are pancreas lysates and biological duplicates, representative of each genotype. Western blot was repeated two independent times.

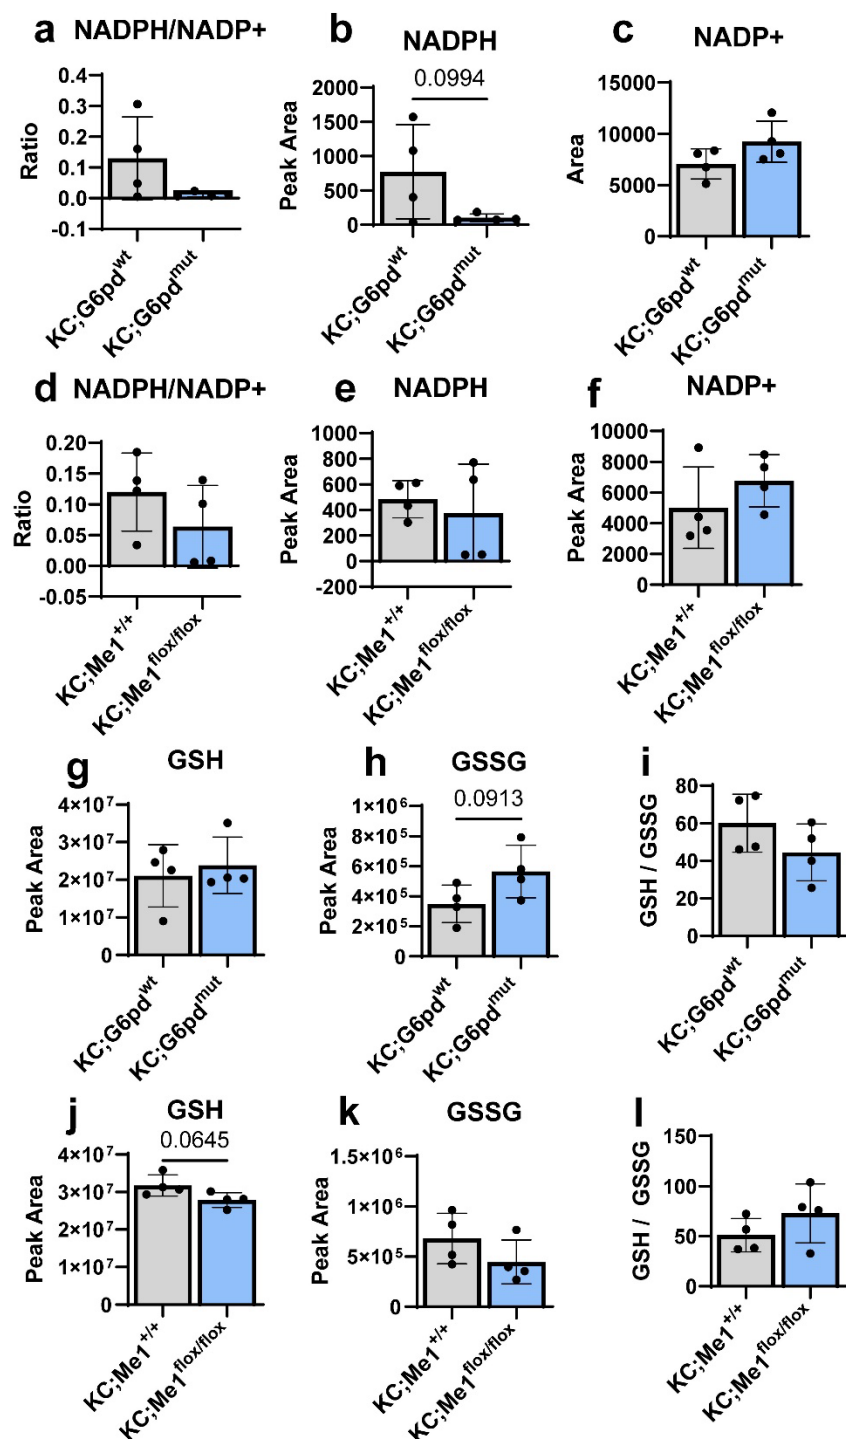

Supplementary Figure 6: NADPH, NADP⁺, GSH, and GSSG measurements in pancreas tissue

Mass spectrometry was used to measure NADPH, NADP⁺, GSH, and GSSG in whole pancreas tissue from 16-week-old mice of the indicated genotypes. $n = 4$ mice per genotype in each experiment. Each datapoint represents one mouse, each bar represents the mean of the biological replicates with standard deviation. P-values were calculated using a Student's t-test (unpaired, two-tailed). **a.** Ratio of NADPH/NADP⁺ peak areas from KC;G6pd^{wt} (grey bar) and KC;G6pd^{mut} (blue bar) mice. **b.** Peak area of NADPH and **c.** NADP⁺ from KC;G6pd^{wt} (grey bar) and KC;G6pd^{mut} (blue bar) mice. **d.** Ratio of NADPH/NADP⁺ peak areas from KC;Me1^{+/+} (grey bar) and KC;Me1^{flox/flox} (blue bar) mice. **e.** Peak area of NADPH and **f.** NADP⁺ from KC;Me1^{+/+} (grey bar) and KC;Me1^{flox/flox} (blue bar) mice. **g.** Metabolite peak areas of GSH and **h.** GSSG from KC;G6pd^{wt} (grey bar) and KC;G6pd^{mut} (blue bar) mice. **i.** Ratio of GSH to GSSG peak areas from **g** & **h.** **j.** Metabolite peak areas from GSH and **k.** GSSG from KC;Me1^{+/+} (grey bar) and KC;Me1^{flox/flox} (blue bar) mice. **l.** Ratio of GSH to GSSG peak areas from **j** & **k.**

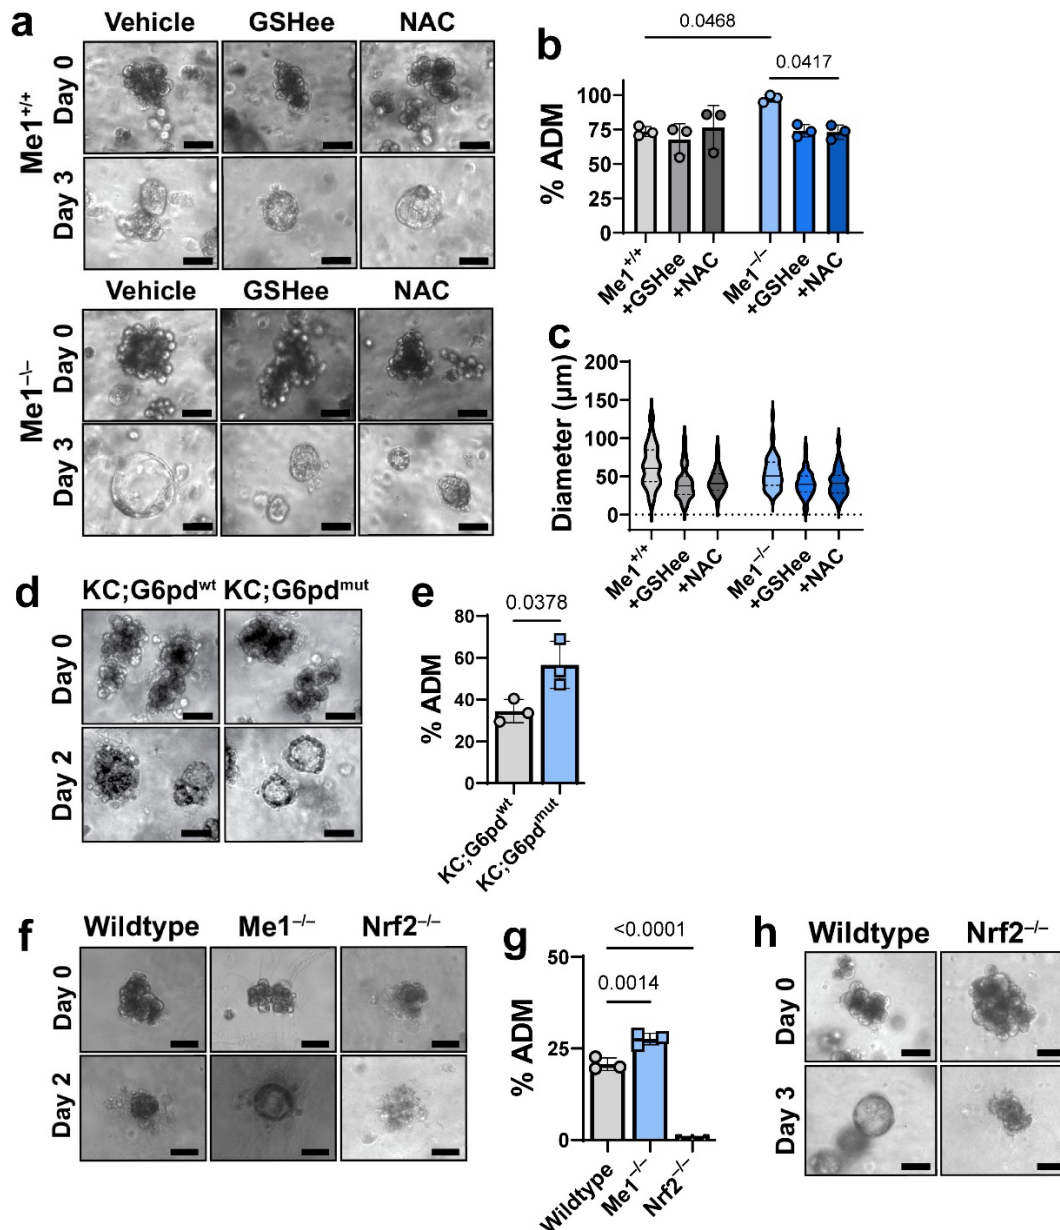

Supplementary Figure 7: Additional ADM culture experiments

a. Brightfield images of primary, ex vivo acinar cells from *Me1*^{+/+} and *Me1*^{-/-} mice grown in Matrigel for 3 days. Cells were treated with vehicle (water), glutathione ethyl ester (GSHee; 1mM), or N-acetylcysteine (NAC; 500μM). Scale bars = 25μm. **b.** Quantification of acinar cells undergoing ADM in primary cultures at Day 3. Each datapoint represents one mouse. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Tukey's multiple comparisons test. **c.** Violin plots showing quantification of Diameter (μm) in ADM primary cultures at Day 3 from 1 biological replicate. Lines inside of the plots represent the quartiles and median. **d.** Brightfield images of primary, ex vivo acinar cells from *KC;G6pd*^{wt} and *KC;G6pd*^{mut} mice grown in collagen for 3 days. Scale bars = 25μm. **e.** Quantification of the % of acinar cells undergoing ADM in collagen cultures. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using a Student's t-test (unpaired, two-tailed). **f.** Brightfield images of primary, ex vivo acinar cells from Wildtype, *Me1*^{-/-}, and *Nrf2*^{-/-} mice grown in collagen for 2 days with TGFα treatment to induce ADM. Scale bars = 25μm. **g.** Quantification of the % of acinar cells undergoing ADM in collagen cultures from Wildtype (grey), *Me1*^{-/-} (blue), and *Nrf2*^{-/-} (green) mice. n = 3 mice per genotype. Bars represent the mean with standard deviation. P-values were calculated using ordinary one-way ANOVA with Dunnett's multiple comparisons test, comparing to the Wildtype mean. Where p<0.0001 the exact p-value is 3x10⁻⁶. **h.** Brightfield images of primary, ex vivo acinar cells from Wildtype and *Nrf2*^{-/-} grown in Matrigel for 3 days with TGFα to induce ADM. Scale bars = 25μm.

Uncropped/unprocessed blots from Supplementary Figure 5j

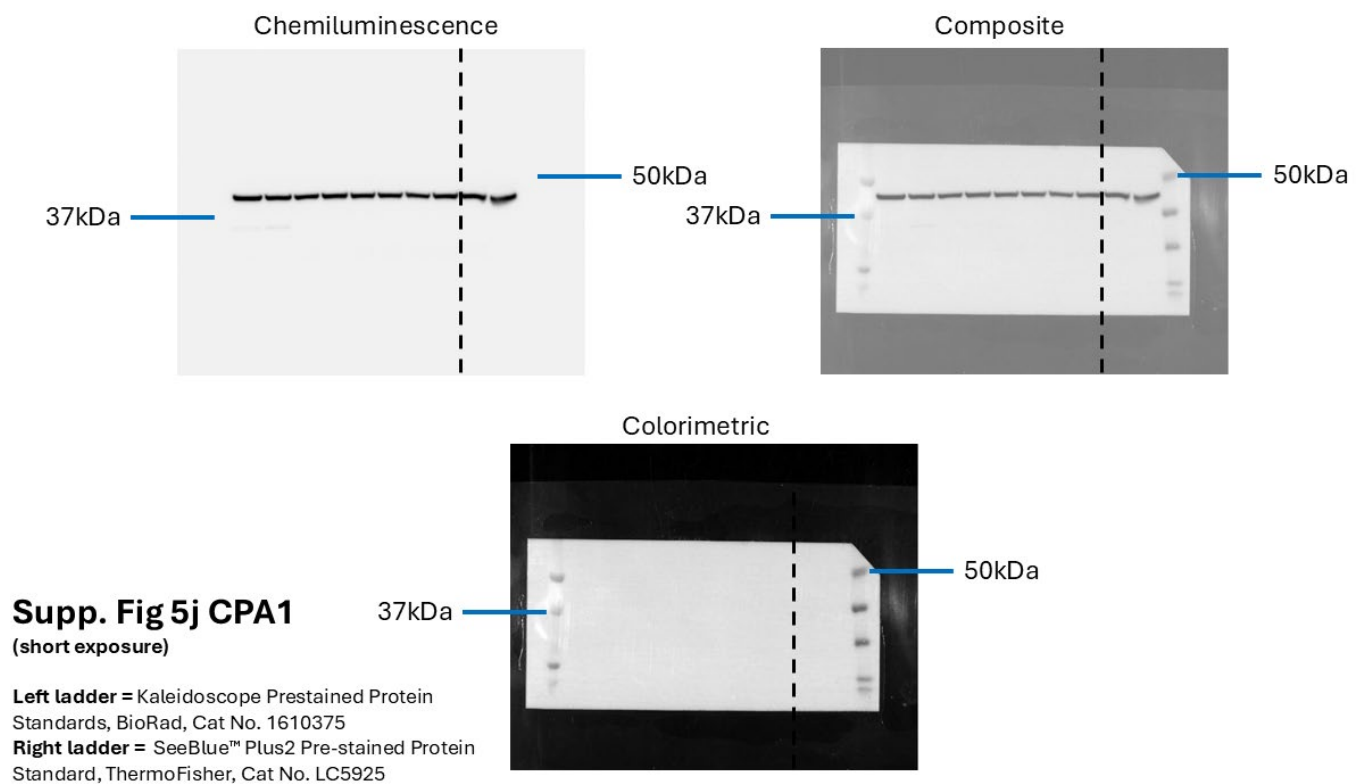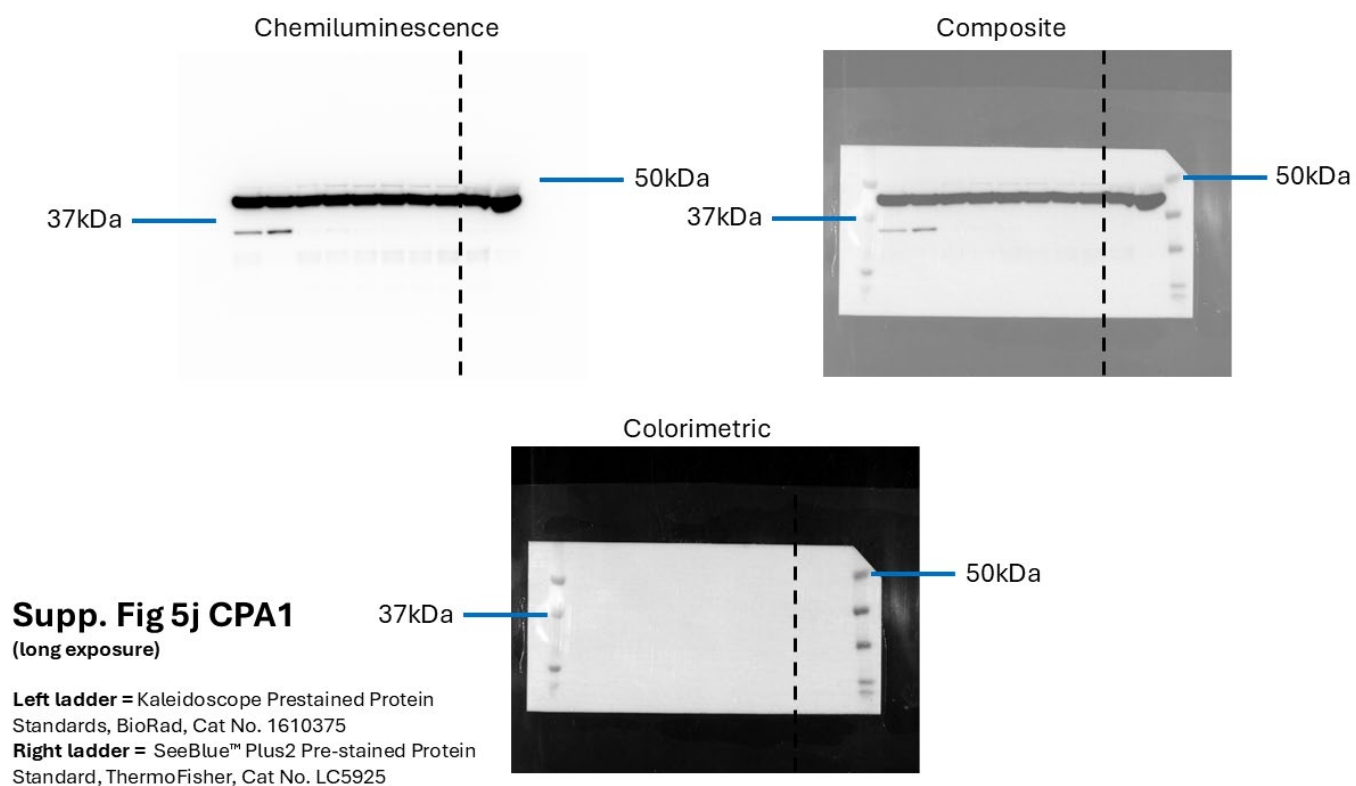

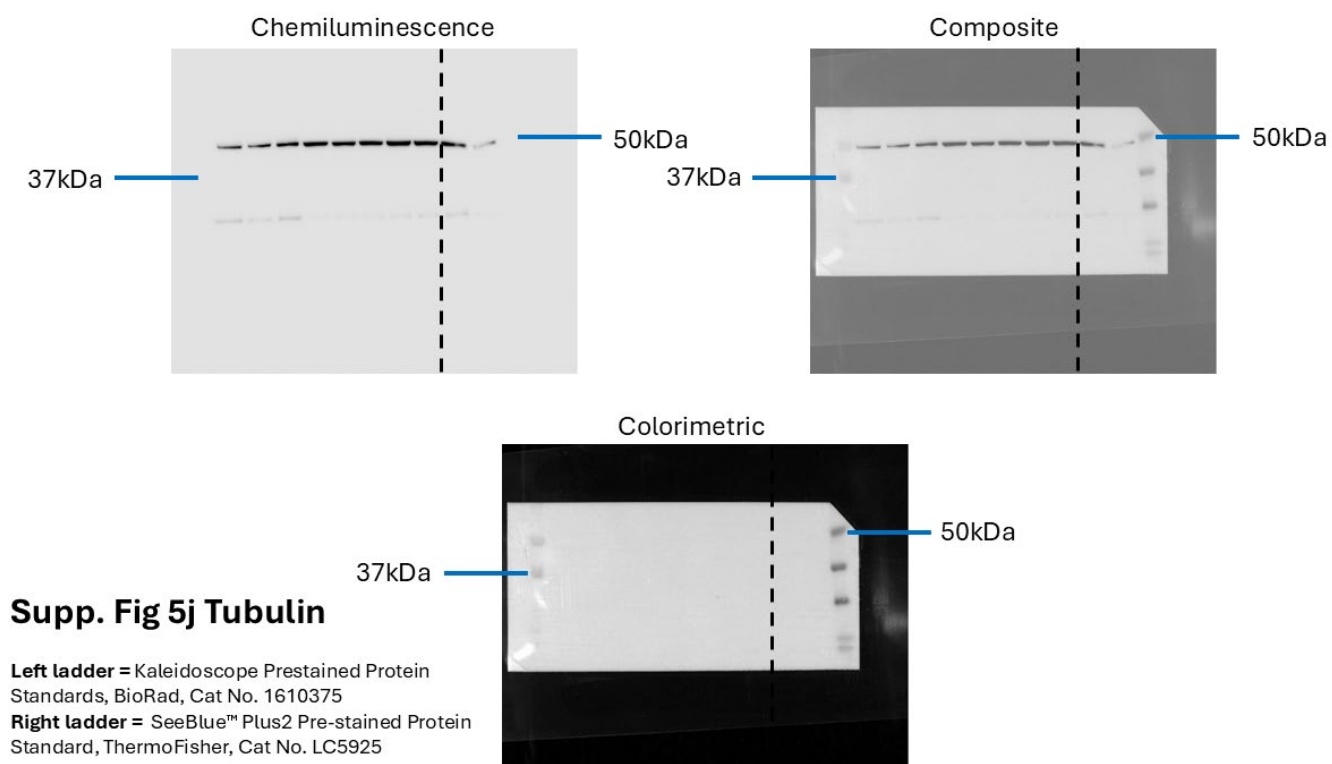

**Supplement:** Sup Figures

How the deposited data were processed for this re-analysis (not part of the article)

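RNA was measured in primary acinar cells of 3 male mice carrying the inducible *Kras* G12D allele and *Ptf1a*-CreERTM, cultured with vehicle for 24 h or with 2 µM 4-OHT for 24, 48 or 72 h (days 1, 2 and 3), and of 1 control mouse without the *Kras* allele, cultured with vehicle or 4-OHT for 24 h. The authors prepared polyadenylated libraries with added ERCC transcripts, assigned reads to mouse transcripts with Salmon 1.9.0, and deposited a table of expected counts per gene, estimated by Salmon and not normalized, for 14 libraries. The table holds 12584 genes, 18 of them without a name (0.0227 to 0.0383% of the reads), which were left out, as genes are given by symbol only. Of its values 39.5% were exactly whole. It holds 0 ERCC rows, so scaling to the spike-in was not possible. Genes with low counts had been removed before deposition.

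The 3 vehicle libraries had 16521136 to 21620165 reads, those of day 1 18263824 to 23984602, of day 2 20108680 to 24898187 and of day 3 16628837 to 18162416, and the control mouse 17898709 with vehicle and 17591436 with 4-OHT. The TMM factors ran from 0.738 to 0.940 for vehicle and day 1 and from 1.09 to 1.22 for days 2 and 3. Libraries of a condition were checked for duplication, and each pair differed by more than sampling noise.

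The analysis was run in R 4.3.3. Libraries were grouped by condition, scaled by TMM and tested with edgeR 4.0.16 (filterByExpr with default settings, which kept 12547 genes and removed 19, estimateDisp, and the quasi-likelihood F test with legacy settings; the paper gives no version of edgeR). Comparisons were days 1, 2 and 3 against vehicle and day 3 against day 2, with p-values adjusted by Benjamini-Hochberg within each and a threshold of 0.05. Each mouse gave a culture for every condition, so the libraries are paired. Mouse was left out of the model because the paper's methods name no mouse term, and was used as a block in an alternative. Residuals of libraries of the same mouse correlated by a median of 0.11 (-0.18 to 0.24, 18 pairs) and those of different mice by -0.04 (-0.32 to 0.32, 36 pairs). The block called more genes, at day 2 1938 higher and 1718 lower against 1780 and 1552 without it.

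Gene lists, 44 in all, were compared with the remaining genes by camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Of these, 33 lists were written from general knowledge and 11 copied from the paper's figures and source data, 6 of the latter being leading edges chosen on these samples and another, that of Fig. 1n, targets of NRF2 chosen for their change in them. The lists of lymphocyte markers and red blood cell genes had 0 members in the table, which left 42 lists. NRF2 targets were counted among the 500 genes with positive change and the smallest p at day 2 by a two-sided Fisher's exact test. *G6pdx* and *Me1* per culture were compared by exact two-sided permutation. The control mouse has no replicate, so no test was made on its genes, and list medians were set beside 10000 random lists of like size and expression.

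Genes named are those that the paper names for this experiment, the 10 highest and the 10 lowest log2 fold changes per comparison among called genes with a mean of at least 5 CPM and the same direction in all 3 mice, the 4 members of each list with the smallest p at day 3, and called members that went against their list. The lists, the tests above, the alternatives below and this rule were set before the data were examined, although values in the paper's source data had been seen. The contrasts of days 2 and 3 against day 1 for lists, the comparison of fibroblast markers with islet genes and the explanations tested for the day 1 decrease of NRF2 targets were chosen after the results were seen. *Gclc*, *Pgd*, *Taldo1* and *Dhodh*, steps of named pathways, and single NRF2 targets of the control mouse were chosen after their values were seen.

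Alternatives were RLE factors, library sizes alone, 31 acinar enzyme genes left out of library sizes and TMM, no filter, a filter of at least 10 reads in each library, mouse as a block, fits of the compared groups alone, the newer quasi-likelihood settings, robust dispersion, a log2 fold change above 0.5 in size, day 1 as the reference, DESeq2 1.42.0, each library left out in turn, camera with an estimated correlation, fgsea 1.28.0, scaling of all genes and targets ranked by log2 fold change. The test was also run on simulated data. Counts of all 12 libraries were drawn anew, independently for each gene, from its vehicle mean, its dispersion and the library sizes. With 200 genes changed at day 3 among 11980, 153 were called, of which 5 were false (3.27%). Of 40 unchanged lists 0 was called, but genes drawn independently cannot check the preset correlation between genes. Transcript length and GC content came from an older annotation of another genome build, which shares 12132 symbols with the table, and no coordinates were used.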

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

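The comparison of fibroblast markers with islet genes, the explanations tested for the day 1 decrease of NRF2 targets and the contrasts of day 3 against day 1 were chosen only after the results were seen.

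Markers of fibroblasts and stellate cells, which the paper does not analyse, rose with the matrix genes at day 3. Their median was 1.70 over 16 genes, with 12 higher, 0 lower and 4 not called (camera, adjusted p = 0.000122, or 0.39 with an estimated correlation), and 1.96, 1.84 and 1.66 in mice 2, 3 and 5. *Dcn*, *Lum* and *Col3a1* stand in the matrix list as well, and *Col3a1* was the most abundant of these 3 at 217 ± 50.7 CPM. Macrophage markers, also outside the paper, had a median of 1.33 over 15 genes, with the lysozyme *Lyz2* at 3.84 and *Cd14*, a receptor for bacterial products, lower at -0.92 (list adjusted p = 0.0165, or 0.511 with an estimated correlation, 0.159 with library sizes alone and 0.257 by fgsea). A lower share of acinar RNA would raise the markers of every other cell type alike. The islet genes did not rise, with a median of -1.14, not called as a list (adjusted p = 0.109), and -1.58, -1.77 and -0.09 in the 3 mice. Islet content was erratic, as these medians ran from -2.00 to 1.12 already at day 1, so the islet genes cannot decide the question. The macrophage markers moved with the explanation. Endothelial markers, with 5 higher, 0 lower and 7 not called and a median of 0.63, moved with the explanation, but at 0.25, 0.80 and 1.19 they too lay below the fibroblast markers in every mouse. More stellate cells or fibroblasts in the older cultures may lie behind the median of 1.70, and so may expression of these genes by the acinar cells themselves, which no library here separates.

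Canonical NRF2 targets were lower than vehicle at day 1, before their later rise, with a median of -0.24 over 43 genes (camera, adjusted p = 3.19e-06; adjusted p = 0.536 with an estimated correlation) and -0.34, -0.20 and -0.03 in mice 2, 3 and 5. Day 3 against day 1 therefore gave larger medians than day 3 against vehicle, 2.47 for the glutathione leading edge, 1.42 for these targets and 1.42 for the genes plotted in Fig. 1n. With its libraries scaled together with the others, the control mouse, which has no mutant *Kras*, moved the same way at day 1, by -0.61 for the targets, where random lists gave -0.09 to 0.10 and the 3 mice in the same scaling -0.34, -0.21 and -0.09. It moved by -0.55 for the glutathione leading edge and by -0.21 for NADPH-producing enzymes, with *Srxn1* at -1.22 and *Nqo1* at -0.94. Day 1 replicate 5 alone does not account for the lower targets, since their median was -0.16 without that library. Without vehicle replicate 2 it was -0.08 (camera, adjusted p = 0.0228). With 31 acinar enzyme genes left out of the scaling the median was -0.25. That setting kept *Amy2a5*, and TMM already allows for the enzymes' share of the library, so it hardly tests that share. The median of all genes was 0.02 at day 1, so the targets fell relative to the typical gene. 4-OHT itself may lower these transcripts, but with 1 control mouse the value of -0.61 cannot be told apart from a difference between its cultures.

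Other lists outside those the paper discusses stood out at day 3: the unfolded protein response at -0.72, and immediate-early and dissociation stress genes at -0.48 over 20 genes with 2 higher, 11 lower and 7 not called, where the heat shock gene *Hspa1b* fell to -2.95 and *Fos* and *Egr2* rose, *Fos* without a call when vehicle replicate 2 or 3 or day 3 replicate 2 or 3 was left out (adjusted p = 0.0791, 0.119, 0.0779 and 0.110; list adjusted p = 0.00158, or 0.39 with an estimated correlation). At day 1 the unfolded protein response was at 0.13 (adjusted p = 0.0131; 0.601 with an estimated correlation), and day 3 against day 1 gave -0.81. Its day 1 call rested on single libraries, with an adjusted p of 0.336 without vehicle replicate 2, 0.151 without vehicle replicate 3, 0.324 without day 1 replicate 2 and 0.211 without day 1 replicate 5, and mouse 3 was at -0.01. The acinar enzymes also stood above vehicle at day 1, at 0.16 (adjusted p = 0.0131; 0.657 with an estimated correlation), and day 3 against day 1 gave -2.05. The day 1 value of the acinar enzymes rested on single libraries, with an adjusted p of 0.907 without day 1 replicate 5 and 0.749 without vehicle replicate 2.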

How the results depend on the processing

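All settings here were planned, and none was added after the results were seen. The fall of digestive enzymes and the rise of the respiratory chain, citrate cycle, glycolysis, glutathione, fatty acid oxidation and NRF2 lists at days 2 and 3 kept their direction in the settings run on lists, and their call in all of those but an estimated correlation. DESeq2, the log2 fold change above 0.5 and day 1 as the reference were run on genes and not among these list settings. No gene called here was called the opposite way. Over the settings, 6758 values of the named genes stayed on the same side of the threshold, 152 lost their call and 33 gained one. For other lists the numbers were 3070, 119 and 66. Many genes were named for large or sure changes, so their share does not hold for all genes. Of all 1780 genes higher at day 2, 1728 kept their call with RLE factors and 1042 without vehicle replicate 5. Of the 1092 higher from day 2 to day 3, 1092 kept it with RLE factors and 562 without day 2 replicate 5. Values not called in either fit were counted as staying whatever their direction. With 3 mice per condition, changes near 1.5-fold were mostly missed in simulated data with only 200 changed genes. Many more genes were called at days 2 and 3, at a looser threshold, so that share does not carry over to them. The time in culture stays joined to the treatment.

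Library sizes alone gave 6126 genes higher and 284 lower at day 2 and 5491 and 1092 at day 3, as the scaling itself moved the typical gene, and turned *Bckdk* at day 3 from -0.35 to 0.037. A log2 fold change above 0.5 in size left 1027 genes lower at day 2 and 627 lower from day 2 to day 3, by its own construction. DESeq2 called 1 gene lower at day 1. For the remaining changes the cause was not tested. Scaling of all genes put 59.1% of the variance on the first dimension.

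An estimated correlation between genes ended the list calls. At day 2 the adjusted p became 0.370 for acinar enzymes, 0.430 for duct genes, 0.540 for the citrate cycle, 0.495 for the respiratory chain, 0.491 for glycolysis, 0.495 for glutathione metabolism, 0.451 for canonical NRF2 targets and 0.432 for fatty acid oxidation. At day 3 it became 0.432 for acinar enzymes, 0.390 for duct genes, 0.432 for branched-chain amino acid genes, the citrate cycle, the respiratory chain and glutathione metabolism, 0.554 for glycolysis, 0.491 for NRF2 targets and 0.390 for fatty acid oxidation. By fgsea the duct genes had 0.0625 and 0.0501 at days 2 and 3, and the pentose phosphate leading edge 0.0599 and NADPH-producing enzymes 0.180 from day 2 to day 3. NADPH-producing enzymes at day 3 went from 0.0669 to 0.0494 with mouse as a block and to 0.0435 in a fit of the compared groups alone.

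Leaving out each library in turn gave 1071 to 2273 genes higher and 907 to 2039 lower at day 2, 580 to 1525 higher and 437 to 1638 lower from day 2 to day 3, and 0 to 1 higher at day 1. The day 1 list tests moved with single libraries, day 1 replicate 5 among them. The adjusted p by camera ran from 0.000315 to 0.907 for acinar enzymes, 0.0253 to 0.990 for the citrate cycle leading edge and 1.95e-06 to 0.819 for that of oxidative phosphorylation. It ran from 0.0435 to 0.999 for pyrimidine genes, 4.71e-06 to 0.780 for the respiratory chain, 0.00375 to 0.930 for MAPK output genes and 6.39e-09 to 0.571 for ribosomal proteins. Each list turned its direction without day 1 replicate 5. Other libraries mattered too: the 0.000315 came without vehicle replicate 5. The call changed in 2 fits for acinar enzymes and oxidative phosphorylation and in 3 for the respiratory chain and MAPK output genes. NADPH-producing enzymes at day 3 ran from 0.0444 to 0.0966, and *Bckdk* from -0.45 to -0.29, with its call lost in 4 of the 12 fits.

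The planned scaling to ERCC transcripts was not run, since the table holds 0 of them.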

Differences from the paper's values

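The paper's source data give log2 fold changes per gene, and 6 of the 141 compared lay further from the values here than the larger error. For *Gclm*, the modifier of glutathione synthesis, at day 3 the paper's value is 0.78 and the value here 1.04. For the transferase *Gsta3* at day 2 the paper's value is 0.96 and the value here 1.06, for *Gsta13* at day 3 the paper's is 2.08 and that here 1.90, and for *Gstm5* at day 3 the paper's is 1.78 and that here 1.59. For the amylase gene *Amy1* at day 2 the paper's value is -1.20, with an SD of 0.17, and the value here -1.37. For *Spink1* at day 3 the paper's value is 0.66, with an SD of 0.098, and the value here 0.32.

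Among the alternatives set before the data were examined, *Gclm* fell within the error of the paper's value without vehicle replicate 5 (0.88) and without day 3 replicate 2 (0.89), *Gsta3* without vehicle replicate 5 (0.95), *Gsta13* without day 3 replicate 3 (2.00) or replicate 5 (2.12), and *Gstm5* without vehicle replicate 3 (1.66). *Amy1* did so with the filter of 10 reads in each library (-1.34), with mouse as a block (-1.37), and without vehicle replicate 5 (-1.21), day 2 replicate 2 (-1.30) or day 2 replicate 3 (-1.34), and *Spink1* with library sizes alone (0.71). The other alternatives run for these genes did not close the gap. The paper calls the 4 glutathione genes and *Amy1* in the same direction as here.

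The source table of Fig. 1b was held only in part, 1998 genes for day 2, of which 1985 of 1988 matched genes had the same sign as here at a median gap of 0.06. Its column headed as a negative logarithm of the FDR holds values from 1.01e-06 to 0.085, which are the FDR itself.

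The paper describes the pentose phosphate pathway as broadly higher, beside enrichment tests of KEGG gene sets. The 17 genes listed here are another set under another test, without leading-edge members such as *Fbp2*, *Gpi1* and *Pfkm*. They had 9 higher, 4 lower and 4 not called at day 3 and were not called as a list (camera, adjusted p = 0.279). Of the paper's 11 leading-edge genes 10 were higher. The paper describes purine genes as generally higher, and 32 of 40 leading-edge genes were higher. The 13 genes of de novo synthesis, only a part of purine metabolism, had 4 higher, 3 lower and 6 not called. Duct genes are described there as higher: 6 of the paper's 7 were. A separate list of 18 duct and metaplasia genes had 9 higher, 5 lower and 4 not called.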

Other observations

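Of the tests here, those of transcript length and of the library total were planned, and none was chosen after the result was seen. Respiratory chain and ribosomal protein genes rose together at day 3, by medians of 1.21 and 1.12, in every mouse. Short transcripts as a class rose too: sets matched in length and GC content had medians of 0.48 (0.25 to 0.72) and 0.45 (0.22 to 0.67), and the smaller excess over the upper bound was 0.45, which argues against length and GC content as the whole account, for the 62 of 77 and 50 of 50 members with a length. With 31 acinar enzyme genes left out of the scaling the smaller median was 1.12. That setting kept *Amy2a5*, and TMM already allows for loss of such transcripts from the library total, so it hardly tests that loss. The median of all genes at day 3 was 0.02 after TMM and 0.42 with library sizes alone, so both lists rose beyond the typical gene. The rise may reflect a change in the cells. Capture of polyadenylated RNA, RNA of other cell types and the time in culture stay open and were not tested.

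The 25 genes of cytochromes P450 and glucuronidation had 21 higher, 2 lower and 2 not called at day 3 (21 higher and 2 lower when adjusted over the list alone), with a median of 2.09 (camera, adjusted p = 4.18e-06; adjusted p = 0.233 with an estimated correlation), while *Cyp2b10* and *Cyp2s1* fell to -2.91 (adjusted p = 6.5e-05) and -2.14 (adjusted p = 6.39e-05). Lysosomal genes had 15 higher, 2 lower and 5 not called of 22 and a median of 0.59 (adjusted p = 0.000482; adjusted p = 0.486 with an estimated correlation), with the cholesterol carrier *Npc2* at 1.65 (adjusted p = 2.39e-07) and its partner *Npc1* at -1.22 (adjusted p = 2.89e-05). Output genes of MAPK signalling did not move as a list, with 4 higher, 5 lower and 11 not called of 20 at day 3 and a median of 0.08 (adjusted p = 0.92); by mouse the medians were -0.60, 0.27 and 0.68. Cell cycle genes had 2 higher, 6 lower and 16 not called of 24 and a median of -0.31 (adjusted p = 0.227), which library sizes alone turned to 0.08.

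The remaining lists were not called at day 3 by camera, while fgsea called fatty acid synthesis and inflammatory cytokines (adjusted p = 0.0357 and 0.00928). Fatty acid synthesis had a median of 0.54 (adjusted p = 0.159), cholesterol synthesis 0.03 (adjusted p = 0.985), endothelial markers 0.63 (adjusted p = 0.119), hepatocyte genes 1.63 (adjusted p = 0.109), glucocorticoid-induced genes -0.01 (adjusted p = 0.998), interferon-stimulated genes 0.88 (adjusted p = 0.267) and inflammatory cytokines 0.25 (adjusted p = 0.393). Islet genes had 0 higher, 5 lower and 6 not called of 11 (adjusted p = 0.109, 0.00201 with library sizes alone, 0.0431 without vehicle replicate 5 and 0.0467 without day 3 replicate 5). With mouse as a block, glutathione metabolism at day 1, fatty acid synthesis at day 2 and cholesterol synthesis at day 2 and from day 2 to day 3 were called (adjusted p = 0.0242, 0.0264, 0.0414 and 0.0104), and so was *Srxn1* at day 2 (log2 fold change -0.41, adjusted p = 0.0240).

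The 6 libraries of each comparison allow 10 splits, too few for a share under 0.05. At day 1 the real split called 0 genes, as did the other splits, so 10 of 10 were as large. The real split called 3332 genes at day 2, 6341 at day 3 and 2081 from day 2 to day 3, each the only 1 of 10 that large, and the highest other split called 0, the 3 others that part all mice included. Every other split puts libraries of both conditions on each side, so the difference between conditions adds to the spread there. Few calls in those splits were thus set from the start, and they cannot decide whether the real calls arose by chance.

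In the control mouse, 13 of 42 lists lay outside the middle 95% of random lists at day 1, and 15 with library sizes alone. Acinar enzymes were at 0.49, ribosomal proteins at 0.28 and nuclear respiratory genes at 0.23. These are single libraries and were not tested.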
